# Overexpression of an ethylene-forming ACC oxidase (ACO) gene precedes the *Minute Hilum* seed coat phenotype in *Glycine max*

**DOI:** 10.1186/s12864-020-07130-8

**Published:** 2020-10-16

**Authors:** Gracia Zabala, Anupreet Kour, Lila O. Vodkin

**Keywords:** Minute hilum, Ethylene forming enzyme, ACC oxidase, Seed development, Defective seed coat, RNA-Seq, Expression profiling, Soybean, *Glycine max*

## Abstract

**Background:**

To elucidate features of seed development**,** we investigated the transcriptome of a soybean isoline from the germplasm collection that contained an introgressed allele known as *minute hilum* (*mi*) which confers a smaller hilum region where the seed attaches to the pod and also results in seed coat cracking surrounding the hilum region.

**Results:**

RNAs were extracted from immature seed from an extended hilum region (i.e., the hilum and a small ring of tissue surrounding the hilum in which the cracks form) at three different developmental stages:10–25, 25–50 and 50–100 mg seed fresh weight in two independent replicates for each stage. The transcriptomes of these samples from both the Clark isoline containing the *mi* allele (PI 547628, UC413, *i*^*i*^ *R t mi G*), and its recurrent Clark 63 parent isoline (PI 548532, UC7, *i*^*i*^ *R T Mi g*), which was used for six generations of backcrossing, were compared for differential expression of 88,648 Glyma models of the soybean genome Wm82.a2. The RNA sequence data obtained from the 12 cDNA libraries were subjected to *padj* value < 0.05 and at least two-fold expression differences to select with confidence genes differentially expressed in the hilum-containing tissue of the seed coat between the two lines. Glyma.09G008400 annotated as encoding an ethylene forming enzyme, ACC oxidase (*ACO*), was found to be highly overexpressed in the *mi* hilum region at 165 RPKMs (reads per kilobase per million mapped reads) compared to the standard line at just 0.03 RPKMs. Evidence of changes in expression of genes downstream of the ethylene pathway included those involved in auxin and gibberellin hormone action and extensive differences in expression of cell wall protein genes. These changes are postulated to determine the restricted hilum size and cracking phenotypes.

**Conclusions:**

We present transcriptome and phenotypic evidence that substantially higher expression of an ethylene-forming *ACO* gene likely shifts hormone balance and sets in motion downstream changes resulting in a smaller hilum phenotype and the cracks observed in the minute hilum (*mi*) isoline as compared to its recurrent parent.

## Background

Soybean seed development is a complex process that initiates soon after flower fertilization. Three to 5 days after a flower is fertilized, the embryo with a globular shape is embedded in an acellular endosperm surrounded by a vascularized integument that provides the nutrition to both the embryo and endosperm while transforming itself into the seed coat. The embryo develops to reach the cotyledon phase 12 days after pollination (DAP) [1]. The endosperm begins to degenerate and the cotyledons and embryo continue to grow for another 45 days and up to a maximum fresh weight of approximately 400–500 mg for the green seed. After that time dessication and yellowing proceeds until approximately 70 DAP, depending on the variety and maturity group with mature seeds of fresh weight of approximately 200 mg and 10% moisture content.

During this process the seed coat (testa), which envelopes the cotyledons, develops from the ovule after fertilization and is essential in transferring assimilates and nutrients that allow the cotyledons to accumulate large amounts of storage proteins and oils in the soybean seed. Other roles contributed by the seed coat in legumes and other seed plants include production of phenolic compounds as flavonoids, anthocyanins, and proanthocyanidins that have functions in defense, water permeability, dormancy, and germination of the seed [2]. The hilum is the specialized area of the seed coat where the seed attaches to the pod and where nutrients are transferred from the pod to the seed. Hormones and possibly flavonoid compounds synthesized in the seed coat may also play a fundamental role in regulating communication between the seed coat and the endosperm and embryo. Mutations affecting seed coat composition, structure, or morphology would likely affect its function.

Studies of seed color mutations have provided valuable information on the spatial and temporal expression of genes encoding key enzymes of the flavonoid pathway all through the development of the soybean seed. The biosynthesis of isoflavonoids, flavonols, anthocyanins and proanthocyanidins is regulated by the expression of three independent loci *I* (Inhibitor), *R* (black seed and hilum color) and *T* (Tawny) in soybean seed coats. The *I* locus controls distribution of anthocyanin and proanthocyanidin pigments and comprises the multigenic, inverted repeat region of chalcone synthase (*CHS*) genes (*CHS1, CHS3* and *CHS4*) [3]. CHS is the first committed enzyme in the anthocyanin pathway. In its dominant alleles (*I* or *i*^*i*^), the *I* locus silences the expression of all nine *CHS* gene family via generation of short interfering RNAs (siRNAs) in tissue-, pattern-, and developmental-specific fashion in the seed coat [4–6] which results in completely yellow seed coats and hilum (*I*) or yellow seed coats with a pigmented hilum (*i*^*i*^). Rare spontaneous mutations of dominant *i*^*i*^ alleles result in recessive *i* alleles which have been shown to arise by homologous recombination events that change copy number and arrangement of the *CHS* genes and no longer produce *CHS siRNAs* from this locus, thus releasing silencing and permitting seed color on the whole seed coat [7]. The seed coat proper or hilum color of soybeans with the recessive alleles (*i*) are also influenced by the *R* and *T* loci producing black (*i R T*), imperfect-black (*i R t*), brown (*i r T*) and buff (*i r t*) seed coats. The *T* locus encodes a flavonoid 3′ hydroxylase (*F3’H*) gene, the expression of which drives the synthesis of the anthocyanin cyanidin pathway branch [8, 9]. The *R* locus encodes a R2R3-MYB transcription factor which positively regulates the expression of a UDP-glucose: flavonoid 3-O-glucosyltransferase (*UF3GT*) gene that functions in the last step of anthocyanin synthesis [10, 11].

Defective cracking of the seed coats as well as reduced pigment intensity appears to be due to an epistatic interaction between homozygous recessive *i* and recessive *t* alleles, indicating a connection between the flavonoid pathway and seed coat morphology [12]. A correlation was found between the *I* genotype and the abundance of a cell wall protein, SbPRP1 [13]. Cultivars with *I*/*I* genotypes and yellow seed have abundant soluble SbPRP1 in the immature seed coats. In contrast, self-black or self-brown isolines with the homozygous recessive *i* genotype have a decreased amount of soluble SbPRP1 in the unpigmented (green) immature seed coats. Soluble SbPRP1 protein is reduced in seed coats of both *i T* and *i t* genotypes as is its mRNA. Investigations of soybean lines with a different type of highly defective seed coat phenotype and genotype (*def*) called the “net pattern” showed that SbPRP1 might be insolubilized within the cell wall matrix of these isolines early in seed coat development [14] and they also demonstrated differential expression of proline-rich and other cell wall protein transcripts in a global expression analysis [15].

The present study focuses on the global expression changes occurring in a morphological seed coat variant, the *minute hilum* (*mi*) allele, found in UC413 (*i*^*i*^ *R t mi G*), an isoline that results in a smaller hilum, the area of the seed coat immediately adjacent to the scar left by the funiculus that attaches the seed to its pod. In addition to the smaller size of the hilum, cracks develop in the surrounding area and the seed developmental process appears to be altered resulting in smaller seeds (Fig. 1). Since the most marked phenotype of the *mi* allele manifests itself in the hilum and surrounding area, gene expression differences in dissected portions of the seed coat containing the hilum could provide some evidence as to the underlying altered molecular components. Analysis of RNA sequence profiles from the dissected hilum and its surrounding regions from two Clark isolines, UC413 (*i*^*i*^ *R t mi G*) containing the introduced *mi* allele and the standard recurrent parent line UC7 (*i*^*i*^ *R T Mi g*) at three early stages of seed maturation (10–25, 25–50 and 50–100 mg fresh weight (fwt)), found many significantly differentially expressed transcripts. Upon careful examination of the different functional annotation classes we determined that the *mi* locus may operate through altering transcript levels of a critical enzymatic step of the ethylene biosynthetic pathway. Transcripts of an ACC oxidase (ACO), Glyma.09G008400, were the most highly differentially expressed transcripts in each of the data sets with a *padj* value of 1.9xE^− 219^ and a fold difference of 1.8 × 10^− 4^ at the earliest seed developmental stage examined. The mutant line UC413 (*i*^*i*^ *R t mi G*) with the *mi* allele has the highest level of *ACO* expression at 163 RPKMs in UC413 versus 0.03 in UC7. The ACC oxidase (previously known as ‘ethylene forming enzyme’) performs the last reaction and a key, likely rate limiting step, in the ethylene biosynthetic pathway as recently reviewed in Hoeben and Van de Paul, 2019 [16]. We pose a model whereby higher ethylene levels induce an imbalance in other hormones of the seed coat early in seed development. This model is supported by the RNA-Seq expression data revealing many differences in known downstream genes affected by ethylene action including the auxin (AUX) and gibberellin (GA) signaling pathways, as well as many changes in the cell wall category. Likely set in motion by perturbation of the ethylene pathway and other subsequent hormonal changes, these expression differences lead to the minute hilum and defective seed coat phenotype of the *mi* isoline. It is more likely that a regulator of *ACO* gene expression during hilum development, and not the *ACO* gene itself, is the *mi* locus since Glyma.09G008400 was capable of high-level expression in other non-seed coat tissues. Further, no structural changes of note were found by genomic and amplicon sequencing between the two ACO alleles of UC7 (*Mi*) and UC413 (*mi*) isoline genotypes. A small group of genes which had both expression and structural changes were determined from comparison of RNA-Seq data and structural variation of genomic data. These candidates serve as starting points to further examine this interesting, but not previously investigated, genetic trait which determines a change in the size of the hilum region during seed development and to elucidate the role of ethylene in legume seed and seed coat development.

**Fig. 1:**
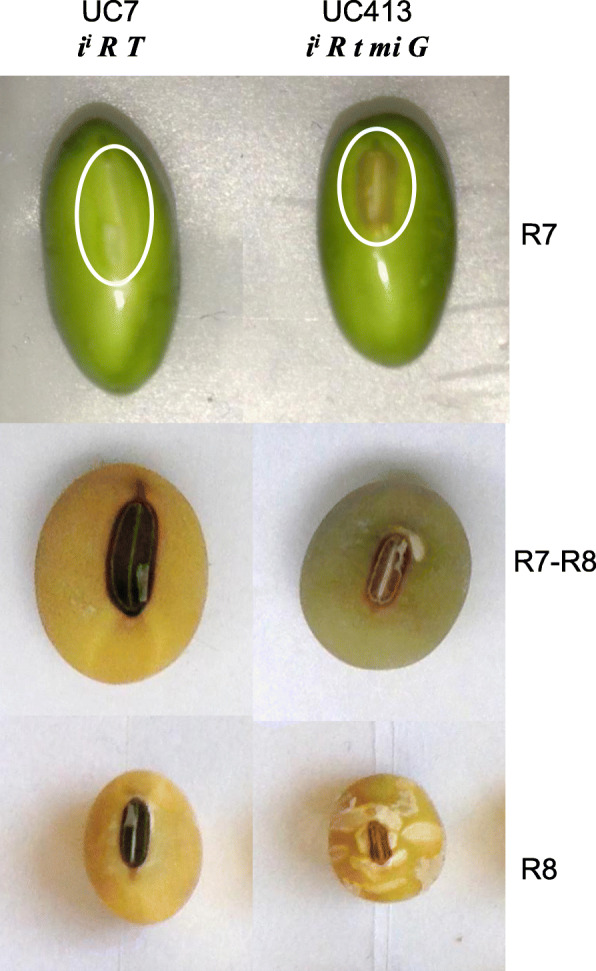
Hilum phenotypic differences between seeds of Clark isolines UC7 (*i*^*i*^ *R T Mi g*) and UC413 (*i*^*i*^ *R t mi G*) at three late developmental stages. Seeds in the left hand panels have normal size hilum (UC7) while the ones in the right (UC413) have the minute hilum phenotype and associated cracks in the seed coat. Seed coat cracks from the hilum and beyond are formed at a late stage of seed maturation and clearly seen in UC413 dry seed in the bottom right panel. The three stages of development shown to the right of the image are: full seed (R7), mid-desiccation (R7-R8) and dry seed (R8). The white oval lines around the hilum in the upper panels represent the area of the hilum and immediate seed coat region, designated the EH (extended hilum), dissected from seeds at the early maturation stages of EH10 (10–25 mg seed), EH25 (25–50 mg), and EH50 (50–100 mg) seed fresh weight developmental stages (not shown) . All genotypes are homozygous in the inbred isolines

## Results

### Genetic background and phenotypic manifestation in the seed of *minute hilum* (*mi*) gene in the UC413 Clark isoline

Figure 1 illustrates the phenotypes of the two Clark isolines, UC413 (*i*^*i*^ *R t mi G*) and it’s recurrent parent line UC7 (Clark 63, *i*^*i*^ *R T Mi g*) and Additional file 1 shows the Plant Introduction numbers, and relevant genotypes and phenotypes of the lines used in this study. All are homozygous and only one allele is shown for the genotypes. Notably, seeds of the UC413 line have a smaller hilum region. Later in development as the seeds mature and desiccate, the UC413 seed develop cracks originating at the hilum region. Both traits are associated with the minute hilum phenotype (recessive *mi* allele) which manifests in association with the recessive *t* allele. Little is known about the *mi* locus except the development of the isolines in the 1960’s by former USDA geneticist and curator of the soybean germplasm Richard L. Bernard at the University of Illinois. The history of the lines recorded in GRIN (Germplasm Resources Information Network, https://www.ars-grin.gov/) indicates that it was derived from a cross between Laredo and Harosoy. Laredo is an ancestral, un-adapted soybean line (PI 548463) with a small seed of 0.79–0.86 height-length ratio, 4.1 mg dry weight and black seed coat. It must have been the source of the *mi* allele in UC413 as Harosoy has a normal hilum size. Because of its black seed coat and tawny trichome hairs, the Laredo genotype is also *i R T*. Harosoy (PI 548573) has a larger seed of 16.1 mg dry weight with a yellow seed coat and lightly pigmented buff hilum and genotype *I r t*. It was also the source of the *t* allele in UC413 (*i*^*i*^*, R t mi G*). The line resulting from the Laredo x Harosoy cross with the minute hilum (*mi*) was back-crossed six times to the Clark 63 standard line (UC7, *i*^*i*^ *R T Mi g*), and each time the *mi* (minute hilum) and *t* (gray trichomes) phenotypes were selected to result in the UC413 (*i*^*i*^ *R t mi G)* isoline. The seeds of both lines being compared in this study, UC7 and UC413, have yellow seed coats with pigmented hila due to the *i*^*i*^ allele of the *I* locus. Those of the UC413 line have a much smaller hilum resulting from the introgressed *mi* allele in contrast with the larger black hilum of the UC7 line (Fig. 1). The UC413 seed also have a much lighter color (called imperfect black) resulting from the known epistatic interaction of the *t* allele that modifies hilum and seed coat color to reduce pigment intensity and encodes a flavonoid 3′ hydroxylase [8, 9]. The minute hilum and cracked phenotype apparently manifests only in association with the recessive *t* allele, thus indicating an epistatic interaction of the *mi* and *t* alleles. Another phenotypic difference in the seed coats of the UC413 mutant line was the stay-green seed coat trait, manifested late into the seed desiccation stage phenotype (Fig. 1), which has been attributed to the dominant allele of the *G* locus that also has yet to be identified at the molecular level.

In addition to those phenotypic differences manifested in the seed coats of the two lines, there were differences in the relative size and weight of the dried whole seed, as well as the pod size and number of seeds per pod (Table 1). The standard UC7 line seeds were larger overall and heavier compared to those of the UC413 mutant line. The dry weight of 100 seeds was consistently about two grams heavier in the standard line compared to those of the mutant line. A significant difference was also determined by the average measurement of the largest diameter of 100 seeds from each line showing that the standard seeds were two millimeters larger on average than those seeds carrying the mutant allele. A somewhat larger average pod size and number of seeds per pod of the standard line were observed from the more than 500 measurements done for each of the lines under study although these were within the standard error. The UC413 plants appeared to grow at a slower rate than those of the standard UC7 plants, resembling more the growth rate of the Laredo black progenitor.

**Table 1:** Differences between seeds from the minute hilum isoline (UC413) and the recurrent parent isoline Clark 63 (UC7)

Parameter measured	UC7 (***i***^***i***^ ***R T Mi g***)	UC413 (***i***^***i***^ ***R t mi G***)
Weight of 100 seeds^a^	23.56 ± 1.87 g	20.00 ± 1.68 g
Weight of 100 seeds^b^	16.20 ± 1.03 g	15.54 ± 0.44 g
Weight of 100 seeds^c^	14.1 g	12.1 g
Average length of 100 seeds^c^	6.57 ± 0.41 mm	4.62 ± 0.71 mm
Pod length^d^	4.55 ± 0.63 cm	3.49 ± 0.53 cm
Number of seeds per pod^d^	2.70 ± 0.58	2.15 ± 0.68

^**a**^ Weight values represent the average of 2 (UC7) and 5 (UC413) separate measurements of 100 seeds each from two different plants of each variety, made soon after harvest (6/2017)

^**b**^ Weight values represent the average of 12 (UC7) and 14 (UC413) separate measurements of 100 seeds each from two different plants of each variety, made soon after harvest (5/2016)

^**c**^ Weight and seed length of one 100 seed sample taken from seeds kept in storage for two years after harvest in 2013

^**d**^ Number of pods measured for this analysis was 547 for UC7 and 505 for UC413 from four different plants of each variety. The pod length and number of seeds per pod values are the mean of those many pod measurements

### Gene expression profiles of seed coat hilum regions from seeds of standard and *mi* isolines

Small sections of the isolated seed coat containing the hilum and immediate surrounding tissues (designated here as the extended hilum region, EH) were dissected from the rest of the seed coat as shown in Fig. 1 top panels from both standard and mutant isolines. The dissected hilum-containing seed coat sections were taken from seeds at three early to mid-maturation stages defined by different fresh weights of the whole seed and designated as EH10 (10–25 mg), EH25 (25–50 mg) and EH50 (50–100 mg). Total RNA was extracted from the collected hilum-containing seed coat sections from two independent replicates for each of the two isolines at the three seed maturation stages. A total of 12 cDNA libraries were constructed for next-generation high throughput sequencing of each transcriptome (RNA-Seq) (see Methods section). The resulting 75–100-bp RNA-Seq reads from each of the 12 libraries (Additional file 1) were aligned to the 88,647 target Glyma models of the *G. max* reference genome [17] using Bowtie v1 [18]. 

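RNA from the extended hilum region of the seed coat was sequenced in 12 libraries, 2 for each of the UC7 and UC413 isolines at EH10, EH25 and EH50. Another 8 libraries, 1 for each isoline, came from the extended hilum region at EH100 (seeds of 100 to 200 mg) and from whole seed coats at WS10, WS25 and WS50. The paper describes the replicates as independent. In both isolines, replicate 1 of EH50 and the EH100 and WS50 libraries were made with a non-stranded kit and the other libraries with a stranded kit. The authors aligned the reads to 88647 Glyma models with up to 3 mismatches and up to 25 alignments per read, and gave the values as RPKM. In every library the RPKM multiplied by the length of the model came out as whole multiples of 1 step (100% of the models within 0.01), so the number of alignments behind each value was recovered. The UC7 libraries held 93354700 to 128804000 alignments and the UC413 libraries 91769000 to 122987000. The RPKM values are scaled to the alignments, of which there were 1.75 to 2.20 for each read that the paper counts. For a model of 1 kb, 3 alignments correspond to 0.0233 to 0.0327 RPKM. A read that aligns to several models counts in each of them, so intervals from these counts cover counting error only.

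For the comparison of the isolines, RPKM was divided by a median-of-ratios size factor for each library, 0.25 was added, and log2 values were fitted with limma 3.58.1 for the 6 groups of libraries together. The fit covered 57568 models of 31639 genes with an RPKM of at least 1 in at least 2 of the 12 libraries. Fold changes are UC413 over UC7, p-values are adjusted over all models tested at a stage, and a model is called where its adjusted p is under 0.05. The size factors were 0.571 to 1.02 in UC7 and 1.15 to 1.23 in UC413. In the RPKM as deposited, the median log2 ratio of UC413 over UC7 was 0.71 at EH10, 0.32 at EH25 and 0.24 at EH50. After division by the size factors it was -0.020, -0.014 and -0.022, and with every library set to an equal sum outside the rDNA region 0.29, 0.17 and 0.19. Changes are given relative to the median after division by the size factors. When a library was left out of the fit, the remaining library of its group was assumed to vary like those of the other groups. With the stranded libraries alone, EH50 kept 1 library for each isoline, and the calls at EH50 came to 2 models higher in UC413 and 3 higher in UC7. Leaving out a library also lowers the power of the test, so a smaller count does not by itself show that 1 library drives a result. Counts over gene lists changed with single libraries as well. Of 90 list counts of at least 3 called genes in an isoline at a stage, 87 moved by over 1.5 times without some 1 library, and 51 stayed above 0 without each library in turn.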

The numbers of RNA-Seq reads for each Glyma model were normalized in reads per kilobase of gene model per million mapped reads (RPKM) considering gene length as parameter [19].

From the total number of Glyma models in each library, the RNA-Seq RPKM values with *padj* < 0.05 were selected for statistical significance. Additionally, the ratios between the resulting RPKM values of each Glyma model from the standard (UC7) and the mutant line (UC413) of each replicate for each of the three developmental stages were calculated. The Glyma models were further filtered to obtain those with RPKM ratios > 2 and overexpressed in both of the UC7 standard line repeats or those with RPKMs ratios < 0.5 which were overexpressed in both of the UC413 isoline repeats. Finally, an RPKM selection of at > 2 RPKMs in at least one of the two UC7 repeats or in at least one of the UC413 repeats was imposed. The full list of 3782 Glyma models passing all criteria within at least one of the three stages is shown in Additional file 2. 

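The ACC oxidases Glyma.09G008400.1 and Glyma.15G112700.1, 2 laccases and a cytochrome P450 were among the 10 models with the largest rise in UC413 at 1 or more stages. With the adjusted p taken from limma, 2894 Glyma models passed these criteria in at least 1 stage, each model counted once. The paper's number is close to the sum of its stage totals, where a model counts at each stage that it passes. The 2 numbers are therefore not alike. Counted by stage with the rDNA region included, limma gave 1817 models in UC413 and 229 in UC7 at EH10. At EH25 there were 578 and 181, and at EH50 1073 and 428. Counting every called model, whatever its RPKM ratio, 634 models of 320 genes were higher in UC413 at EH10, EH25 and EH50, where 1.47 would be shared by chance if the stages were independent. Outside the rDNA region, 228 models of 186 genes were higher in UC7 at all 3 stages. Models that resemble genes of the plastid or mitochondrial genome were not counted apart in the 228. Of 103 tested genes of that kind, 97 at EH10, 66 at EH25 and 42 at EH50 were higher in UC7. The 634 models became 333 without UC7 EH10 replicate 1, 239 and 223 without UC413 EH10 replicates 1 and 2, 377 and 148 without UC413 EH25 replicates 1 and 2, 153 and 130 without UC7 EH50 replicates 1 and 2, and 54 and 255 without UC413 EH50 replicates 1 and 2. The 228 models became 113 without UC7 EH10 replicate 1, 91 and 79 without UC413 EH10 replicates 1 and 2, 113 and 39 without UC413 EH25 replicates 1 and 2, 144 and 71 without UC7 EH50 replicates 1 and 2, and 41 and 85 without UC413 EH50 replicates 1 and 2. With each stage fitted alone there were 40 and 27, and with RPKM as deposited 1216 and 125. Glyma.11G164000.1, a LAC3 laccase, was at 0.0339 ± 0.0259 RPKM in UC7 and 14.0 ± 1.77 RPKM in UC413 at EH10 (mean ± SD, n = 2). The log2 fold change of this laccase was 5.31 at EH10 (standard error 0.17, adjusted p = 1.81e-06 from limma), 5.40 at EH25 (adjusted p = 1.54e-06) and 3.21 at EH50 (adjusted p = 9.26e-05). Glyma.18G057200.1, a second laccase of this kind, had log2 fold changes of 4.22, 4.28 and 2.45 at these stages (adjusted p = 2.19e-05, 2.82e-05 and 7.69e-04). Glyma.12G067000.1, a cytochrome P450 of the CYP93D1 type, had no alignment in the 4 UC7 libraries of EH10 and EH25, and 612 to 1824 alignments in the UC413 libraries of these stages. Among the models higher in UC7, Glyma.18G214500.1, a lipid transfer protein of the LTP1 type, was at 4.92 ± 1.15 RPKM in UC7 and 0.562 ± 0.00139 RPKM in UC413 at EH10 (log2 fold change -3.34, standard error 0.44, adjusted p = 0.00254). Glyma.08G062000.2, a BAN-type reductase, was at 120 ± 0.674 RPKM in UC7 and 10.2 ± 3.23 RPKM in UC413 at EH50 (log2 fold change -3.84, standard error 0.33, adjusted p = 8.69e-04). With a replicate block within each stage the 228 models became 480.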

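Outside the rDNA region, 1817 models were overexpressed in UC413 and 144 in UC7 at EH10 by the ratio, RPKM and adjusted p criteria, with limma's adjusted p. At EH25 the numbers were 578 in UC413 and 110 in UC7, and at EH50 they were 1073 and 354. UC413 accounted for 92.7% of these models at EH10, 84.0% at EH25 and 75.2% at EH50. When the ratios were taken after division by the size factors, 651 models were overexpressed in UC413 and 399 in UC7 at EH10, 332 and 153 at EH25, and 477 and 639 at EH50, where the larger number then lay in UC7. The counts also changed when single libraries were left out. The 1817 models of UC413 at EH10 became 514 without UC7 EH10 replicate 1, 377 without UC413 EH10 replicate 1 and 340 without UC413 EH10 replicate 2. At EH25 the 578 models of UC413 became 162 without UC413 EH25 replicate 2. The 110 models of UC7 became 1284 without UC7 EH25 replicate 2, 68 without UC413 EH25 replicate 1 and 38 without UC413 EH25 replicate 2. At EH50 the 1073 models of UC413 came down to 15.6% and 14.4% of their number without replicates 1 and 2 of UC7, and to 55 and 297 without replicates 1 and 2 of UC413. The 354 models of UC7 at EH50 became 189 without UC7 EH50 replicate 1 and 79 without UC413 EH50 replicate 1.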

Table 2 shows that many more genes were overexpressed in the UC413 isoline containing the *mi* mutant gene than in the standard UC7 line, especially at EH10, the earliest seed development stage analyzed, where 1485 Glyma models were found to be overexpressed in the UC413 *mi* isoline but only 234 were overexpressed in the UC7 line.

**Table 2:** Number of Glyma models by gene category overexpressed in the standard UC7 and mutant UC413 (*i*^*i*^ *R t mi G*) lines at three stages of seed maturation

	UC7	UC413	UC7	UC413	UC7	UC413
**Gene categories**	EH10^*^		EH25*		EH50*	
calcium binding	0	29	2	9	1	6
carbohydrate metab.	0	49	4	14	25	26
cell division/cycle	0	44	1	7	1	22
cell wall	4	90	3	29	37	33
disease resistance	2	86	3	32	17	67
DNA replication/repair	0	3	2	1	0	8
flavonoid pathway	0	14	5	6	5	8
growth/development	1	12	8	3	2	6
heavy metal	1	13	10	5	6	5
hormone related	3	33	0	16	13	14
lipid metabolism	5	84	0	35	19	27
membrane/transporter	10	139	0	38	27	61
oxidation/reduction	32	115	23	38	42	41
photosynthesis	33	8	21	4	14	5
protein metabolism	1	129	9	28	25	54
rDNA gene	86	0	84	0	85	0
ribosomal protein	17	4	13	2	13	4
seed storage	2	13	4	4	17	6
signaling/kinases	2	59	1	6	4	23
stress/senescence	0	50	17	6	22	21
transcription factor	4	131	11	52	14	83
transcription related	6	134	6	61	13	154
other	0	15	0	5	0	12
unknown	25	231	31	74	73	173
Total per line	234	1485	258	475	475	859
Total per stage	1719		733		1334	
Total per line (−rDNA)	148	1485	174	475	390	859
Total per stage (−rDNA)	1633		649		1249	

* EH10, EH25 and EH50 represent the 10–25 mg, 25–50 mg and 50–100 mg fwt seed developmental stages, respectively

The significantly overexpressed genes from all three stages were characterized into 24 broad groupings of annotation categories as shown in Table 2. Figure 2 displays three bar diagrams representing the percent of Glyma models within the total that were overexpressed in the standard UC7 (blue bars) and the mutant UC413 (red bars) by annotation categories for each stage. 

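Among the photosynthesis models outside the rDNA region, 21 at EH10, 9 at EH25 and 4 at EH50 met the ratio, RPKM and adjusted p criteria as overexpressed in UC7. All of these photosynthesis models resemble genes of the plastid or mitochondrial genome, as do 14 of the 15 ribosomal protein models overexpressed in UC7 at EH10. The ribosomal protein models of UC7 numbered 13 at EH25 and 11 at EH50, all of the organelle genome type. Among 103 tested genes with organelle genome-like models, 97 were higher in UC7 at EH10, 66 at EH25 and 42 at EH50 with limma, and none was higher in UC413 (99, 98 and 88 lower in UC413 when adjusted over the list alone). Limma-voom and an unadjusted p under 0.05 also gave none higher in UC413, and RPKM as deposited gave 1 at EH10. As an example, Glyma.05G092300.1, annotated as subunit 1 of ATP synthase, was at 21.0 ± 0.0739 RPKM in UC7 and 0.548 ± 0.0816 RPKM in UC413 at EH10 (mean ± SD, n = 2, log2 fold change -5.45, standard error 0.44, adjusted p = 4.66e-04). Oxidation and reduction genes were not analysed here as a group. The 97 genes became 61 without UC7 EH10 replicate 1. The 66 became 16 and 9 without UC413 EH25 replicates 1 and 2, and the 42 became 2 without UC7 EH50 replicate 2 and 0 and 7 without UC413 EH50 replicates 1 and 2 (23 without UC413 EH10 replicate 1 or 2, 27 without UC413 EH25 replicate 1 or 2, and 64 without UC7 EH25 replicate 1 or 2). A replicate block within each stage raised the 42 to 71.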

Figure 2a clearly shows that a much higher percentage of the photosynthesis, oxidation/reduction, and ribosomal protein genes were overexpressed in the standard Clark isoline UC7 in all three stages. 

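Alignments to the rDNA region made up 44.4% and 24.6% of all alignments in the 2 UC7 libraries of EH10, 11.0% and 20.6% in those of EH25, and 3.80% and 16.1% in those of EH50. In the 6 UC413 libraries of these stages they made up 0.386% to 1.03%. The lowest of the UC7 libraries, replicate 1 of EH50, was made with the non-stranded kit. Of 87 rDNA region models tested, 85 at EH10, 71 at EH25 and 74 at EH50 were higher in UC7 with limma, and none was higher in UC413 (1, 0 and 0 at an unadjusted p under 0.05, and none with limma-voom). Adjusted over the list alone, 86, 85 and 83 were higher in UC7 and 1, 0 and 0 in UC413. Their median log2 fold change was -6.50 at EH10, -4.60 at EH25 and -3.85 at EH50. Glyma.16G174500.1, annotated as receptor-like protein 2 and outside this region, was at 705 ± 381 RPKM in UC7 and 13.5 ± 9.98 RPKM in UC413 at EH10 (mean ± SD, n = 2, log2 fold change -6.59, standard error 0.84, adjusted p = 0.00223). The single libraries kept the direction, with 5.32% in UC7 and 0.572% in UC413 at WS10, 2.77% and 0.505% at WS25, 0.676% and 0.407% at WS50, and 1.77% and 0.605% at EH100. The 71 models at EH25 became 19 and 12 without UC413 EH25 replicates 1 and 2, and the 74 at EH50 became 11 without UC7 EH50 replicate 2 and 4 and 20 without UC413 EH50 replicates 1 and 2.

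**Figure D1:**
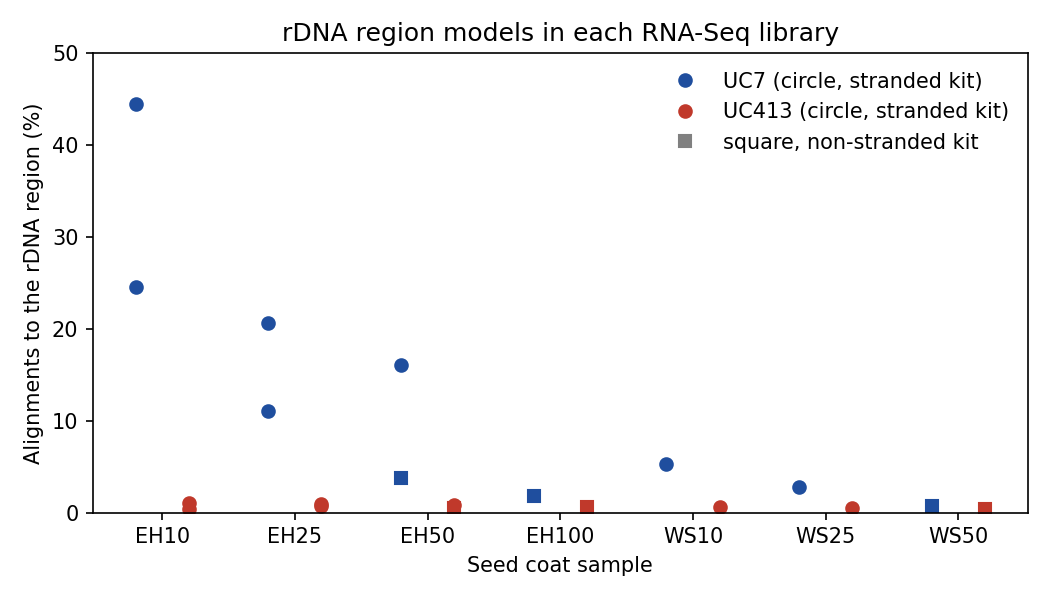
Alignments to the rDNA region as a percent of all alignments in each of the 20 libraries, by isoline and sample. Each point is 1 library, and the UC7 libraries of EH10, EH25 and EH50 lie between 3.80% and 44.4%, above every UC413 library.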

Interestingly, the number of rDNA genes overexpressed in the standard line UC7 in all three stages (86, 84, 85) compared to none in the mutant line UC413, suggest that translation is more robust in the standard line at the three stages of seed maturation analyzed. This is supported in part by the higher number of ribosomal protein genes overexpressed in the standard line UC7. 

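Of 547 ribosomal protein genes tested, 36 were higher in UC7 at EH10, 17 at EH25 and 72 at EH50 with limma, and 1, 0 and 2 were higher in UC413 (6, 5 and 5 at an unadjusted p under 0.05, and 0 at EH25 with limma-voom). Adjusted over the list alone, 38, 19 and 261 were higher in UC7 and 1, 0 and 5 in UC413. The list includes models of the organelle genome type, so these are not counts of nuclear genes alone. That type made up nearly all ribosomal protein models that met the ratio, RPKM and adjusted p criteria in UC7. The median log2 fold change of the list was -0.41 at EH10, -0.28 at EH25 and -0.50 at EH50, and with RPKM as deposited it turned to 0.38 at EH10 and 0.08 at EH25 but stayed at -0.22 at EH50. On that scale 84 of the genes were higher in UC413 and 15 in UC7 at EH10. The 36 genes of UC7 at EH10 became 15 and 21 without UC7 EH10 replicates 1 and 2, 14 without UC413 EH10 replicate 1 or 2, 56 without UC7 EH25 replicate 1, 22 without UC7 EH50 replicate 1 or 2, and 21 without UC413 EH50 replicate 1 or 2. The 17 at EH25 became 7 and 2 without UC413 EH25 replicates 1 and 2. The 72 at EH50 became 20 and 21 without UC413 EH10 replicates 1 and 2, 146 and 139 without UC7 EH25 replicates 1 and 2, 14 and 3 without UC7 EH50 replicates 1 and 2, and 0 and 5 without UC413 EH50 replicates 1 and 2. A replicate block within each stage raised the 36 at EH10 to 69 and the 72 at EH50 to about 1.7e+02.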

The rDNA regions are recognized due to their false annotation as Glyma models in the genome because of small interspersed protein domain fragments. The higher numbers of photosynthesis overexpressed genes in the standard line in all stages compared to those overexpressed in the *mi* line was unexpected given the fact that the seeds from the minute hilum line are as green as those of the standard line at these early seed maturation stages and stay green late into the desiccation process because of the *G* allele presence in UC413 (Fig. 1).

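Of the photosynthesis models called higher in UC7 with limma, 21 of 22 at EH10, 11 of 11 at EH25 and 5 of 11 at EH50 resemble genes of the plastid or mitochondrial genome. Of 159 photosynthesis genes tested, 22 were higher in UC7 at EH10, 11 at EH25 and 8 at EH50 with limma, and none was higher in UC413 (28, 20 and 4 higher in UC7, and 1, 0 and 0 higher in UC413, when adjusted over the list alone). At an unadjusted p under 0.05, 1 was higher in UC413 at each stage, limma-voom called none there, and RPKM as deposited turned the EH10 numbers to 74 in UC413 and 21 in UC7. Among 138 nuclear photosynthesis genes, the numbers higher in UC7 were 1, 0 and 3, with 18, 51 and 6 at an unadjusted p under 0.05, and 109, 126 and 97 lay lower in UC413, with median log2 fold changes of -0.20, -0.42 and -0.13. At EH25 embryo or cotyledon markers also lay lower in UC413 (19 genes, median -1.33, camera adjusted p = 1.32e-07). With an estimated correlation, where camera called no list, the adjusted p was 0.66. Among 88 genes with plastid genome-like models of any function, 84, 55 and 34 were higher in UC7, with medians of -3.29, -2.24 and -1.58. The medians of the whole photosynthesis list were -0.26, -0.50 and -0.18, and with RPKM as deposited they turned to 0.50 at EH10 and 0.09 at EH50. Glyma.U016600.1, a photosystem I PsaA/PsaB protein, was at 10.1 ± 3.57 RPKM in UC7 and 0.301 ± 0.0810 RPKM in UC413 at EH10 (mean ± SD, n = 2, log2 fold change -4.85, standard error 0.66, adjusted p = 0.00336 from limma). At EH25 it was at 6.49 ± 3.34 and 0.139 ± 8.71e-05 RPKM, with a log2 fold change of -4.23 (adjusted p = 0.0132), a call that ended without replicate 1 (adjusted p = 0.0616) or replicate 2 (adjusted p = 0.0981) of UC413 EH25. Of the photosynthesis genes, the 22 at EH10 became 10 without UC7 EH10 replicate 1 and 12 without UC413 EH10 replicate 2, and the 11 at EH25 became 2 and 1 without UC413 EH25 replicates 1 and 2. The 8 at EH50 became 4 without either replicate of UC413 EH10 or UC413 EH25, 15 without either of UC7 EH25, 1 without UC7 EH50 replicate 2 or UC413 EH50 replicate 2, and 0 without UC413 EH50 replicate 1. The replicate block within each stage gave 26 photosynthesis genes higher in UC7 at EH25 and 19 at EH50.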

**Fig. 2:**
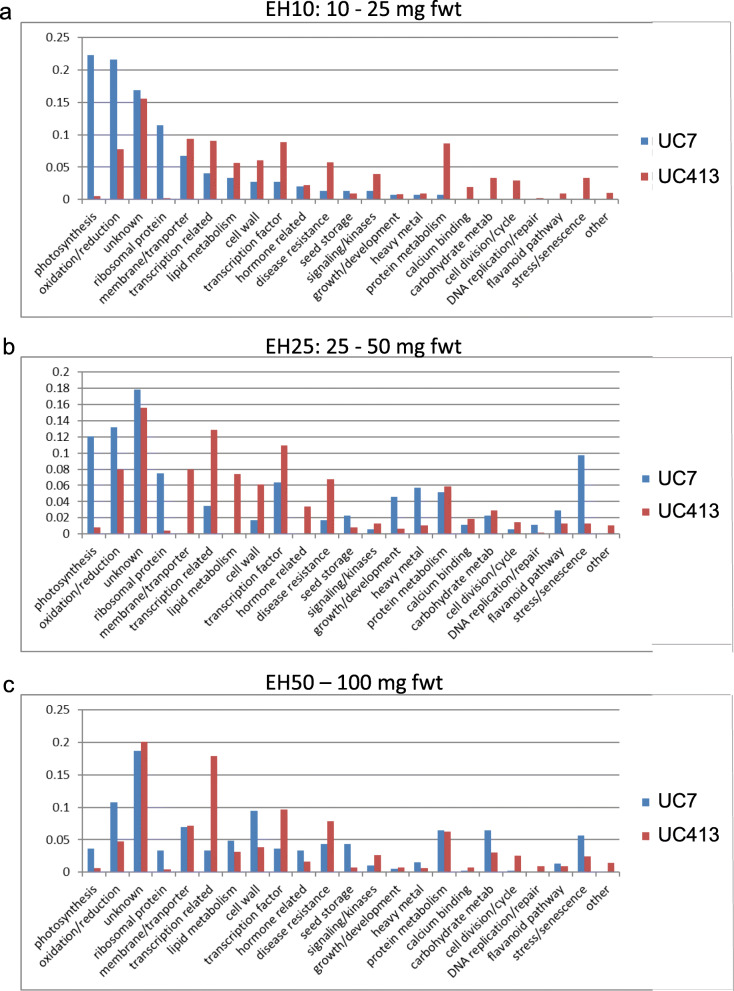
Percentages of genes by annotation categories overexpressed in the UC7 (*i*^*i*^ *R T Mi g*) (blue) or minute hilum UC413 (*i*^*i*^ *R t mi G*) (red) isolines at three seed developmental stages. **a** EH10**:** 10–25 mg; **b** EH25: 25–50 mg; **c** EH50**:**50–100 mg. The absolute number of genes in the 23 categories is shown in Table 2. The rDNA gene category has been omitted for calculation of percentages (total within a category per isoline/total overexpressed genes in the isoline)

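Homeobox genes, cell division genes and auxin response factors had more members higher in UC413 than in UC7 at EH10. With limma, 13 of 135 homeobox genes were higher in UC413 and none in UC7 (19 and 2 when adjusted over the list alone), where 14 lay at an unadjusted p under 0.05 and limma-voom called 1. Of 187 cell division genes, 10 were higher in UC413 and none in UC7 (6 and 0 when adjusted over the list alone), where 4 lay at an unadjusted p under 0.05 and limma-voom called none. Of 51 auxin response factors, 5 were higher in UC413 and none in UC7 (5 and 0 when adjusted over the list alone), where 2 lay at an unadjusted p under 0.05 and limma-voom called none. Of 29 jasmonate ZIM genes, 5 were higher in UC413 (6 when adjusted over the list alone), and neither limma-voom nor an unadjusted p under 0.05 gave any in UC7. Other families went both ways. Of 47 pathogenesis-related genes, 7 were higher in UC413 and 3 in UC7 (10 and 4 when adjusted over the list alone). Of 121 bHLH genes, 7 were higher in UC413 and 8 in UC7 (10 and 14 when adjusted over the list alone), and with RPKM as deposited the numbers turned to 71 and 1. Of 66 GRAS genes, 1 was higher in UC413 and 6 in UC7 (1 and 7 when adjusted over the list alone), and with RPKM as deposited the numbers turned to 22 and 0. No gene of the 83 heat shock proteins was called with the size factors by limma or limma-voom, or when adjusted over the list alone, 9 lay at an unadjusted p under 0.05, and with RPKM as deposited 22 were higher in UC413. Without UC7 EH10 replicate 1 and UC413 EH10 replicates 1 and 2, the 13 homeobox genes became 2, 1 and 3, the 10 cell division genes 2 each time, and the 5 auxin response factors 1 each time. Without either replicate of UC7 EH25 there were 8 auxin response factors. The 5 jasmonate ZIM genes became 1 without UC7 EH10 replicate 2 and 0 without UC413 EH10 replicate 1 or 2. Without an EH50 library there were 7 or 8 homeobox genes, 6 cell division genes and 2 or 3 jasmonate ZIM genes, and without UC7 EH10 replicate 2 there were 5 cell division genes. The replicate block within each stage gave 18 cell division genes in UC413, and in UC7 4 homeobox genes, 1 cell division gene, 1 auxin response factor, 5 pathogenesis-related genes and 4 heat shock proteins.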

Most of the other categories were overexpressed in the UC413 line carrying the mutant *mi* gene in the EH10 stage. Further scrutiny of the remaining overexpressed gene categories was focused on genes whose functions may contribute more directly to the distinct seed phenotype of the mutant line UC413 and could be imparted by the unknown *mi* allele. Among those, the most relevant differences were the higher numbers of genes overexpressed in the *mi* line compared to the standard for the membrane/transporter, transcription related, transcription factor, protein/lipid/carbohydrate metabolism, and cell wall categories (Table 2, Fig. 2). Those differences in the levels of expression between the standard versus *mi* isoline are most significant at the EH10 early stage of seed development. 

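By the test alone, whatever the RPKM ratio, 2277 models were higher in UC413 and 1302 were higher in UC7 outside the rDNA region at EH10. At EH25 the numbers were 842 and 359, and at EH50 they were 2538 and 2032. In genes, with the rDNA region included, 1120 were higher in UC413 and 1100 in UC7 at EH10, 464 and 368 at EH25, and 1130 and 1553 at EH50. Of the models higher in UC413, 966 at EH10, 505 at EH25 and 702 at EH50 changed at least 2-fold. With RPKM as deposited, 36670 models were higher in UC413 at EH10. The 2277 models became 563 without UC7 EH10 replicate 1, 425 without UC413 EH10 replicate 1, 373 without UC413 EH10 replicate 2 and 1505 without UC413 EH50 replicate 1. The 842 models at EH25 became 496 and 503 without UC413 EH10 replicates 1 and 2, and 469 without UC413 EH25 replicate 1, and without UC413 EH25 replicate 2 they came down to 21.0% of their number. The 2538 models at EH50 became 1298 and 1326 without UC413 EH10 replicates 1 and 2, 206 without UC7 EH50 replicate 1, 6.93% of their number without UC7 EH50 replicate 2, and 58 and 375 without UC413 EH50 replicates 1 and 2.

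With the rDNA region included, 1387 models were higher in UC7 at EH10, 430 at EH25 and 2106 at EH50. The 1387 models became 296 and 831 without UC7 EH10 replicates 1 and 2, 372 and 239 without UC413 EH10 replicates 1 and 2, 2192 and 2177 without UC7 EH25 replicates 1 and 2, and 918 and 917 without UC7 EH50 replicates 1 and 2. The 430 models became 264 without UC413 EH10 replicate 1 or 2, 2400 without UC7 EH25 replicate 2, and 155 and 67 without UC413 EH25 replicates 1 and 2. The 2106 models became 1186 and 1199 without UC413 EH10 replicates 1 and 2, 3528 and 3448 without UC7 EH25 replicates 1 and 2, 379 and 326 without UC7 EH50 replicates 1 and 2, and 111 and 627 without UC413 EH50 replicates 1 and 2. A replicate block within each stage moved the 1387, 430 and 2106 models to 2980, 878 and 4075, and at EH50 the larger number then lay in UC7 (3651 in UC413).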

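Glyma.11G164000.1, the LAC3 laccase, had the smallest p for a difference between stages from EH25 to EH50, with its change between the isolines lower by 2.19 at EH50 on the log2 scale (adjusted p = 0.217 from limma). Tested across the 57568 models, no model had a change between the isolines that differed between EH10 and EH50 at an adjusted p under 0.05, and 2162 had an unadjusted p under 0.05 (smallest adjusted p 0.0711). None differed between EH10 and EH25, where 555 had an unadjusted p under 0.05, or between EH25 and EH50, where 1836 did. Limma-voom also called none in any of the 3 comparisons. By chance, 2878.4 models would have an unadjusted p under 0.05 in each comparison. All 3 observed numbers lie below that, so it is no measure of how few models differed. The replicates of UC7 EH25 lay furthest apart (SD of their deviations 0.278, against 0.136 to 0.183 in the other groups). The fit shares 1 spread over all groups. With 2 libraries in each group, the lack of calls does not show that the changes were equal. Without UC7 EH25 replicate 2, 577 models differed between EH10 and EH25 and 498 between EH25 and EH50. Without UC413 EH10 replicate 2 or UC7 EH25 replicate 1, 2 models differed between EH10 and EH25, and without UC7 EH25 replicate 1 or 2, 2 differed between EH10 and EH50.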

The differences in level of gene expression between the standard and *mi* isoline decrease at the later EH50 seed developmental stage with the exception of the transcription factor and transcription related categories which remain highly over-represented in all three stages.

### The gene for an ethylene forming enzyme, *ACC oxidase* (*ACO*), is highly overexpressed in the *mi* isoline

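Glyma.09G008400.1 encodes an ACC oxidase, the ethylene-forming enzyme, and was nearly silent in UC7. At EH10 it was at 0.0256 ± 0.0139 RPKM in UC7 and 163 ± 23.0 RPKM in UC413 (mean ± SD, n = 2). These values rest on 3 and 6 alignments in the UC7 libraries and on 29564 and 21357 in the UC413 libraries. Its log2 fold change was 8.88 (standard error 0.40, adjusted p = 2.19e-05 from limma), the largest of all models called as higher in UC413 at EH10. Because UC7 is near 0, the fitted fold change depends on the amount added before taking logs, and it was 7.02 with 1 and 10.63 with 0.05.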

Among the many overexpressed Glyma models in all the annotation categories, Glyma.09G008400, annotated as an ethylene forming enzyme in the hormone related category, was the most highly differentially expressed gene in the *mi* isoline UC413 with 163 RPKMs in the EH10 sample compared to only 0.03 RPKM for the UC7 recurrent parent with a fold difference of 1.8 × 10^− 4^ and highly significant *padj* value of 1.9 × 10^− 219^ (Table 3, Additional file 2). In addition, three other genes, (Glyma.15G112700, Glyma.02G268000 and Glyma.14G049500) with the same annotation were also overexpressed in the mutant line UC413 but with decreasing RPKM values of 65.8, 6.92, and 3.14, respectively, in UC413, compared to very low expression of less than 0.4 for each of the Glyma models in the UC7 standard line at the EH10 stage. 

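Glyma.15G112700.1 was at 0.0287 ± 0.00588 RPKM in UC7 and 65.8 ± 1.04 RPKM in UC413 at EH10 (mean ± SD, n = 2). This is a log2 fold change of 7.54 (standard error 0.45, adjusted p = 5.81e-05 from limma). Reads of Glyma.09G008400.1 that also align to Glyma.15G112700.1 count in both, and the ratio of the alignments of the pair lay between 0.324 and 0.456 in the 6 UC413 libraries of EH10, EH25 and EH50. Glyma.02G268000.1 was at 0.394 ± 0.0680 RPKM in UC7 and 6.92 ± 0.548 RPKM in UC413 at EH10, with a log2 fold change of 2.87 (standard error 1.52). Glyma.14G049500.1 was at 0.286 ± 0.0879 and 3.13 ± 0.132 RPKM, with a log2 fold change of 2.12 (standard error 1.35). Both lay higher in each UC413 library than in each UC7 library of EH10, but neither passed the test over all stages (adjusted p = 0.273 and 0.358). With EH10 fitted alone both were called, as was Glyma.02G268000.1 with RPKM as deposited. In UC7 EH25 replicate 1 Glyma.02G268000.1 was at 88.7 RPKM and Glyma.14G049500.1 at 38.3 RPKM, against 0.726 and 0.459 RPKM in replicate 2.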

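At EH25 Glyma.09G008400.1 was at 0.0919 ± 0.0361 RPKM in UC7 and 135 ± 95.9 RPKM in UC413 (mean ± SD, n = 2), with a log2 fold change of 8.15 (adjusted p = 4.38e-05 from limma). At EH50 it was at 0.0478 ± 0.0368 and 154 ± 24.5 RPKM, with a log2 fold change of 8.78 (adjusted p = 6.40e-05). For Glyma.15G112700.1 the values were 0.0668 ± 0.00340 and 61.3 ± 49.3 RPKM at EH25 (log2 fold change 7.06, adjusted p = 1.61e-04) and 0.0667 ± 0.0730 and 54.2 ± 5.00 RPKM at EH50 (log2 fold change 7.20, adjusted p = 2.24e-04). With the stranded libraries alone, Glyma.15G112700.1 was not called at EH50. Glyma.02G268000.1 and Glyma.14G049500.1 were not called at EH25 (adjusted p = 0.744 and 0.610) or EH50 (adjusted p = 0.807 and 0.755). Glyma.07G264200.1 and Glyma.17G009800.1, also annotated as ethylene-forming enzymes, were higher in UC7 at EH50. Glyma.07G264200.1 was at 25.5 ± 2.20 and 11.4 ± 2.43 RPKM (log2 fold change -1.43, adjusted p = 0.0234) and Glyma.17G009800.1 at 7.11 ± 1.17 and 2.99 ± 0.474 RPKM (log2 fold change -1.45, adjusted p = 0.0219). Both calls ended without any 1 of the 4 EH50 libraries. For Glyma.07G264200.1 the adjusted p became 0.122 and 0.106 without UC7 replicates 1 and 2, and 0.157 and 0.0576 without UC413 replicates 1 and 2. For Glyma.17G009800.1 it became 0.129, 0.0909, 0.148 and 0.0655 in the same order. With a replicate block within each stage both were also called at EH10, higher in UC7 (adjusted p = 0.0280 and 0.0240, against 0.0624 and 0.0509).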

Only Glyma.09G008400 and Glyma.15G112700 were also overexpressed at the EH25 and EH50 seed developmental stages (Table 3: EH25 and EH50). Additional file 3 shows the results of RNA-Seq alignments of the UC413 EH10 sample to the transcripts for each of the four *ACO* genes with no mismatches. As expected from the RPKM values Glyma.09G008400 has the most alignments. In addition, the alignments were found to coat the entire length of the transcript, indicating true expression of the gene as opposed to expression from a transposon or other repeat fragment within the gene.

**Table 3:** Ethylene related genes overexpressed in the minute hilum (*mi*) isoline UC413

Stage	Glyma model	UC7 RPKM AVE	UC413 RPKMAVE	UC7/UC413 Ratio	Gene	Category	Best Arabidopsis Annotation
EH10	Glyma.09G008400.1	0.03	**163.15**	**1.8 × 10**^**−4**^	***ACO***	Hormone	Ethylene-forming enzyme
EH10	Glyma.15G112700.1	0.03	**65.84**	**4.6 × 10**^**−4**^	***ACO***	Hormone	Ethylene-forming enzyme
EH10	Glyma.02G268000.1	0.40	**6.92**	**5.8 × 10**^**−2**^	***ACO***	Hormone	Ethylene-forming enzyme
EH10	Glyma.14G049500.1	0.29	**3.14**	**9.2 × 10**^**−2**^	***ACO***	Hormone	Ethylene-forming enzyme
EH10	Glyma.02G229400.1	1.72	**4.38**	**0.39**	***ETO1***	Signaling	Tetratricopeptide repeat
EH10	Glyma.14G197100.1^a^	1.20	**2.91**	**0.41**	***ETO1***	Signaling	Tetratricopeptide repeat
EH10	Glyma.03G191000.1^a^	1.61	**3.79**	**0.43**	***CTR1***	Signaling	Protein kinase superfamily
EH10	Glyma.19G191600.1^a^	1.70	**3.92**	**0.43**	***CTR1***	Signaling	Protein kinase superfamily
EH10	Glyma.09G002600.1^a^	2.43	**5.30**	**0.46**	***ETR1***	Signaling	Ethylene receptor 1-related
EH10	Glyma.10G188500.1	6.67	**18.71**	**0.36**	***ETR2***	Hormone	Ethylene response sensor 2 rel.
EH10	Glyma.10G008500.1	4.71	**15.01**	**0.31**	***EIN4***	Hormone	Sig trans his kin C_2_H_4_ sensor
EH10	Glyma.05G132900.1	3.66	**11.04**	**0.33**	***RAN1***	Transporter	Copper-exporting ATPase
EH10	Glyma.08G087300.1	4.02	**12.15**	**0.33**	***RAN1***	Transporter	Copper-exporting ATPase
EH10	Glyma.15G152000.1	14.00	**36.37**	**0.39**	***AP2/ERF***	T. factor	Ethylene-responsive element
EH25	Glyma.09G008400.1	0.10	**134.75**	**7.4 × 10**^**−4**^	***ACO***	Hormone	Ethylene-forming enzyme
EH25	Glyma.15G112700.1	0.07	**61.31**	**1.1 × 10**^**−3**^	***ACO***	Hormone	Ethylene-forming enzyme
EH50	Glyma.09G008400.1	0.05	**153.80**	**3.3 × 10**^**−4**^	***ACO***	Hormone	Ethylene-forming enzyme
EH50	Glyma.15G112700.1	0.07	**54.16**	**1.3 × 10**^**−3**^	***ACO***	Hormone	Ethylene-forming enzyme
EH50	Glyma.08G087300.1	9.16	**20.54**	**0.45**	***RAN1***	Transporter	Copper-exporting ATPase
EH50	Glyma.15G152000.1	27.25	**65.17**	**0.42**	***AP2/ERF***	T. factor	Ethylene-responsive element

^a^ The differential expression of these genes had *pval* < 0.05 but higher *padj* value. All others are padj < 0.05

The ACO enzyme is the last step in the ethylene biosynthetic pathway and currently is attributed to be the rate-limiting enzyme in the synthesis of ethylene [16]. We next examined other members of the ethylene biosynthesis and signaling pathways. As shown in Fig. 3 and Table 3, several other genes in the ethylene pathway were overexpressed in the *mi* mutant. 

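Some ethylene perception and signalling genes were higher in UC413, and none was called higher in UC7. Of 45 such genes tested, 8 were higher in UC413 at EH10, 1 at EH25 and 7 at EH50 with limma, and none was higher in UC7 (4, 5 and 4 at an unadjusted p under 0.05, and none with limma-voom). Adjusted over the list alone, 12, 5 and 9 were higher in UC413 and 1, 1 and 0 in UC7. The RPKM as deposited gave 35, 3 and 6 higher in UC413. Of the 14 models that Table 3 lists at EH10, all lay higher in UC413 and 6 were called, and with RPKM as deposited 13 were called. The 6 became 2 without UC7 EH10 replicate 1, 4 without UC7 EH10 replicate 2, and 2 without UC413 EH10 replicate 1 or 2. The table was drawn from these libraries, so its direction here is not independent evidence. It marks some of the 14 models, the CTR1-like kinases among them, as under 0.05 by unadjusted p only. The CTR1-like kinases Glyma.03G191000.1 and Glyma.19G191600.1 had log2 fold changes of 0.40 and 0.38 at EH10 (adjusted p = 0.0828 and 0.0710), and both were called with RPKM as deposited. Without UC7 EH10 replicates 1 and 2 the 8 genes at EH10 became 0 and 4, and without UC413 EH10 replicate 1 or 2 they became 0. The 7 genes at EH50 became 4 without UC413 EH10 replicate 1 or 2, 0 without UC7 EH50 replicate 1 or 2, and 0 and 1 without UC413 EH50 replicates 1 and 2. The replicate block within each stage gave 2 genes at EH25.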

Mutations in *ETO1*, which is a negative regulator of an *ACS5* gene (encoding ACC synthase, the first step in the pathway) induced ethylene overproduction [20, 21]. Among the overexpressed Glyma models in the seed coat samples under study, Glyma.02G229400 and Glyma.14G197100 were the only two genes with sequence similarity to *ETO1* that were differentially overexpressed in the *mi* mutant line (UC413) at the earliest stage of seed development examined, EH10 (Table 3), although Glyma.14G197100 did not meet the more stringent *padj* cutoff. 

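The ETO1-like Glyma.02G229400.1 was at 1.72 ± 0.799 RPKM in UC7 and 4.38 ± 0.432 RPKM in UC413 at EH10 (mean ± SD, n = 2). Its log2 fold change relative to the median of all models was 0.57 (standard error 0.22, adjusted p = 0.154 from limma). Glyma.14G197100.1 was at 1.20 ± 0.514 and 2.91 ± 0.342 RPKM, with a log2 fold change of 0.48 (standard error 0.19, adjusted p = 0.160). Neither passed the test, though each UC413 library was higher than each UC7 library in RPKM. Both were called with RPKM as deposited and with every library set to an equal sum outside the rDNA region.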

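The 3 models Glyma.01G196100.1, Glyma.05G108900.1 and Glyma.11G045600.1, all annotated as ACC synthases, lay under the RPKM filter and were not tested. At EH10 they had at most 1 alignment in each UC7 library. Glyma.01G196100.1 had no alignment in either UC7 library and 34 and 9 alignments in the UC413 libraries, or 0.0863 ± 0.0657 RPKM (mean ± SD, n = 2). Glyma.05G108900.1 had 0 and 1 alignments in UC7 and 62 and 37 in UC413, or 0.247 ± 0.0674 RPKM. Glyma.11G045600.1 had 1 alignment in each UC7 library and 15 and 2 in the UC413 libraries, or 0.0477 ± 0.0498 RPKM. In all 3 models the 2 UC413 libraries had more alignments than the UC7 libraries, though with 2 against 1 the lowest pair is within counting error. The 2 other ACC synthase genes that were high enough to be tested were both lower in UC413 at EH10 with limma, also when adjusted over the list alone, and neither was called with RPKM as deposited. Neither was called with a replicate block within each stage.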

Glyma models with similarity to the *Arabidopsis ACS5* and *ACS9* genes (Glyma.01G196100, Glyma.05G108900 and Glyma.11G045600) were slightly overexpressed in the EH10 hilum region of the minute hilum line UC413, but also did not pass the stringent criteria applied to the RNA-Seq data selected for the final analysis.

**Fig. 3:**
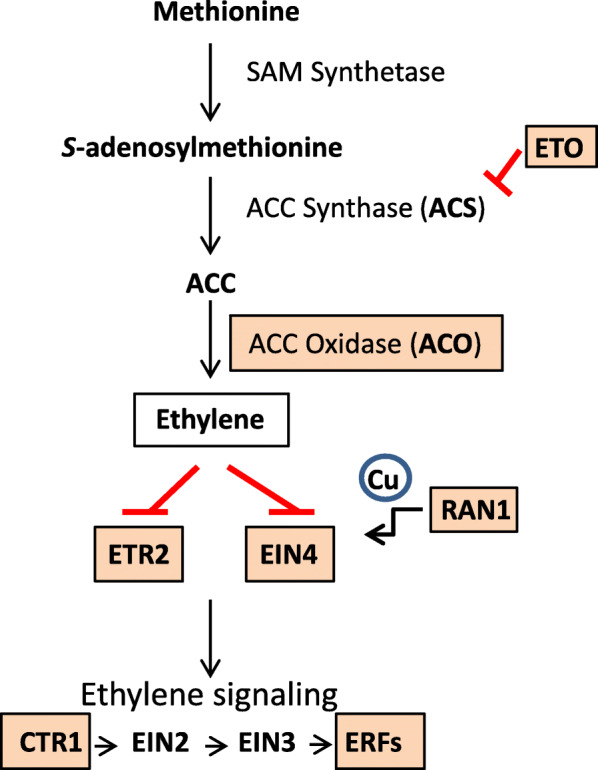
Overexpression of genes in the ethylene biosynthesis and signaling pathways in the *minute hilum* Clark isoline. The overexpressed genes in the minute hilum region of UC413 are framed and highlighted in a color background. ACC (l-aminocyclopropane-l-carboxylate); ACS (ACC Synthase); ACO (ACC Oxidase) catalyzes the last step in the synthesis of ethylene; ETO protein inhibitor of ACC Synthase; ETR2 and EIN4, ethylene receptors; RAN1 a cupper transporter; CTR1 a Raf-like kinase; EIN2 positive regulator of ethylene pathway; EIN3 transcription factor activated by EIN2; ERFs, transcription factors that turn on target genes that activate ethylene responses

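The ethylene receptor genes Glyma.10G188500.1 (ETR2) and Glyma.10G008500.1 (EIN4) were higher in UC413 at EH10. Glyma.10G188500.1 was at 6.67 ± 2.18 RPKM in UC7 and 18.7 ± 0.917 RPKM in UC413 (mean ± SD, n = 2), with a log2 fold change of 0.70 (standard error 0.13, adjusted p = 0.0161 from limma). Its call ended without replicate 1 of UC7 (adjusted p = 0.105) and without replicates 1 or 2 of UC413 (adjusted p = 0.123 and 0.0885). Glyma.10G008500.1 was at 4.71 ± 0.745 and 15.0 ± 2.39 RPKM, with a log2 fold change of 0.84 (standard error 0.19, adjusted p = 0.0318). That call ended without any 1 of the 4 EH10 libraries (adjusted p = 0.0993 and 0.104 without UC7 replicates 1 and 2, and 0.0904 and 0.230 without UC413 replicates 1 and 2).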

Once ethylene is synthesized, it enters the ethylene signal transduction pathway and among the multiple receptors/transporters identified in *Arabidopsis*, an *ETR2* (Glyma.10G188500) and *EIN4* (Glyma.10G008500) like genes [22] were found to be overexpressed in the *mi* seed coat tissue at the EH10 early stage of seed development. RAN1 is a transporter that delivers copper to the ethylene receptors and two *RAN1* like genes, Glyma.05G132900 and Glyma.08G087300, were also overexpressed in the UC413 *mi* isoline with fold differences of 0.33 (UC7/UC413 RPKMs). In addition, an ethylene-responsive AP2 transcription factor (TF), Glyma.15G152000, was also overexpressed in the mutant line with a fold difference of 0.39 (Table 3, Additional file 2).

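The RAN1-like Glyma.08G087300.1 was at 4.02 ± 1.43 RPKM in UC7 and 12.1 ± 1.20 RPKM in UC413 at EH10 (mean ± SD, n = 2). This gave a log2 fold change of 0.81 (standard error 0.15, adjusted p = 0.0155 from limma), and the call ended without replicate 1 of UC7 (adjusted p = 0.110) or replicates 1 or 2 of UC413 (adjusted p = 0.0715 and 0.140). Glyma.05G132900.1 was at 3.67 ± 1.19 and 11.0 ± 1.30 RPKM, with a log2 fold change of 0.79 (standard error 0.16, adjusted p = 0.0216). Without UC7 replicates 1 and 2 its adjusted p became 0.125 and 0.0524, and without UC413 replicates 1 and 2 it became 0.0807 and 0.180.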

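Glyma.15G152000.1, annotated as an ethylene-responsive element binding protein, was at 14.1 ± 1.11 RPKM in UC7 and 36.4 ± 1.15 RPKM in UC413 at EH10 (mean ± SD, n = 2). Relative to the median of all models its log2 fold change was 0.56 (standard error 0.35), which did not pass the test (adjusted p = 0.345 from limma). It was called at EH10 with RPKM as deposited. At EH50 it was at 27.2 ± 5.17 and 65.2 ± 13.4 RPKM, with a log2 fold change of 0.96 (adjusted p = 0.112).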

### Auxin response genes are overexpressed in the minute hilum isoline as are several gibberellin oxidase genes

A search for AUX related genes among the hormone category of overexpressed Glyma models RNA sequences found seven *Aux/IAA* family member genes, one *DUF828* gene encoding a canalization protein containing a pleckstrin region, two *SAUR* genes coding for a SAUR-like auxin-responsive protein and a *GH3* gene encoding an auxin-responsive GH3 protein (Table 4A). 

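WRKY23 and 1 SAUR gene were among the auxin-related genes of Table 4 that were called higher in UC413 at EH10. Glyma.09G034300.1 (WRKY23) was at 0.0629 ± 0.0136 RPKM in UC7 and 1.03 ± 0.0186 RPKM in UC413 (mean ± SD, n = 2), with a log2 fold change of 1.69 (standard error 0.25, adjusted p = 0.00565 from limma). The SAUR gene Glyma.17G046000.1 was at 10.4 ± 1.27 and 33.4 ± 4.84 RPKM, with a log2 fold change of 0.86 (standard error 0.20, adjusted p = 0.0352). Its call ended without UC7 EH10 replicates 1 or 2 (adjusted p = 0.0898 and 0.117), UC413 EH10 replicates 1 or 2 (adjusted p = 0.198 and 0.101) or UC7 EH50 replicates 1 or 2 (adjusted p = 0.0569 and 0.0565). The Aux/IAA genes Glyma.03G158700.1 and Glyma.19G161100.1 (both IAA14) had log2 fold changes of 0.60 and 0.66 (adjusted p = 0.275 and 0.183), and the GH3 gene Glyma.05G101300.1 had 0.77 with a standard error of 0.85 (adjusted p = 0.609). The 2 IAA14 genes were called with RPKM as deposited. Of 44 Aux/IAA genes tested, none was higher in UC413 and 3 were higher in UC7 at EH10 (0 and 3 when adjusted over the list alone), with 4 in UC413 at an unadjusted p under 0.05 and none by limma-voom, and with RPKM as deposited the numbers turned to 22 and 0. Of 30 SAUR genes, 1 was higher in UC413 and 6 in UC7 (1 and 11 when adjusted over the list alone), and with RPKM as deposited the numbers turned to 9 and 2. No gene of 15 GH3 genes was called by limma or limma-voom, also when adjusted over the list alone, and 1 lay at an unadjusted p under 0.05. The 3 Aux/IAA genes became 1 without UC7 EH10 replicate 1 or 2 and 1 and 0 without UC413 EH10 replicates 1 and 2, and the 6 SAUR genes of UC7 became 0, 3, 1 and 0 without these 4 libraries. The replicate block within each stage gave 2 Aux/IAA genes in UC413 and 7 in UC7, and 2 GH3 genes in UC7.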

Auxin promotes transcription of several classes of early genes, mainly: *AUXIN/INDOLE-3-ACETIC ACID* (*Aux/IAA*), *GRETCHEN HAGEN 3* (*GH3*), and *SMALL AUXIN UP RNA* (*SAUR*) gene family members. These are large gene families and in *Arabidopsis* there are 19 *GH3*, 81 *SAUR* and 29 *Aux/IAA* genes. AUX induces the expression of many *Aux/IAA* genes, but not all 29 members. The Aux/IAA proteins are repressors of auxin-regulated transcriptional activation and regulate auxin-mediated gene expression by controlling the activity of AUXIN RESPONSE FACTORS (ARFs) with which they heterodimerize [23, 24]. Therefore, it is possible that the 10 AUX-related overexpressed genes in the *mi* seed coat sections could interfere negatively in the AUX regulatory signaling steps during early seed development. 

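Glyma.17G037300.1, a gibberellin 2-oxidase of the GA2ox4 type, was at 0.235 ± 0.0599 RPKM in UC7 and 5.74 ± 1.98 RPKM in UC413 at EH10 (mean ± SD, n = 2). Its log2 fold change was 3.06 (standard error 0.25, adjusted p = 4.76e-04 from limma) at EH10 and 2.80 (adjusted p = 0.00144) at EH25. Glyma.07G236100.1, of the same type, was at 0.373 ± 0.0777 and 3.81 ± 1.45 RPKM at EH10, with a log2 fold change of 2.07 (standard error 0.26, adjusted p = 0.00206). At EH25 its log2 fold change was 1.58 (adjusted p = 0.0147), a call that ended without UC413 EH25 replicates 1 or 2 (adjusted p = 0.0630 and 0.111). Glyma.02G245600.1, a gibberellin-regulated protein, was at 0.0314 ± 0.0125 and 3.02 ± 0.195 RPKM at EH10, with a log2 fold change of 3.20 (standard error 0.26, adjusted p = 4.66e-04). At EH25 the log2 fold change of this gene was 2.66 (adjusted p = 0.00233), and at EH50 it was 2.70 (adjusted p = 0.00182). At EH50 the 2 gibberellin 2-oxidases had log2 fold changes of 0.91 and 0.81 and were not called (adjusted p = 0.0555 and 0.0790), and the first was called with a replicate block within each stage (adjusted p = 0.0486). These 2 were the gibberellin 2-oxidases higher in UC413 at EH10 among 11 tested, and 1 was higher in UC7, or 2 with the block (2 and 3 when adjusted over the list alone). The 1 tested gene of gibberellin synthesis was lower in UC413 at each of the 3 stages, also when adjusted over the list alone, except with RPKM as deposited at EH10.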

Among the gibberellin related overexpressed genes there were two gibberellin 2-oxidase 4 (*GA2ox4*) genes, (Glyma.07G236100 and Glyma.17G037300) and a gibberellin-regulated Extensin, Glyma.02G245600 (Table 4B).

**Table 4:** Auxin and gibberellin related genes overexpressed in the *minute hilum* (*mi*) isoline UC413

Stage	Glyma Model	UC7 RPKM Ave	UC413 RPKM Ave	UC7/UC413 Ratio	Gene	Category	Best Arabidopsis Annotation
**A: Auxin related genes**							
EH10	Glyma.03G158700.1	3.85	**10.29**	**0.37**	***Aux/IAA14***	Hormone	Indole-3-acetic acid inducible 14
EH10	Glyma.05G143800.3	4.87	**12.48**	**0.39**	***Aux/IAA6***	Hormone	Auxin response factor 6
EH10	Glyma.13G127000.1^a^	4.08	**9.55**	**0.43**	***Aux/IAA11***	Hormone	Indole-3-acetic acid inducible 11
EH10	Glyma.19G161100.1	1.12	**3.29**	**0.34**	***Aux/IAA14***	Hormone	Indole-3-acetic acid inducible 14
EH10	Glyma.13G354100.1^a^	8.22	**18.17**	**0.45**	***Aux/IAA18***	Hormone	Auxin-responsive prot. IAA18
EH10	Glyma.15G012700.2^a^	34.74	**79.41**	**0.44**	***Aux/IAA15***	Hormone	AUX/IAA transcriptional regulator
EH10	Glyma.02G142600.1	10.72	**31.26**	**0.34**	***AUX/IAA***	Hormone	AUX/IAA transcriptional regulator
EH10	Glyma.01G002100.1^a^	2.72	**6.96**	**0.39**	***ARF19***	Hormone	Auxin-response factor − 19-AUX/IAA
EH10	Glyma.09G034300.1	0.06	**1.03**	**0.046**	***WRKY23***	Tr. Factor	WRKY Transcription factor 48 or 23
EH10	Glyma.03G157000.3^a^	2.62	**6.43**	**0.35**	***DUF828***	Hormone	Canalization prot. w. pleckstrin region
EH10	Glyma.07G051800.1^a^	0.85	**2.20**	**0.39**	***SAUR***	Hormone	SAUR-like auxin-responsive protein
EH10	Glyma.17G046000.1	10.43	**33.4**	**0.31**	***SAUR***	Hormone	SAUR-like auxin-responsive protein
EH10	Glyma.01G190600.1^a^	2.18	**3.98**	**0.55**	***GH3***	Hormone	Auxin-responsive GH3 protein
EH10	Glyma.05G101300.1	0.55	**1.88**	**0.29**	***GH3***	Hormone	Auxin-responsive GH3 protein
EH10	Glyma.19G128800.1^a^	**2.26**	1.64	**1.38**	***PIN1***	Transport	Auxin efflux carrier component 1
**B: Gibberellin related genes**							
EH10	Glyma.07G236100.1	0.38	**3.79**	**0.10**	***GA2ox4***	Hormone	Gibberellin 2-oxidase 4
EH10	Glyma.17G037300.1	0.24	**5.75**	**0.04**	***GA2ox4***	Hormone	Gibberellin 2-oxidase 4
EH10	Glyma.02G245600.1	0.03	**3.02**	**0.01**	***GAST1***	Hormone	Gibberellin-regulated prot; Extensin
EH25	Glyma.07G236100.1	0.47	**2.33**	**0.20**	***GA2ox4***	Hormone	Gibberellin 2-oxidase 4
EH25	Glyma.17G037300.1	0.14	**3.02**	**0.05**	***GA2ox4***	Hormone	Gibberellin 2-oxidase 4
EH25	Glyma.02G245600.1	0.03	**1.83**	**0.02**	***GAST1***	Hormone	Gibberellin-regulated prot; Extensin

^a^ The differential expression of these genes had *pval* < 0.05 but higher *padj* value. All others are padj < 0.05

### Cell wall related genes preferentially overexpressed in the minute hilum line UC413 (*i*^*i*^*R t mi G*) or the standard UC7 (*i*^*i*^*R T Mi g*)

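An expansin, a pectin lyase-like gene and a chitinase-like gene rose in UC413 at EH10. Of 39 expansin genes tested, 5 were higher in UC413 at EH10 and 5 at EH25 with limma, and none was higher in UC7 (10 and 3 at EH10, and 12 and 1 at EH25, when adjusted over the list alone). Limma-voom also called none of them in UC7, where 3 at EH10 and 1 at EH25 lay at an unadjusted p under 0.05. The expansin Glyma.07G229000.1 (EXPA15) was at 2.11 ± 0.604 RPKM in UC7 and 18.4 ± 1.46 RPKM in UC413 at EH10 (mean ± SD, n = 2, log2 fold change 2.26, standard error 0.15, adjusted p = 9.65e-05). The pectin lyase-like Glyma.05G114000.1 had 4 alignments in each UC7 library and 1550 and 850 in the UC413 libraries at EH10, with a fitted log2 fold change of 4.49 (standard error 0.45, adjusted p = 7.71e-04). Of 102 genes of pectin-degrading enzymes, 9 were higher in UC413 and 4 in UC7 at EH10 (13 and 10 when adjusted over the list alone), and 2 and 0 at EH25 (4 and 0 when adjusted over the list alone). At EH25 limma-voom called no pectin gene, and 9 in UC413 and 10 in UC7 lay at an unadjusted p under 0.05. The median log2 fold change of the pectin list was -0.10 at EH10 and -0.11 at EH25, and with RPKM as deposited it turned to 0.64 and 0.23. The chitinase-like Glyma.16G173000.1 was at 0.281 ± 0.0534 and 22.5 ± 0.428 RPKM at EH10 (log2 fold change 4.83, standard error 0.65, adjusted p = 0.00313), 1 of 3 chitinase genes higher in UC413, with 1 higher in UC7, among 13 tested (4 and 1 when adjusted over the list alone). The median log2 fold change of the chitinases was -0.15 at EH10, and with RPKM as deposited it turned to 0.54. Of 49 cellulose synthase and GH9 cellulase genes, 5 were higher in UC413 and 1 in UC7 at EH10 (also 5 and 1 when adjusted over the list alone), and 1 and 0 at EH25 (1 and 1 when adjusted over the list alone), where 5 in UC7 lay at an unadjusted p under 0.05 and limma-voom called none there. The 5 expansins became 3 without UC413 EH10 replicate 1 at EH10 and 3 without UC413 EH25 replicate 1 or 2 at EH25. Without UC7 EH10 replicate 1 and UC413 EH10 replicates 1 and 2, the 9 pectin genes of UC413 at EH10 became 2 each time, the 4 of UC7 became 0, 1 and 0, and the 5 cellulose genes 0 each time. Without UC7 EH10 replicate 2 there were 5 pectin genes of UC413 and 3 cellulose genes. The 4 pectin genes also became 8 without UC7 EH25 replicate 1 or 2 and 2 without UC413 EH50 replicate 1 or 2, and the 5 cellulose genes became 3 without any 1 EH50 library. Blocked by replicate within each stage, the expansins came to 10 in UC413 and 1 in UC7 at EH10 and 9 in UC413 at EH25, the pectin genes to 14 and 8 at EH10 and 4 in UC413 at EH25, and the cellulose genes of UC413 at EH25 to 0.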

In the general overview of differentially overexpressed genes at the earlier stages of seed development within the RNA-Seq of the EH10 and EH25 samples, one salient observation was the much larger number of cell wall related genes (90 and 29, respectively) overexpressed in the UC413 *mi* isoline versus only 4 and 3 in the UC7 line. Interestingly, those striking differences were lost in the latest seed stage tested, EH50, where 33 cell wall related genes were overexpressed in the hilum region of the *mi* isoline versus 37 in the standard line (Table 2). 

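At EH50 cell wall genes were called in both directions. With limma, 5 expansin genes were higher in UC413 and 5 in UC7 (5 and 8 when adjusted over the list alone). Of 16 proline-rich and extensin-like genes, 1 was higher in UC413 and 7 in UC7 (4 and 8 when adjusted over the list alone). At EH10 the same list had 2 higher in each isoline (5 and 7 when adjusted over the list alone, and 7 and 1 with RPKM as deposited), and at EH25 it had 2 higher in UC413 and 1 in UC7 (2 and 2 when adjusted over the list alone). The 3 chitinase genes higher in UC413 at EH50 had none opposite them in UC7 (3 and 1 when adjusted over the list alone, 3 in UC7 at an unadjusted p under 0.05, and none with limma-voom). Glyma.13G178700.1, an extensin-like gene, was at 9.66 ± 3.06 RPKM in UC7 and 2.36 ± 0.150 RPKM in UC413 (mean ± SD, n = 2, log2 fold change -2.15, standard error 0.20, adjusted p = 0.00167). It was also lower in UC413 at EH10, at 36.1 ± 12.5 and 18.5 ± 2.04 RPKM (log2 fold change -1.71, adjusted p = 0.00167). Whether the change of a list differed between stages was not tested. Without UC7 EH50 replicates 1 and 2 and UC413 EH50 replicate 1, the 5 expansins of UC413 became 2, 2 and 0, the 5 of UC7 became 0 each time, and the 7 proline-rich genes of UC7 became 3, 3 and 1. Without UC413 EH50 replicate 2 there was 1 expansin in UC7. The 3 chitinases became 1 without UC7 EH50 replicate 1 or 2 or UC413 EH50 replicate 1, and the 5 expansins of UC7 became 2 without UC413 EH10 replicate 1 or 2. Blocked by replicate within each stage, 10 expansins and 1 chitinase were higher in UC7 and 2 proline-rich genes in UC413 at EH50, and the proline-rich genes came to 7 in UC7 at EH10 and 1 in UC413 at EH25.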

The pie charts in Fig. 4 show the distribution by categories of cell wall overexpressed genes in the two isolines with the most remarkable differences being the larger number of overexpressed genes in the glucan synthase, hydroxyproline-rich glycoprotein, cellulose/ase (glycosyl hydrolase), chitinase, pectin/ase and expansin/extensin categories in the extended hilum-containing tissue of the *mi* isoline (UC413) at both of the earliest seed developmental stages. 

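The hydroxyproline-rich Glyma.10G129900.1 was detected in UC7 but in no UC413 library of the extended hilum at EH10, EH25 or EH50. In UC7 it was at 1.53 ± 0.604 RPKM at EH10 and 1.54 ± 0.282 RPKM at EH25 (mean ± SD, n = 2), from at least 84 alignments in each library, and it was called as higher in UC7 at both stages (adjusted p = 5.57e-04 and 0.00193 from limma). Of the pectin-degrading enzymes called as higher in UC7 at EH10 after scaling, only 1 gene was left with RPKM as deposited.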

With the exception of one pectin gene no other gene, from the five other categories mentioned above, were overexpressed in the UC7 hilum region at those two stages of seed development. Interestingly, most of those overexpressed genes in the corresponding hilum region have been described as members of cell wall loosening gene families (expansins, chitinases, glycosyl hydrolases, polygalacturonases, pectin lyases, pectin methyl esterases and pectin acetyl esterases) [25].

**Fig. 4:**
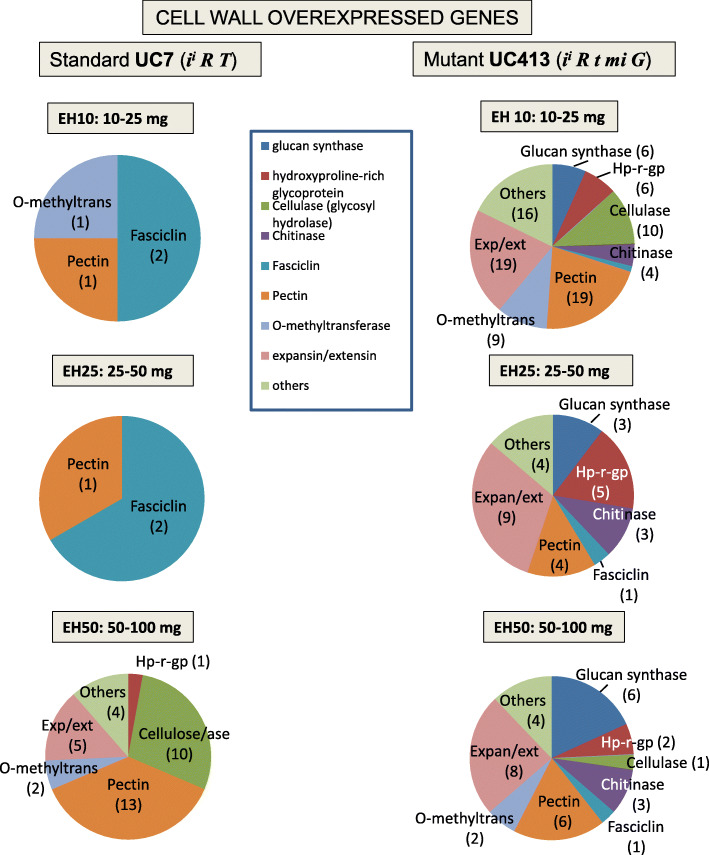
Comparison of numbers of overexpressed cell wall genes by category in the standard UC7 (*i*^*i*^ *R T Mi g*) and minute hilum UC413 (*i*^*i*^ *R t mi G*) Clark isolines. From top to bottom are the three seed maturation developmental stages measured EH10, EH25 and EH50 for the extended hilum region of the seed coats. The numbers of genes are in parentheses

In contrast to the low level of overexpression of cell wall genes in the standard seed coat tissue sections at the EH10 and EH25 developmental stages, at the EH50 mg stage many more genes in the cellulose/ase (10) and pectin/ase (13) categories were overexpressed in the standard UC7 line, whereas only one gene in the cellulose/ase and six in the pectin/ase categories were overexpressed in the *mi* isoline, UC413. Also, none of the ten cellulose/ase genes overexpressed in this later stage of seed development in the standard UC7 line corresponded to those overexpressed at any of the two stages (EH10 and EH25) of seed development in the mutant line. Likewise, none of the genes overexpressed in the pectin/ase and the expansin/extensin categories in the standard line were the same as those overexpressed in the mutant line at any of the three stages of seed development examined. However, when comparing the genes overexpressed in the expansin/extensin category between the three stages of seed development in the mutant line, eight of the expansin genes were overexpressed in the two earlier stages tested (Additional file 4) and four of the expansin genes overexpressed in the EH10 stage were also overexpressed in the EH50 stage. Two of those four were overexpressed in all three stages of seed development tested.

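Pectin-degrading enzymes gave the largest group of cell wall genes higher in UC7 at EH50. Of 102 tested, 29 were higher in UC7 and 7 in UC413 with limma (37 and 8 when adjusted over the list alone), and their median log2 fold change was -0.44. With RPKM as deposited, 13 were higher in UC7 and 8 in UC413, and the median was -0.17. Of 49 cellulose synthase and GH9 cellulase genes, 3 were higher in UC7 and none in UC413 (also 3 and 0 when adjusted over the list alone), where 2 lay at an unadjusted p under 0.05 and limma-voom called none. The median of that list was -0.22, and with RPKM as deposited it turned to 0.05. Against this direction, the pectin lyase-like Glyma.05G114000.1 was at 0.0298 ± 0.0218 RPKM in UC7 and 6.06 ± 0.543 RPKM in UC413 (mean ± SD, n = 2, log2 fold change 4.27, adjusted p = 0.00243). The 29 genes became 18 without UC413 EH10 replicate 1 or 2, 6 without UC7 EH50 replicate 1 or 2, and 3 and 12 without UC413 EH50 replicates 1 and 2. The 7 genes of UC413 became 1 without UC413 EH50 replicate 1 and 2 without any other 1 EH50 library. The 3 cellulose genes became 1 without any 1 library of UC413 EH10 or of EH50, and 6 without UC7 EH25 replicate 1 or 2. Blocked by replicate within each stage, 13 cellulose genes were higher in UC7 and 1 in UC413.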

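Glyma.07G229000.1 (EXPA15), Glyma.13G336600.1 (EXPA4) and Glyma.15G037700.1 (EXPA4) were higher in UC413 at all 3 stages. At EH25 Glyma.07G229000.1 was at 1.64 ± 0.0879 RPKM in UC7 and 11.8 ± 1.36 RPKM in UC413 (mean ± SD, n = 2, log2 fold change 2.33, adjusted p = 1.61e-04 from limma). Glyma.13G336600.1 was at 1.33 ± 0.164 and 13.9 ± 5.04 RPKM at EH10 (log2 fold change 2.39, adjusted p = 7.54e-04) and at 1.52 ± 0.222 and 11.0 ± 0.223 RPKM at EH25 (log2 fold change 2.33, adjusted p = 0.00254). Glyma.15G037700.1 had log2 fold changes of 2.17 at EH10 (adjusted p = 0.00114) and 2.16 at EH25 (adjusted p = 0.00385). At EH50 the log2 fold changes of the 3 were 1.13, 1.71 and 1.30 (adjusted p = 0.00516, 0.00669 and 0.0162). Without UC413 EH50 replicate 1 the adjusted p at EH50 became 0.0606, 0.0724 and 0.132, and for Glyma.15G037700.1 it became 0.0919 and 0.0827 without UC7 EH50 replicates 1 and 2. Of the 39 models that Additional file 4 lists as higher in UC413 at EH10, all lay higher in UC413 and 18 were called, and of its 43 models at EH10, 42 were called with RPKM as deposited against 22 after scaling. These 22 became 11 and 14 without UC7 EH10 replicates 1 and 2, and 7 and 12 without UC413 EH10 replicates 1 and 2. That list was drawn from these libraries and is not independent evidence.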

The highest expression of the differentially expressed cell wall proteins is exhibited by Glyma.11G154900 (annotated as extensin, PRP gene*, SbPRP3*) at 1005 RPKMs in the older EH50 stage of the standard UC7 line and is reduced to 288 RPKMs in the minute hilum line at that stage. 

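Glyma.11G154900.1 (SbPRP3) was at 1006 ± 324 RPKM in UC7 and 288 ± 0.00691 RPKM in UC413 at EH50 (mean ± SD, n = 2). Its log2 fold change was -2.05 (standard error 0.31, adjusted p = 0.00834 from limma). The call ended without UC7 EH50 replicate 1 (log2 fold change -1.82, adjusted p = 0.0616) and without UC413 EH50 replicate 1 (-2.04, adjusted p = 0.0799), the pair made with the non-stranded kit, and with quantile normalization (-1.09). At EH10 it was at 273 ± 32.3 and 284 ± 8.52 RPKM (adjusted p = 0.170) and at EH25 at 526 ± 119 RPKM in UC7 and at 508 and 322 RPKM in the replicates of UC413 (adjusted p = 0.237), and neither passed the test.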

*SbPRP3* codes for one of three hydroxyproline-rich proteins characterized in soybean [13, 26]. 

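Glyma.04G179500.1, a gibberellin-regulated protein, was at 14.8 ± 13.6 RPKM in UC7 and 2.00 ± 0.586 RPKM in UC413 at EH10 (mean ± SD, n = 2). Its log2 fold change was -3.14 (standard error 0.46, adjusted p = 0.00508 from limma). Glyma.06G185300.1 was at 3.05 ± 2.44 and 0.433 ± 0.0833 RPKM (log2 fold change -2.69, standard error 0.40, adjusted p = 0.00569), and Glyma.14G087200.1 at 31.1 ± 17.2 and 11.0 ± 2.22 RPKM (log2 fold change -2.17, standard error 0.32, adjusted p = 0.00522). Without UC413 EH10 replicate 1 the adjusted p of the 3 became 0.0526, 0.0545 and 0.0556. At EH50 Glyma.04G179500.1 was at 6.04 ± 2.50 and 0.611 ± 0.251 RPKM, with a log2 fold change of -3.06 (adjusted p = 0.00866, but 0.0650 without UC7 EH50 replicate 1 and 0.0880 without UC413 EH50 replicate 1). At EH25 it was at 4.75 ± 0.918 and 0.920 ± 0.0357 RPKM, with a log2 fold change of -2.39 (adjusted p = 0.0291). That call ended without UC413 EH10 replicates 1 or 2 (adjusted p = 0.0516 and 0.0511), UC7 EH25 replicates 1 or 2 (0.0505 and 0.0608) or UC413 EH25 replicates 1 or 2 (0.104 and 0.155). Neither Glyma.06G185300.1 nor Glyma.14G087200.1 was called at EH25 (adjusted p = 0.0613 and 0.0652).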

Three other of the gibberellin-regulated extensin genes (Glyma.04G179500, Glyma.06G185300 and Glyma.14G087200) were overexpressed at the EH10 seed stage in the standard UC7 line, and Glyma.04G179500 was overexpressed at the EH25 and EH50 seed developmental stages as well (Additional file 4). However, those three genes were not overexpressed in the mutant line at any of the three stages of seed development studied. Thus, the low expression of these cell wall proteins as well as that of *SbPRP3*, Glyma.11G154900, which is expressed at high level in the standard at the EH50 stage (Additional file 4), together with the higher expression of many genes in the loosening cell wall category, could potentially influence the susceptibility of the seed coat to cracking in the minute-hilum seeds during the desiccation stage.

A proposed model showing these experimentally determined changes in gene expression in the synthesis of ethylene pathway and the downstream effects on the auxin and GA pathways, and cell wall transcripts based on known literature is diagrammed in Fig. 5 and will be elaborated further in the Discussion section.

**Fig. 5:**
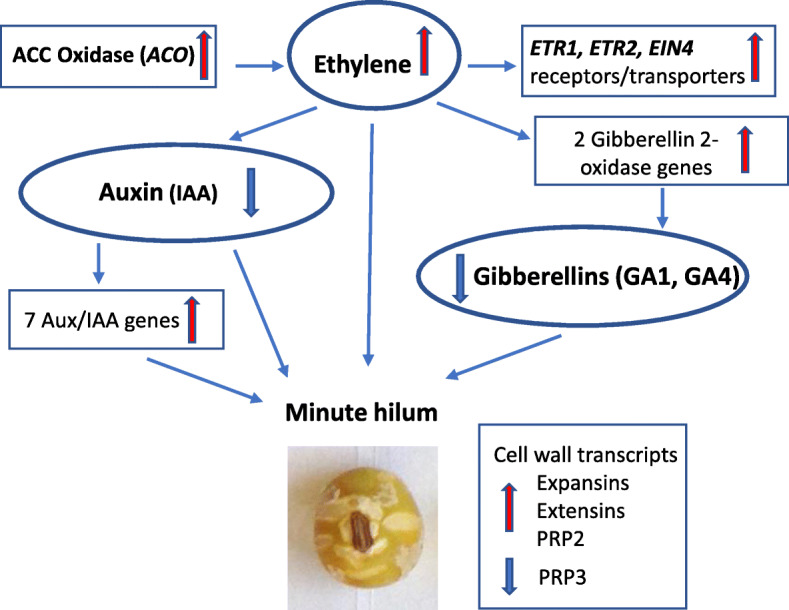
A model for altered hormone responses leading to the minute hilum trait based on global expression changes between the *minute hilum* UC413 (*i*^*i*^ *R t mi G*) and standard UC7 (*i*^*i*^ *R T Mi g*) isolines. Thick red arrows indicate upregulation and thick blue arrows indicate downregulation in the *mi* isoline UC413 of the indicated transcripts (boxed) or hormones (circled)

### Expression differences between the standard and minute hilum seed coat regions of transcription factors or other genes known to promote or repress seed size

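MYB, WRKY and homeobox genes had more members higher in UC413 than in UC7, and AP2/ERF genes had more that were higher in UC7 at EH10 and EH50, though not with RPKM as deposited. Of 276 MYB genes tested, 17 at EH10, 8 at EH25 and 16 at EH50 were higher in UC413 with limma, and 3, 0 and 6 were higher in UC7 (19, 14 and 16, and 4, 1 and 6, when adjusted over the list alone). Of 70 WRKY genes, 11, 7 and 9 were higher in UC413 and 2, 0 and 1 in UC7 (11, 9 and 12, and 2, 2 and 1, when adjusted over the list alone). Of 135 AP2/ERF genes, 6, 6 and 3 were higher in UC413 and 12, 5 and 13 in UC7 (7, 10 and 5, and 21, 28 and 23, when adjusted over the list alone). Where none was higher in UC7 at EH25, 21 MYB, 11 WRKY and 10 homeobox genes lay higher there at an unadjusted p under 0.05, and limma-voom called none in UC7. With RPKM as deposited the AP2/ERF numbers turned to 40, 9 and 8 in UC413 and 7, 5 and 6 in UC7. Homeobox genes had 4 higher in UC413 at EH25 and 13 at EH50, and 0 and 3 higher in UC7 (6 and 17, and 1 and 4, when adjusted over the list alone). Of 91 NAC genes, 6, 2 and 3 were higher in UC413 and 4, 1 and 3 in UC7 (6, 3 and 3, and 6, 2 and 3, when adjusted over the list alone). At EH10, without UC7 EH10 replicate 1 and UC413 EH10 replicates 1 and 2, the 17 MYB genes of UC413 became 4, 4 and 5 (11 without UC7 EH10 replicate 2), the 11 WRKY genes 7, 5 and 5, and the 12 AP2/ERF genes of UC7 3, 4 and 3. The 5 AP2/ERF genes of UC7 at EH25 became 39 without UC7 EH25 replicate 2 and 0 without UC413 EH25 replicate 2. At EH25 the 8 MYB and 7 WRKY genes each became 2, and the 4 homeobox genes 0, without UC413 EH25 replicate 2. At EH50 the 16 MYB genes became 1 without UC413 EH50 replicate 1 or 2, and without UC413 EH50 replicate 1 the 9 WRKY genes became 2 and the 13 homeobox and 13 AP2/ERF genes 0. Blocked by replicate within each stage, the MYB genes came to 9 in UC7 at EH10 and to 13 and 2 at EH25, and the AP2/ERF genes to 20 in UC7 at EH10, 10 in UC7 at EH25, and 8 and 21 at EH50. At EH25 1 WRKY and 1 homeobox gene were then higher in UC7, with 1 and 3 NAC genes, and at EH50 7 homeobox genes were higher in UC7.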

As noted in Table 2, large numbers of transcription factors were overexpressed in all three stages of the UC413 *mi* line. Additional file 5 shows a pie chart breakdown of the annotations of the transcription factor categories. The 45 MYB, 33 WRKY, and 25 AP2 subcategories were highly represented in the minute hilum tissue of UC413 whereas only 3 MYB, 1 WRKY, and 13 AP2 factors were overexpressed in the UC7 recurrent parent isoline.

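By the ratio, RPKM and adjusted p criteria, with limma's adjusted p and summed over the 3 stages, 55 MYB models were overexpressed in UC413 and 3 in UC7. The WRKY models numbered 45 in UC413 and 0 in UC7 (1 in UC7 by the ratio and RPKM criteria without a p), and the AP2/ERF models 23 in UC413 and 8 in UC7. With the ratios taken after division by the size factors, the AP2/ERF models numbered 14 in UC413 and 16 in UC7, so that the larger number lay in UC7. The MYB models then numbered 26 and 5, and the WRKY models 34 and 0. Models of the same gene share reads and are counted separately here.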

Because of the smaller seed size difference in the *mi* isoline, we also examined 21 homologs (Additional file 6) of some genes reported in the literature to affect seed size or morphology in various plant systems [27–31]. These include two transcription regulator genes, *BS1* (Glyma.10G244400) and *BS2* (Glyma.20G150000) have been reported to negatively control seed, pods and leaf size in soybean [27]. Neither of those two genes was differentially expressed in the extended hilum region of the two lines under study here at any of the three seed developmental stages analyzed (Additional file 6). 

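Glyma.10G244400.1 (BS1) had log2 fold changes of -0.06 at EH10, -0.03 at EH25 and 0.23 at EH50, and none passed the test (adjusted p = 0.872, 0.948 and 0.479 from limma, n = 2 for each isoline and stage). At EH10 it was at 2.24 ± 1.29 RPKM in UC7 and 3.43 ± 0.287 RPKM in UC413 (mean ± SD, n = 2). Glyma.20G150000.1 (BS2) had log2 fold changes of -0.24, -0.05 and 0.21 at these stages (adjusted p = 0.440, 0.915 and 0.481), and was at 2.79 ± 1.55 and 3.77 ± 0.497 RPKM at EH10.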

Neither were the soybean orthologs to *Big Grain 1* (*BG1*) from rice [28].

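The BG1-like Glyma.07G036700.1 was at 4.33 ± 0.748 RPKM in UC7 and 9.87 ± 1.54 RPKM in UC413 at EH10 (mean ± SD, n = 2), with a log2 fold change of 0.37 (standard error 0.26, adjusted p = 0.406 from limma). Its adjusted p was 0.211 at EH25 and 0.289 at EH50. Another BG1-like gene, Glyma.16G006100.1, had log2 fold changes of 0.29, 0.48 and 0.27 at the 3 stages, and was not called at any. With RPKM as deposited, Glyma.07G036700.1 was called at EH10 and EH25.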

Because of the significant role seed coats play in the proliferation and cellularization of the endosperm and that multiple studies have shown that flavonoids synthesized in the inner most layer of the seed coat are efficient regulators of auxin transport, it was relevant to examine if any of those genes have altered expression in the soybean minute hilum seed coats. A few of those examined showed differential expression as *GmPin2b* and *PGB4* homologs that are approximately 3-fold higher in the mutant (*mi*) hilum regions. 

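Glyma.15G208600.1 (PIN2b) was at 1.96 ± 0.213 RPKM in UC7 and 6.65 ± 1.16 RPKM in UC413 at EH10 (mean ± SD, n = 2). Relative to the median of all models its log2 fold change was 0.89 (standard error 0.38), which did not pass the test (adjusted p = 0.183 from limma), though it did with RPKM as deposited. The PGP4 homolog Glyma.02G008000.1 was at 4.13 ± 1.91 and 13.6 ± 1.59 RPKM at EH10, with a log2 fold change of 0.96 (standard error 0.21, adjusted p = 0.0313). Its call ended without UC7 EH10 replicate 1 (adjusted p = 0.194) or UC413 EH10 replicates 1 or 2 (adjusted p = 0.111 and 0.209). The other PGP4 homolog, Glyma.10G137600.1, was at 2.97 ± 1.39 and 8.90 ± 0.796 RPKM, with a log2 fold change of 0.82 (standard error 0.21, adjusted p = 0.0481). Without any 1 of the 4 EH10 libraries, of UC413 EH25 replicates 1 and 2 or of the 4 EH50 libraries, the adjusted p of that gene lay between 0.0522 and 0.266. PIN2b was called with a replicate block within each stage (adjusted p = 0.0402).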

Of other putative genes encoding maternal factors, DA1 and AP2 are negative regulators restricting seed size and both are overexpressed a few fold in the hilum region of the minute hilum isoline. 

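The DA1-like Glyma.16G142700.1 was at 1.47 ± 0.562 RPKM in UC7 and 4.24 ± 0.120 RPKM in UC413 at EH10 (mean ± SD, n = 2). The log2 fold change was 0.70 (standard error 0.18, adjusted p = 0.0524 from limma), and it was called with RPKM as deposited. The AP2 gene Glyma.05G091200.1 was at 2.82 ± 0.343 and 7.18 ± 2.46 RPKM at EH50, with a log2 fold change of 0.96 (standard error 0.25, adjusted p = 0.0431). Without any 1 of the 4 EH10 libraries, of UC7 EH50 replicates 1 and 2 or of UC413 EH50 replicate 1, its adjusted p lay between 0.0506 and 0.238. At EH10 its log2 fold change was 0.22 (adjusted p = 0.609) and at EH25 0.43 (adjusted p = 0.373).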

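The P450 gene Glyma.05G019200.1, of the CYP78A5 or KLU type, was at 0.810 ± 0.422 RPKM in UC7 and 5.11 ± 0.509 RPKM in UC413 at EH10 (mean ± SD, n = 2), with a log2 fold change of 1.73 (standard error 0.19, adjusted p = 0.00114 from limma). At EH25 it was at 2.17 ± 0.532 and 6.83 ± 0.578 RPKM, with a log2 fold change of 1.22 (adjusted p = 0.0124), a call that ended without UC413 EH25 replicates 1 or 2 (adjusted p = 0.0644 and 0.0715). The TTG2-like Glyma.03G176600.2 was at 11.8 ± 6.02 and 33.1 ± 0.742 RPKM at EH10, with a log2 fold change of 0.78 (standard error 0.19, adjusted p = 0.0396). Without UC7 EH10 replicate 1 its adjusted p became 0.222, without UC413 EH10 replicates 1 and 2 it became 0.178 and 0.185, and without any 1 of the 4 EH50 libraries it lay between 0.0555 and 0.0631.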

The putative *TTG2,* and *P450/CYP78A5/KLU*-like genes that positively regulate seed size in *Arabidopsis* [29–31] were overexpressed in the *mi* isoline that has the smaller seed. Interestingly, other P450 orthologs to Cyp78A6-like, found to increase seed size in soybean [30], were overexpressed by 3 to 4.5 fold in the standard UC7 hilum region, which has larger seeds (Additional file 6). 

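The CYP78A6-like Glyma.16G021200.1 was at 5.21 ± 0.229 RPKM in UC7 and 1.87 ± 0.207 RPKM in UC413 at EH10 (mean ± SD, n = 2), at 15.1 ± 9.05 and 3.22 ± 1.62 RPKM at EH25, and at 10.3 ± 0.404 and 2.24 ± 0.634 RPKM at EH50. Its log2 fold changes were -2.12, -2.43 and -2.37 (standard error 0.39, adjusted p = 0.0140, 0.0136 and 0.0114 from limma). At EH10 the call ended without UC7 EH10 replicate 1 (adjusted p = 0.112) or UC413 EH10 replicates 1 or 2 (0.0741 and 0.115), and at EH25 without UC413 EH25 replicate 2 (0.106). At EH50 it ended without any 1 of the 4 EH50 libraries, at 0.0624 and 0.0679 without UC7 replicates 1 and 2 and at 0.0665 and 0.0630 without UC413 replicates 1 and 2. Glyma.07G052300.1, also of the CYP78A6 type, had log2 fold changes of -1.25, -1.82 and -1.49, and was not called (adjusted p = 0.165, 0.0967 and 0.0959). With a replicate block within each stage it was called at all 3 stages (adjusted p = 0.0259, 0.0166 and 0.0182).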

The function of all these regulatory genes is complicated by the fact that they work in complexes to promote or restrict cell growth and differentiation as well as the fact that there are multiple family member genes encoding similar proteins that may or not be fully active to perform the specific function in the seed coats at the developmental stage under study here.

### Expression of 11 *ACO* gene family members in soybean

The global view of expression changes implicates an increase in ethylene synthesis because of dramatically increased expression of the *ACO* gene encoded by Glyma.09G008400.1. 

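Of the 6 ACC oxidase genes high enough to be tested, 2 were higher in UC413 at EH10 and none was higher in UC7 with limma (2 and 2 when adjusted over the list alone). Limma-voom called none in UC7 at EH10 or EH25, and 2 lay at an unadjusted p under 0.05 at each. At EH25 the numbers were also 2 and 0, and at EH50 they were 2 and 2 (2 and 2 at both stages when adjusted over the list alone). In both UC413 libraries of each stage Glyma.09G008400.1 had the most alignments of these genes, from 9451 in replicate 1 of EH25 to 34372 in replicate 2 of EH25. These values are of transcripts, and ethylene itself was not analysed here. At EH10, 2 ACC oxidase genes were higher in UC7 with a replicate block within each stage.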

A search of the annotations of all 54,064 Glyma models (excluding splice variants) of the Wm82.a2 reference soybean genome revealed 11 apparently full-length genes with annotation as ACO or ethylene forming enzyme, four of which are the ones showing differential expression between the UC7 (*Mi*) recurrent parent and minute hilum UC413 (*mi*) isolines as shown previously in (Table 3). From alignments of the coding regions using the MUSCLE program, Glyma.15G112700.1 was 95% identical to Glyma.09G008400.1 whereas Glyma.02G268000.1 and Glyma.14G049500.1 were more distant at 71 and 72%, similar respectively to Glyma.09G008400.1 and all four showed significant similarity to the known *ACO* genes in tomato by alignment of coding regions (Additional file 7). 

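Glyma.09G008400.1 and Glyma.15G112700.1 were detected at 33.6 to 203 RPKM and 7.84 to 96.2 RPKM in the 7 UC413 libraries of the extended hilum, EH100 included. In the 6 UC7 libraries of EH10, EH25 and EH50, Glyma.09G008400.1 had 3 to 19 alignments and Glyma.15G112700.1 had 2 to 20. At EH100 neither had an alignment in UC7, where 3 alignments would be 0.0195 RPKM for Glyma.09G008400.1 and 0.0203 RPKM for Glyma.15G112700.1. In UC413 EH25 the replicates were apart, with Glyma.09G008400.1 at 66.9 RPKM in replicate 1 and 203 RPKM in replicate 2, and Glyma.15G112700.1 at 26.4 and 96.2 RPKM.

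**Figure D2:**
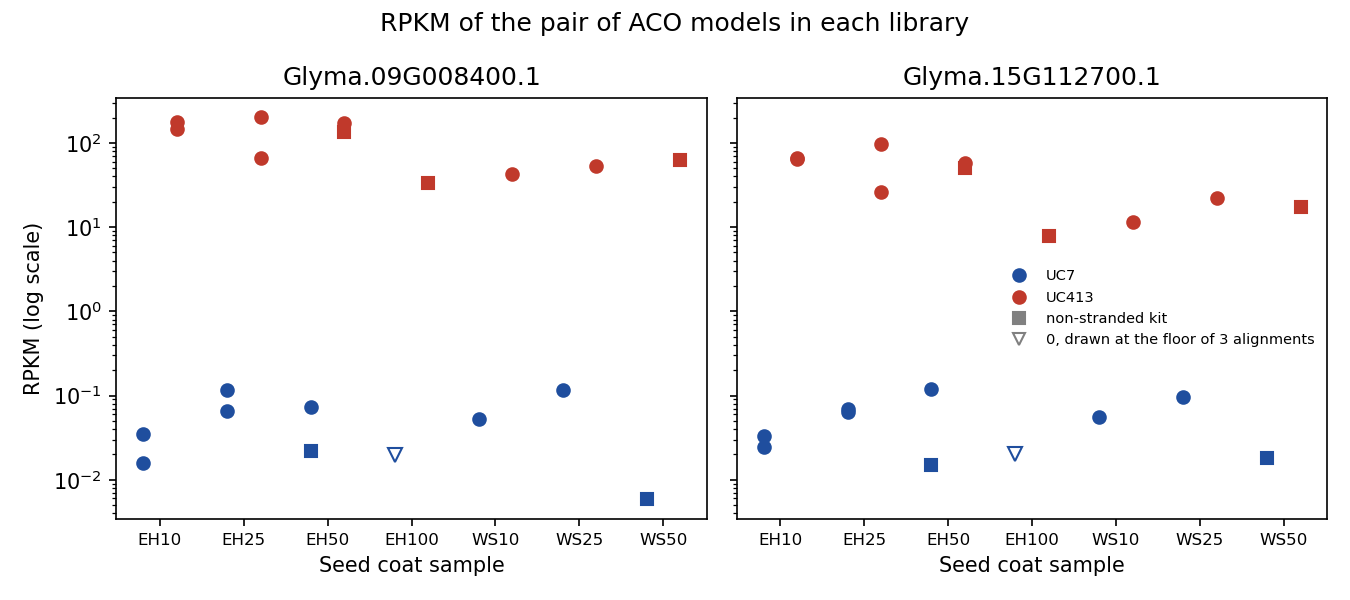
RPKM on a log axis of Glyma.09G008400.1 and Glyma.15G112700.1 in each of the 20 libraries, by isoline and sample, each point being 1 library. The UC413 libraries lie between 7.84 and 203 RPKM, and every UC7 library lies far below them.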

Expression data for all 11 *ACO* genes is shown in Additional file 8a and Fig. 6a shows the expression patterns of the two most highly expressed *ACO* genes in the UC413 (*mi*) minute hilum region (Glyma.09G008400.1 and Glyma.15G112700.1) compared to their very low levels of expression in the recurrent parent line UC7 (*Mi*). In addition to the EH10, EH25, and EH50 stages (for which the average of two replicates are plotted), we also sequenced RNAs from whole seed coats at the corresponding seed developmental stages, WS10, WS25, and WS50. 

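In the single whole seed coat libraries of UC413, Glyma.09G008400.1 was at 42.9 RPKM at WS10, 53.3 RPKM at WS25 and 62.2 RPKM at WS50. These values were 26.3%, 39.6% and 40.4% of the mean RPKM of the extended hilum region at the same stage. The EH25 replicates lay far apart (66.9 and 203 RPKM), and WS25 was 79.7% of UC413 EH25 replicate 1 and 26.3% of replicate 2. Glyma.15G112700.1 was at 11.4, 22.4 and 17.3 RPKM, which was 17.3%, 36.5% and 31.9% of the extended hilum region (84.6% and 23.3% of UC413 EH25 replicates 1 and 2 at WS25). In the UC7 whole seed coats Glyma.09G008400.1 had 8 alignments at WS10, 16 at WS25 and 1 at WS50. With 1 library for each isoline and stage there is no replicate error for the whole seed coats, and the 95% counting interval of the UC413 value at WS10 was 41.9 to 43.8 RPKM.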

Although there was only one replicate for each of these whole seed coat samples, they clearly showed that the whole seed coat exhibited only about 25–30% of the level of *ACO* Glyma.09G008400.1 expression as compared to the extended hilum region (for example 42 RPKMs in WS10 versus 162 in EH10). Thus, it is clear that these two Glymas were expressed more highly in the hilum region and were diluted in abundance in the whole seed coat samples. Also shown is one RNA-Seq sample from the next seed weight range EH100 (100–200 mg) which is still within the mid-maturation phase of immature green seed. In the older EH100 sample, the expression of both Glymas was only between 10 to 20% of that found in the earlier stages, indicating declining gene activity as the seed coats develop further.

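In the single UC413 library of EH100, Glyma.09G008400.1 was at 33.6 RPKM, which was 20.6% of its mean at EH10, 24.9% of that at EH25 (50.2% of UC413 EH25 replicate 1 and 16.6% of replicate 2) and 21.8% of that at EH50. Glyma.15G112700.1 was at 7.84 RPKM, or 11.9%, 12.8% (29.6% and 8.15% of the same 2 EH25 replicates) and 14.5%. The EH100 library was made with the non-stranded kit, as was replicate 1 of EH50, where Glyma.09G008400.1 was at 136 RPKM. The 95% counting intervals at EH100 were 32.7 to 34.5 RPKM and 7.42 to 8.27 RPKM.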

**Fig. 6:**
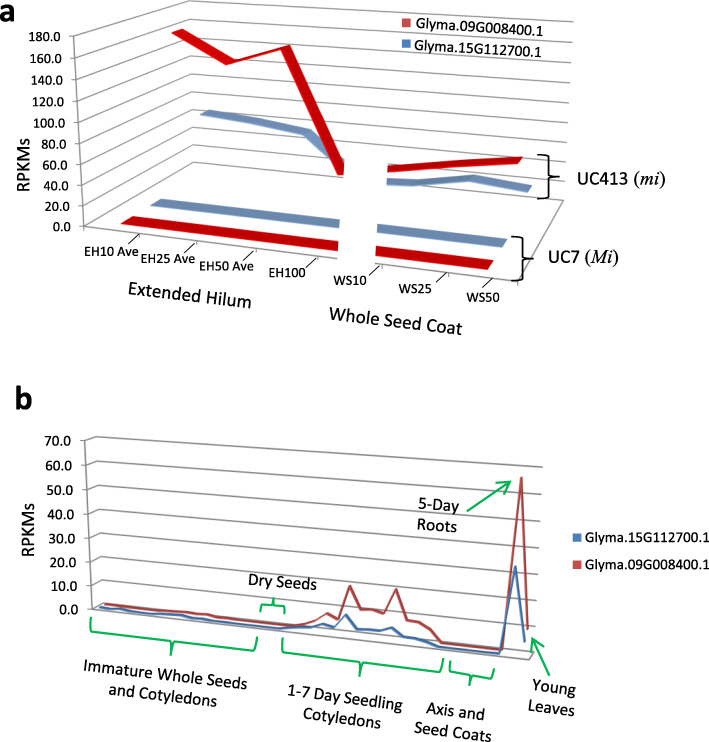
Comparative expression of *ACO* transcripts. (a) Illustration of differential expression of the two most closely related *ACO* Glyma models (red: Glyma.09G008400.1 and blue: Glyma.15G112700.1) in the RNA-Seq of the extended hilum regions (EH) or whole seed coat samples (WS) during the indicated developmental stage of either the recurrent parent isoline UC7 *(Mi)* or the minute hilum isoline UC413 *(mi)*. The average of the RPKMs for two replicates is graphed for the EH10, EH25, and EH50 data. The full data set is shown in Additional file 8a. (b) Graph of RPKMs values of each of the two *ACO* Glymas from a set of 39 total RNA-Seq libraries representing a range of developmental stages and tissues from the Williams cultivar. See Additional files 8 b,c for the full data of 11 *ACO* genes and more description of the libraries

Although the only RNA-Seq data available from the UC413 *mi* isoline is that reported here on extended hilum and whole seed coats, there are many RNA-Seq samples available from the reference genome cultivar, Williams 82 or from Williams, its parent isoline. We examined the expression of these 11 *ACO* Glyma models from our previously published RNA-Seq data representing a total of 39 RNA-Seq libraries constructed from a variety of development stages of whole seeds, immature cotyledons, seedling cotyledons, as well as seed coats, roots and leaves from the Williams cultivar [7, 32, 33]. As shown in Fig. 6b and Additional file 8b and 8c, the *ACO* Glyma.09G008400.1, is not expressed in any of the Williams immature whole seed or cotyledon samples, but is expressed at approximately 5–20 RPKMs in the young seedling cotyledons from about 3 to 7 days post-imbibition and in young leaves, and is highest at about 70 RPKMs in the 5-day seedling roots. These data indicate that the *ACO* Glyma.09G008400.1 was capable of being expressed in alternative tissues. Its high level of overexpression in the young immature seed coat is only found in the UC413 line, indicating either a change in the promoter region or in the regulation of the *ACO* Glyma.09G008400.1. Some of the other *ACO* Glymas, for example Glyma.02G268000.1 and Glyma.14G049500.1, rise dramatically in expression in 6 to 7-day seedling cotyledons to levels up to 400 RPKMs (Additional file 8b).

### Genomic sequence differences in the *ACO* Glyma.09G008400 between the standard UC7 *(i*^*i*^*R T Mi g)* and the minute hilum UC413 *(i*^*i*^*R t mi G)* isolines

Since the ACC oxidase Glyma.09G008400 was very highly overexpressed in the minute hilum UC413 isoline compared to the very low expression in UC7, the genomic sequences of that gene in the two lines genomic libraries were compared to the same gene in the reference genome using Bowtie 2 [34]. The construction of the whole genome sequencing libraries and tools used for their analysis are described in the Methods section. The SNPs (single nucleotide polymorphisms) and small indels (insertions and deletions) detected between the UC7 and UC413 alleles based on whole genome sequence are shown in Additional file 9. Several differences were predicted from the VCF (variant call format) between the standard and mutant genomic sequences for the Glyma.09G008400 gene. No changes were found in the coding sequence regions but there was an apparent small indel (insertion or deletion) found within 1 kb of the promoter region. It was also evident from the VCF file and browser displays that alignments to this region were lower depth than for the other surrounding regions. To determine the exact nature of this indel, we used high throughput amplicon sequencing to sequence a 1505 bp region surrounding this change to definitively pinpoint any changes in the promoter region. As shown in Fig. 7 and Additional file 10, the only change from the reference genome was in a string of 50 bases consisting of AT dinucleotides that are 117 bp upstream of the 5’UTR and 250 bases from the ATG start site of Glyma.09G008400 in the Williams 82 reference genome. Both the UC7 (*Mi*) and UC413 (*mi*) isolines are identical in this region and both lack 26 of these AT repeats compared to the reference Glyma.09G008400. A whole genome sequence of Williams (the recurrent parent line of the Williams 82 reference genome) differs in lacking a four base ATAT segment as compared to the reference genome. Spanning this region in the whole genome shotgun with proper alignments leads to lower base representation. However, in the targeted amplicon sequencing using high throughput sequencing, the base representation is very high at 2000 to 5000 per base as shown in Additional file 11 presenting the amplicon sequence analyses for each of the three lines. Thus, the amplicon sequence is more accurate than the alignments of whole genome data especially near regions that are hard to sequence and assemble as are strings of AT bases.

**Fig. 7:**
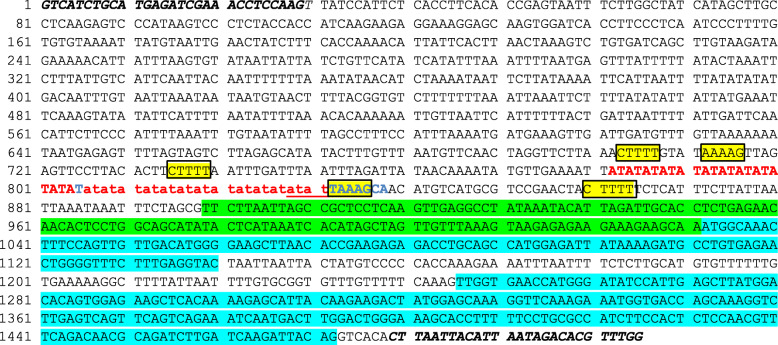
A representation of the promoter region of Glyma.09G008400.1 and the differences in amplicons from three different soybean lines. The 1505 bp sequence shown is that of the Williams 82 reference genome. Bases in bold italics at the ends are the primers used. Green highlighting indicates the 5’UTR region in the gene model, blue highlighting denotes the first two exons. The box and yellow highlight mark the five different WAAAG elements in the promoter regions of both strands. The 50 bp in red font indicate the repetitive AT region in the promoter. Within this region are the observed differences of the three sequenced amplicons as clearly shown in the alignments of Additional file 10. Both UC7 (*i*^*i*^ *R T Mi g*) and UC413 (*i*^*i*^ *R t mi G)* are identical and both lack 26 nucleotides of the AT region that are in red small letters. Amplicon sequencing of the cultivar Williams, the recurrent parent of the reference genome Williams 82 lacks 4 of the bases in the AT rich region which are also underlined in red. The bases in blue font mark the site of indel variants called by the VCF file of the whole genome sequence (Additional file 9), but they do not indicate the exact size of the deletions found in the AT-rich region as determined definitively by amplicon sequencing (Additional files 10 and 11)

Using a motif searching engine for plants (NSITE-PL, http://linux1.softberry.com), it was determined that this AT rich region abuts the WAAAG motif **(**T/A AAAG) at position 916 of the promoter positive strand. Both isolines have five WAAAG elements (including occurrences on both strands within 203 nt upstream of the 5’UTR. The WAAAG motif [35, 36] is recognized by DOF family proteins and interestingly has been shown to work in clusters to control gene expression [37]. However, since both *Mi* and *mi* isolines have the same sequence, the changes in the surrounding AT rich element is unlikely to be the prime reason for the change in expression of the *ACO* gene between the two lines.

To confirm that the UC7 and UC413 isolines differed at the *T* locus which affects pigmentation of both the trichome hairs and the seed coat, we examined the genomic sequence around Glyma.06G202300 encoding the *F3’H* gene known to be the *T* locus [8, 9]. As shown in the genome browser displays of Additional file 12, the UC413 isoline does indeed contain the characteristic C deletion found in many gray trichome varieties (homozygous recessive *t* genotype) that introduces a premature stop codon in exon 3 of the F3’H nascent protein. We also verified the effect of the *t* allele on expression of the encoded *F3’H* gene in the RNA-Seq samples from the hilum regions of the two isolines. As shown in Additional files 2 and 6, expression of the *F3’H* gene (Glyma06G202300.1) was reduced from 108 RPKMs in the standard black hilum UC7 line to 42 RPKMs in the UC413 line which carries the *t* allele for imperfect black hilum in addition to the minute hilum *mi* allele. It is known that a premature termination codon in the recessive *t* allele, reduces but does not eliminate gene expression of the *F3’H* gene [8, 9]. Thus, the *t* allele was retained through selection for gray trichome phenotype from the original Harosoy x Larado cross. In contrast, as also shown in Additional file 12, the *R* allele was introduced into the UC413 isoline (*i*^*i*^ *R t mi G*) from the UC7 (*i*^*i*^ *R T Mi g*) recurrent parent and it carries an intact myb gene, Glyma.09G23510, as opposed to having the *r* allele from Harosoy that showed a C deletion in Exon 2 of Glyma.09G23510. This particular deletion is one of several that occur in various genotypes that are homozygous for the recessive *r* allele [10].

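Glyma.06G202300.1 (F3'H) was at 109 ± 9.86 RPKM in UC7 and 42.3 ± 1.76 RPKM in UC413 at EH50 (mean ± SD, n = 2), with a log2 fold change of -1.64 (standard error 0.18, adjusted p = 0.00250 from limma). At EH10 it was at 127 ± 36.9 and 87.3 ± 1.84 RPKM, with a log2 fold change of -1.32 (adjusted p = 0.00290) that was not called with RPKM as deposited. At EH25 it was at 145 ± 18.7 and 77.9 ± 6.25 RPKM, with a log2 fold change of -1.26 (adjusted p = 0.00793), a call that ended without UC413 EH25 replicate 2 (adjusted p = 0.0738). Among 45 flavonoid pathway genes, 4 were higher in UC413 and 3 in UC7 at EH10, 3 and 2 at EH25, and 5 and 9 at EH50 (4 and 5, 4 and 2, and 7 and 16 when adjusted over the list alone). The 4 genes of UC413 at EH10 became 2 without UC7 EH10 replicate 1 and 0 without UC413 EH10 replicate 1 or 2, and the 3 at EH25 became 1 without UC413 EH25 replicate 2. At EH50 the 5 genes of UC413 became 2, 3 and 1, and the 9 of UC7 became 5, 4 and 2, without UC7 EH50 replicates 1 and 2 and UC413 EH50 replicate 1.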

### Correlation of whole genome structural variation within protein coding regions with differential expression in the standard UC7 *(i*^*i*^*R T Mi g)* and the minute hilum UC413 *(i*^*i*^*R t mi G)* isolines

Finally, we extracted a list of all the genomic variants present in the UC7 and UC413 isolines relative to the reference genome. After finding and discarding the variants that were in common between the two lines, we accumulated a file of 171,389 positions having mismatched variants between the UC7 and UC413 isolines that were located either inside the Glyma models or within a 1-kb threshold on either side of the model position, *ie*., the 5′ or 3′ flanking regions. As shown in Tables 5, 70,776 variants affected 14,740 Glyma models in the UC7 line and 100,613 mismatched variants were associated with 16,146 Glyma models in the UC413 line. Next, we matched and selected those variants to include only the Glyma models that showed differential gene expression during the EH10 stage of development. As shown in Table 5, this resulted in 2966 and 4108 mismatched variants representing 560 and 607 Glyma models, respectively, in which the variant occurred within the Glyma model or a 1 kb region on either side of it in the UC7 or UC413 isolines. Further selection for the variants that would be most impactful to the protein structure were found by selecting those that occur only within the exonic coding regions and that number falls to 103 and 115 Glyma models, respectively. Selecting for small indels reduces the number to only 23 and 19 unique Glyma models, respectively. These models are potentially proteins with major disruptions as a reason for the effect on gene expression and therefore are candidates for the *mi* locus, or possibly for the *G* locus that also varies between these two isolines. Interestingly, only nine unique Glyma models had consistent expression changes in all three developmental stages (EH10, EH25, and EH50). Of the six that contained indels within the coding sequences of the UC413 alleles (Additional file 13) some were transcription factors. The one with the most significant expression changes was Glyma.14G172200.1, annotated as a Vq protein, which was consistently 7.5 to 11-fold lower in the UC413 (*i*^*i*^ *R t mi G*) isoline with a *padj* value of < 10^− 13^. 

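Glyma.14G172200.1, the Vq protein, was at 0.101 ± 0.00811 RPKM in UC7 and 1.81 ± 0.363 RPKM in UC413 at EH10 (mean ± SD, n = 2). At EH25 it was at 0.166 ± 0.0873 and 1.94 ± 0.353 RPKM, and at EH50 at 0.220 ± 0.0407 and 1.89 ± 0.346 RPKM. It was thus higher in UC413, with log2 fold changes of 2.13, 2.16 and 1.96 (standard error 0.23, adjusted p = 0.00115, 0.00382 and 0.00346 from limma). At EH50 the call ended without UC413 EH50 replicate 1 (adjusted p = 0.0571).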

Vq proteins are a class of plant specific transcription regulators involved in various growth and development processes. Of course, this approach identifies only those genes with protein variation and not promoter defects or other mechanisms that could affect expression. Nor would the approach of correlating structure and expression pinpoint candidates with changes in the active site or protein modifications that do not affect gene expression levels. Unfortunately, there are no map position data for this unusual minute-hilum trait that could help narrow the affected region. The isoline cross, which was made in the 1960’s before the era of molecular markers, was to a non-adapted variety with several other major alleles, as *G* and *t* for example, that were also introgressed at the same time. This necessarily brought in large blocks of variation in these regions and makes it difficult to pinpoint a single localized high SNP region that could be associated with the *mi* allele.

**Table 5:** Matching of whole genome and RNA-Seq data from standard and minute hilum isolines

Isoline	UC7		UC413		Category Explanation
	***i***^***i***^ ***R T Mi g***		***i***^***i***^ ***R t mi G***		
Category	Variants	Glymas	Variants	Glymas	
1	70,776	14,740	100,613	16,146	Total mismatched variants & affected Glymas
2	2966	550	4108	607	Total within or near EH10 DEGs
3	244	103	275	115	Total within exons of EH10 DEGs
4	31	23	27	19	Indels within exons of EH10 DEGs
5	6	5	7	5	Indels within exons of EH10–25-50 DEGs

Full data set of the 171,389 mismatched variants from the VCF file is shown in Additional file 12. Variants are those that differ at the same genome position number between UC7 and UC413. Thus, they do not include variants that differ from the reference genome but are identical in UC7 and UC413. Glymas are the number of unique Glymas found in the indicated set. Category explanations are found by successive filterings of the original VCF or expression data. DEGs, differentially expressed genes in stage EH10 or in all three stages EH10, EH25, and EH50 at *padj* < 0.05

## Discussion

### Numerous hormone related and cell wall gene expression changes are prominent in the minute hilum (*mi*) isoline

The recessive ***mi*** allele (Fig. 1) appears to restrict hilum growth (or cause premature maturation) and leads to a smaller hilum, smaller seed size, and defects in the seed coat that appear to emanate from the hilum region. Nothing is known about the *mi* allele in the literature except a 1960 abstract [38] and the presence of an isoline developed by the geneticist Richard L. Bernard and entered into the Soybean Germplasm collection that is maintained by the USDA (Additional file 1). Our goal was to identify gene expression variation in the extended hilum region of the seed coat brought about by the minute hilum allele (*mi*) in Clark isoline UC413 (*i*^*i*^ *R t mi G*) compared to that of the Clark 63 standard UC7 (*i*^*i*^ *R T Mi g*). Only 234, 258 and 475 genes respectively were overexpressed in the standard UC7 (*i*^*i*^ *R T Mi g*) line at the EH10, EH14, and EH50 stages, respectively, whereas a much larger number of genes (1485, 475 and 859) were overexpressed in the minute-hilum isoline UC413 (*i*^*i*^*,R,t,mi,G*) (Table 2; Additional file 2). The most striking differences were the larger numbers of genes in several categories including transcription factors, transcription related genes, hormone related, cell wall, and protein metabolism genes that were overexpressed in the *mi* line compared to those in the standard, especially at the earliest stage of development (Table 2).

On the other hand, more photosynthesis related genes were overexpressed in the standard line compared to the *mi* line at each of the three developmental stages examined. This fact suggests that even though the seed coats of the mutant line were green and indistinguishable by eye from those of the standard line at all three seed coat maturation stages analyzed, a certain number of photosynthesis related genes encoding, mostly Photosystem I psaA/psaB protein and Photosystem II reaction center proteins, are either suppressed, or out of phase, in their expression in the hilum-containing seed coat sections from the *mi* isoline relative to that of the standard line. Of the few photosynthesis related genes overexpressed in the *mi* isoline, four of them were overexpressed at the EH10 and EH25 seed developmental stages and only one, a putative chloroplastic DNA binding protein Glyma.05G076800), was overexpressed at all three stages tested (Additional file 2).

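Glyma.05G076800.1, a PTAC9-type plastid DNA-binding protein, was at 3.58 ± 0.647 RPKM in UC7 and 11.4 ± 1.05 RPKM in UC413 at EH50 (mean ± SD, n = 2), with a log2 fold change of 1.33 (standard error 0.20, adjusted p = 0.00825 from limma). That call ended without UC7 EH50 replicate 2 (adjusted p = 0.0613) or UC413 EH50 replicate 1 (adjusted p = 0.0841). At EH10 it was at 2.48 ± 1.31 and 7.31 ± 0.796 RPKM, with a log2 fold change of 0.81 (adjusted p = 0.0425), and without any library but those of UC7 EH25 and UC7 EH10 replicate 2 its adjusted p lay between 0.0541 and 0.252. At EH25 it was at 3.53 ± 1.08 and 8.27 ± 0.710 RPKM, with a log2 fold change of 0.85 (adjusted p = 0.0585), and it was called there with RPKM as deposited. It was also called there with a replicate block within each stage (adjusted p = 0.0252).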

Little is known about the *G* locus, which also varies in genotype between these two lines, except that it keeps seed coats green until maturity and that a putative map position placed it near the beginning of chromosome 1 (information at Soybase, https://soybase.org/). Some of the many transcription factors which are differentially expressed could affect the stay green phenotype of the seed coat and potentially be candidates for the *G* locus function. A few of these are located near the putative map position at the beginning of Chromosome 1 (Additional file 2). The *T* locus which affects pigmentation on both the trichome hairs and the seed coat also varies between these isolines in phenotype. It is known to encode the abundant *F3’H* transcript found in the seed coats [9]. We verified both the *t* and *R* genotypes in the UC413 line by the whole genome resequencing data for these alleles (Additional file 12).

### A model for altered hormone responses leading to the minute hilum trait based on global expression changes between the *mi* and standard isolines

Although essentially no studies have been conducted on the *mi* trait except the development of an isoline carrying the gene, our RNA-Seq high throughput data brought to prominence the differential expression of an ethylene-forming enzyme ACC Oxidase (*ACO*) gene, Glyma.09G008400 that catalyzes the final step in the biosynthesis of ethylene and is also now thought to be a rate limiting step in many circumstances [16]. ACC Synthase (ACS), which acts immediately upstream in the pathway, had previously been considered as a rate limiting enzyme as its abundance and activity are highly regulated [39]. In the plant species where it has been examined, both ACS and ACO are encoded by multigene families, different members of which are expressed differentially in response to various developmental, environmental, and hormonal determinants. The *ACS* or *ACO* genes have been downregulated by transgenic approaches using antisense and shown to delay fruit ripening in climacteric species or senescence in flowers as reviewed in [40, 41]. Silencing the *ACO* gene has been shown to arrest ovule development in tobacco which is reversible with application of exogenous ethylene [42]. However, there are very few reports on how overexpression of the *ACO* gene affects the plant morphology. In *Arabidopsis*, formation of the apical hook during early seedling growth responds to ethylene by slowing growth of the cells leading to an exaggerated hook structure and serves as a model for ethylene responses [43]. Using in situ hybridization, expression of an *ACO* gene in the outer cells was correlated with the ethylene-induced exaggeration of the hook [44]. In addition to the *ACO* gene, three ethylene receptor/transporter genes (*ETR1*: Glyma.09G002600; *ETR2*: Glyma.10G188500 and *EIN4*: Glyma.10G008500) in the regulatory network of the ethylene response were differentially expressed in the minute-hilum seed coats (Fig. 3 and Table 3) at this same early stage of seed development as was an AP2/ERF (ethylene responsive factor).

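Glyma.09G002600.1 (ETR1) was at 2.43 ± 0.742 RPKM in UC7 and 5.30 ± 0.346 RPKM in UC413 at EH10 (mean ± SD, n = 2). Relative to the median of all models its log2 fold change was 0.33 (standard error 0.13), which did not pass the test (adjusted p = 0.151 from limma). It was called at EH10 with RPKM as deposited and with every library set to an equal sum outside the rDNA region.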

Plant hormones, including ethylene, auxin, cytokinins, gibberellins, and abscisic acid influence each other and regulate in part the growth and development of seeds and pods [45]. Determining the regulatory role of ethylene has been complicated as it can have a biphasic dose-response curve with an optimum level that stimulates growth while higher or lower doses inhibit growth [46]. Recently, the molecular basis of *Semidwarf3,* a naturally occurring maize mutant, was shown to have elevated levels of ethylene due to a mutation creating an increase in stability of an ACC synthase gene. The shorter stature results from a decrease in cell elongation in the internode and concomitantly a promotion of cell elongation in the leaf auricle resulting in increased leaf angle [47]. An ACC deaminase transgenic line of canola which produces less ethylene than the plants from a wild type line, had smaller siliques with smaller and reduced number of seeds and also reduced levels of AUX and GA hormones [46].

A model for the postulated chain of events deduced from the gene expression changes found between the UC7 (*i*^*i*^ *R T Mi g*) and UC413 (*i*^*i*^ *R t mi G*) isolines was presented in Fig. 5. In the case of the UC413 *mi* line, overexpression of the *ACC oxidase* (*ACO*) gene, Glyma.09G008400, at early stages of pod and seed development could promote the release of higher levels of ethylene with a reciprocal decrease in AUXs and GAs and thus resulting also in the smaller hilum and possibly the smaller seed and pod sizes as shown in the *mi* isoline (Fig. 1, Table 1). We found that there were seven genes encoding Aux/IAA proteins (Table 4A) that were overexpressed in the *mi* isoline. Higher levels of Aux/IAA proteins often repress transcription of auxin-regulated genes such as auxin response factors (ARFs) with which they heterodimerize [23, 24]. Thus, expression of Aux/IAA proteins would potentially reduce the influence of auxin during development of the *mi* isoline.

In addition, a reduction in active GAs (GA1, GA4) could result from the increases in gibberellin 2-oxidase from the overexpressed genes, Glyma.07G236100 and Glyma.17G037300, in the *mi* isoline at both the EH10 and EH25 mg stages (Table 4B).

The gibberellin’s biosynthetic pathway and the enzymes involved in their synthesis and catabolism have been well studied in several plant species [48]. GA_1_ and GA_4_ appear to be the major bioactive GAs and they play a significant regulatory role in seed (seed coat, embryo) growth and development [49]. The two overexpressed gibberellin 2-oxidase genes in the *minute hilum* UC413 line, most likely catabolize and inactivate GA1 and GA4 as well as their precursors (GA9, GA12, GA20 and GA53) by 2β-hydroxylation [50]. Potentially, this could negatively affect expansion of the hilum or seed coat cells which occurs early in development leading to a smaller seed size. Since the seed coat also serves as channel to mobilize sugars and other phloem-derived nutrients to the developing embryo [51], a reduction in the size and weight of cotyledons and embryonic axis may also result.

Thus, the increased expression of the two *GA2ox4* genes brought upon by ethylene overproduction and consequent oxidation/inactivation of the bioactive GAs is a plausible network resulting in the reduction in active GAs leading to decreased cell growth and expansion during the embryo differentiation phase [50, 51]. These putative hormone disturbances caused by the higher ethylene content could cause the seed coat hilum region to mature faster or slow the seed coat cell growth in the hilum region. This would result in a smaller hilum. If the effects are manifested in tissues other than the seed coat, a higher ethylene might also result in inhibition of seed development and growth accounting for the smaller pods, number of seeds per pod, seed size and weight.

The hormonal unbalance created by the higher level of ethylene in the *mi* seeds likely results as well in the larger number of genes that are differentially expressed in several of the annotation categories. As shown in Fig. 2 and Table 2, these include the transcription factor, transcription related, protein metabolism, and photosynthesis related categories. The hormonal differences may have shifted the expression of some of these genes to be out of phase as compared to their normal pattern in the standard line. The lower GA levels induced by the higher ethylene content in the developing seeds of the *mi* isoline could in turn affect the expression of gibberellin regulated cell wall proteins such as extensin and other proline-rich proteins (as SbPRP2 and SbPRP3) which then exacerbate the cracking of the seed coat as observed in the minute hilum seeds. Previous studies have demonstrated correlation of soybean seed coat defectiveness of the recessive *i t* genotype combination (pigmented and defective) or with the *def* gene that specifies a net-like seed coat appearance [13–15].

For the allele combination of the minute hilum isoline UC413 (*i*^*i*^ *R t mi G*) compared to the UC7 (*i*^*i*^ *R T Mi g*) standard isoline, we report here a much higher number (90) of cell wall related genes that were overexpressed in the *mi* line versus in the standard line at the early EH10 stage, suggesting an importance of cell wall proteins in mediating the defective seed coat phenotype. In *mi* seed, the cracking appears to originate near the hilum at a later stage of development as the seed begins to desiccate. Since the cracks occur in the yellow area of the seed coat, this pattern appears to be different from the epistatic interaction of the recessive *i* and *t* alleles in which cracks are only found on the pigmented regions of the seed coat.

On the other hand, very few cell wall related genes were overexpressed in the UC7 standard line at the EH10 and EH25 stages (Table 2, Fig. 4) but more were overexpressed in the later stages. Among these are several Glyma models, originally in the hormone category, and annotated as gibberellin-regulated extensin genes (Additional file 4). In addition, another highly expressed cell wall gene, *SbPRP3* (Glyma.11G154900), was found to be overexpressed in the standard line (1005 RPKMs) compared to the *mi* line (287 RPKMs) only at the third stage of seed coat examined, EH50, along with four additional putative extensin genes (Additional file 4).

The fact that larger numbers of cell wall related genes were overexpressed in the *mi* seed coats, many encoding cell wall structural and loosening enzymes (cellulases, glycosyl hydrolases, expansins, chitinases, pectin lyases) resembles expression patterns in ethylene induced senescence or fruit ripening events [45]. At the same time, the lower expression in the minute hilum seeds of the gibberellin-regulated extensin genes, and the lower expression of *SbPRP3* (Gyma.11G154900) and other hydroxyproline rich proteins in the EH50 stage might contribute to limiting cell wall growth and perhaps enhancing the seed coat cracking, as manifested in the *mi* seeds during the desiccation phase later in development.

## Conclusions

The differences in gene expression profiles captured from the hilum and immediate surrounding region of the seed coat, at three early stages of seed development, supported a model for a series of events driven by higher levels of ethylene in the minute hilum (*mi*) isoline which had heretofore never been investigated except for isoline development. Overexpression of the ethylene-forming enzyme ACC Oxidase (*ACO*) gene, Glyma.09G008400, that catalyzes the final step in the biosynthesis of ethylene along with increased expression of three ethylene receptor/transporter genes (*ETR1*: Glyma.09G002600; *ETR2*: Glyma.10G188500 and EIN4: Glyma.10G008500) is predicted to result in higher levels of ethylene in the *mi* seed coat tissue. Higher levels of ethylene bring about lower levels of auxin (IAA) and gibberellins (GAs). These hormonal changes were supported by the higher expression of seven genes encoding Aux/IAA proteins, potential repressors of auxin-regulated transcriptional activation, and the two gibberellin 2-oxidase genes, which will induce a reduction in active GAs (GA1, GA4). The lower auxin levels and active gibberellins would affect cell wall metabolism and composition to decrease cell growth and expansion, and possibly speed maturation of the hilum region during the embryo differentiation phase, explaining the smaller hilum and seed phenotype in the *minute hilum* isoline. Since no structural differences were identified in Glyma.09G008400 between the two isolines, the *ACO* gene is not likely to be the *mi* gene itself but to manifest the phenotype through perturbation of its regulation or expression during development of the hilum in the seed coat. Comparative analyses of whole genome resequencing data combined with the differentially expressed gene sets of the two isolines revealed a relatively small number of Glyma models with potential insertions or deletions in their protein coding regions. These genes form a set of potential candidate genes for further investigation to determine the molecular nature of the *mi* gene.

## Methods

### Plant material and genotypes

The *Glycine max* lines used in this study were obtained from the United States Department of Agriculture/Agricultural Research Service, USDA/ARS soybean germplasm collection in Urbana, Illinois. The standard Clark 63 (UC7, PI 548532) and the mutant isoline UC413 (PI 547628) that was generated after the *mi G t* alleles of a line derived from a cross between the varieties Laredo and Harosoy were introgressed into the Clark 63 (UC7) standard after six backcrosses. The UC7 standard Clark 63 line has a *i*^*i*^ *R T Mi g* genotype and black hilum on yellow seed coat phenotype while the mutant isoline, UC413, has an *i*^*i*^ *R t mi G* genotype and a smaller hilum known as a minute hilum designated as the *mi* gene [38]. In the presence of the recessive *t* allele, the hilum is light in color (imperfect black) in the *mi* seed. The light green seed coat of the UC413 mutant seed at maturity is attributed to the dominant *G* locus (Fig. 1). UC numbers are short internal laboratory numbers. Additional file 1 lists all information about the seed used including Plant Introduction (PI) numbers that can be used to search for the information that is available from the GRIN (Germplasm Resources Information Network at https://www.ars-grin.gov/) maintained by the USDA/ARS and from which the seed can be obtained.

### RNA extraction, high-throughput RNA sequencing and alignment to the *Glycine max* gene models

Seed coat sections containing the hilum and a small portion of proximal surrounding area were dissected (here designated as the extended hilum EH region) from seed coats of the standard UC7 and the mutant UC413 genotypes as indicated by the white oval line in Fig. 1. The seed coat hilum regions were dissected at three early stages of seed maturation based on the fresh weight (fwt) of the whole seed and designated EH10 (10–25 mg fwt), EH25 (25–50 mg fwt) and EH50 50–100 mg fwt) with two independent replicates each.

Total RNA was isolated from those 12 groups of the extended hilum region using a phenol-chloroform and lithium chloride precipitation method as described [9]. The purified RNA samples were sequenced at the W. M. Keck Center for Comparative and Functional Genomics at the University of Illinois at Urbana-Champaign. Starting with one μg total RNA per sample, RNAseq libraries were constructed with the TruSeq RNA Sample Preparation Kit (Illumina San Diego, CA). These libraries were multiplexed and loaded onto 8-lane flowcells for cluster formation and sequenced on an Illumina HiSeq2000. One of the lanes was loaded with a PhiX Control library that provides a balanced genome for calculation of matrix, phasing and prephasing, which are essential for accurate basecalling. The libraries were sequenced from one end (single-reads) of the molecules to a total read length of 100-nt. The sequencing run generated.bcl files were converted into demultiplexed compressed fastq files using Casava 1.8.2 (Illumina, San Diego, CA). A secondary pipeline decompressed the fastq files, generated plots with quality scores using FastX Tool Kit, removed perfect matches to reads that contain only adaptor and generated a report with the number of reads per sample/library.

Information on the libraries is shown in Additional file 1. Also shown in Additional file 1, are single samples of several other RNA-Seq libraries that were constructed and analyzed from EH100 (extended hilum region of 100–200 mg seed) as well as the whole seed coat of the 10–20 mg seed (designated WS10), 25–50 mg seed (WS25), and 50–100 mg seed (WS50).

### RNA-Seq alignment and data normalization

The resulting sequence reads were aligned to the 88,647 Glyma cDNA soybean gene models determined by the Soybean Genome Project, Department of Energy, Joint Genome Institute (JGI/Phytozome) [17], using the alignment program Bowtie v1 [18]. Bowtie parameters allowed up to three mismatches and up to 25 alignments per read; reads aligned more than 25 times were discarded, with none of their alignments added to the final count. The total read counts, generally from 49 to 59 million per sample are shown in Additional file 1.

RNA-Seq data were normalized in reads per kilobase of gene model per million mapped reads (RPKM), since the RNA-Seq reads will map all through the length of a given transcript [19].

The annotations of Glyma gene models were downloaded from the soybean genome in Phytozome version 11.0 for the Wm82.a2 assembly [17]. Our annotation grouping into approximately 24 categories were completed manually using the PFAM and best Arabidopsis hit information from the GFF files. DESeq (available via Bioconductor) is an R package to analyze the resulting number of counts from high-throughput sequencing data and determine differential expression between different samples [52]. The basemean value and *p* values and adjusted *p* value (*padj*) for each of the 88,647 Glyma model were determined using this R package in comparison between Clark standard (UC7) and the minute hilum (*mi*) mutant line (UC413).

### Construction of genomic DNA libraries and sequencing on the Illumina HiSeq2000

Shotgun genomic DNA libraries were constructed by the DNA Sequencing Center, University of Illinois, using the TruSeq DNA Sample prep kit (San Diego, CA) as described previously [7]. The libraries were loaded onto separate flowcells and sequenced on an Illumina HiSeq2000. The DNAs in these libraries were sequenced from both ends of the molecules to a total read length of 100 nt from each end using a TruSeq SBS sequencing kit version 3. The run generated raw basecall files (.bcl) which were converted into demultiplexed compressed fastq files using Casava 1.8 (Illumina, CA). The total numbers of read counts of approximately 200 million at each end are shown in Additional file 1. Alignments using Bowtie v2 to the Wm82.a2 assembly and displayed using the Integrative Genomics Viewer were also performed as previously indicated [7]. In house python scripting was used to match VCF position information from the alignment data to Glyma models and expression data.

### Amplicon sequencing

Amplicon sequencing was conducted following PCR conditions as previously described [6]. The primers used to amplify the *ACO* gene were:

Forward primer ACO3F: 5’GTCATCTGCATGAGATCGAAACCTCCAAG3′ and Reverse primer ACO4R: 5’CCAAACGTGTCTATTAATGTAATTAAG3’. For each soybean genotype, four reactions were pooled and purified with a Zymo DNA Clean and Concentrator kit and the concentration adjusted to between 40 to 64 ng/ul. Samples were submitted for sequencing with the Illumina MySeq, and automated assembly by the Center for Computational and Integrative Biology DNA Core Facility at Massachusetts General Hospital (Cambridge, MA). Coverage of each amplicon was from 84,000 to over 168,000 reads. Multiple alignments were conducted with Multalin [53].

## Supplementary information

**Additional file 1.** Summary of information for cultivars, RNA-Seq, DNA genomic resequencing, and amplicon sequencing used in this report.

**Additional file 2 **RNASeq data analysis for 3786 Glyma models differentially expressed in the extended hilum regions between the standard UC7 (*i*^*i*^ *R T Mi g*) and minute hilum isolines UC413 (*i*^*i*^ *R t mi G*).

**Additional file 3 **Expression levels of ethylene forming enzyme gene (*ACO*) family members based on RNA-Seq reads aligning to the transcript sequence of Williams 82.

**Additional file 4.** Selected Glyma models of differentially expressed cell-wall protein or related genes in the three stages of development.

**Additional file 5.** Overexpressed transcription factors in either UC7 or UC413 isolines.

**Additional file 6.** Expression analysis of genes associated with seed size in soybean or other plant species.

**Additional file 7 **Protein alignments of four ACO oxidases from soybean against *Arabidopsis* and tomato proteins using the Multalin tool.

**Additional file 8.** Comparison of RPKMs for 11 Glyma models annotated as ACO genes in Williams.

**Additional file 9 **VCF file data of differences in the ACO (Glyma.09G008400.1) genomic sequences of alleles from UC7 *(i*^*i*^ *R T)* and UC413 *(i*^*i*^ *R t mi G)* lines.

**Additional File 10.** Alignments of ACO gene (Glyma.09G008400.1) promoter regions derived from amplicon sequences UC7 and UC413 alleles.

**Additional file 11.** Coverage graphs and amplicon raw sequencing data.

**Additional file 12 **Genomic sequence alignments of the *R* and *T* loci for the UC2 (*R T*), UC7 (*R T*), UC413 (*R t*) and UC501 (*r t*) soybean lines.

**Additional file 13.** Matching of sequence variation with RNA-Seq data in UC7 and UC413.

## Data Availability

The RNA-Seq datasets supporting the conclusions of this article are available in the Gene Expression Omnibus at the National Center for Biotechnology Information with Accession Series GSE146287 at (https://www.ncbi.nlm.nih.gov/geo/). The genomic resequencing datasets from the Short Read Archive (https://www.ncbi.nlm.nih.gov/sra) supporting the conclusions of this article are shown in Additional file 1 and amplicon sequencing data supporting the conclusions of this article are shown in Additional file 11 of this article.

## Abbreviations

*ACO*: 1-aminocyclopropane-1-carboxylate oxidase = ‘ethylene forming enzyme’ gene
ABA: Abscisic acid
AUX: Auxin
CHS: Chalcone synthase
CK: Cytokinins
DAP: Days after pollination
AUX: Auxin
fwt: Fresh weight
F3’H: Flavonoid 3′ hydroxylase
GA: Gibberellins
*padj*: Adjusted *p value* = statistical significance term
*pval*: *p* value = statistical significance term
RPKM: Reads per kilo base per million mapped reads
RPKM: Reads per kilo base per million mapped reads
*UF3G*: Flavonoid 3-Oglucosyltransferase

## References

[1] Carlson JB, Lersten NR: Reproductive morphology. In Boerma HR, Specht JE, editors. Soybeans: improvement, production, and uses. Madison WI. 2004; American Society of Agronomy. pp. 59–95.

[2] Smýkal P, Vernoud V, Blair MW, Soukup A, Thompson RD (2014). The role of the testa during development and in establishment of dormancy of the legume seed. Front Plant Sci.

[3] Todd JJ, Vodkin LO (1996). Duplications that suppress and deletions that restore expression from a CHS multigene family. Plant Cell.

[4] Tuteja JH, Zabala G, Varala K, Hudson M, Vodkin LO (2009). Endogenous, tissue-specific short interfering RNAs silence the chalcone synthase gene family in Glycine max seed coats. Plant Cell.

[5] Cho YB, Jones SI, Vodkin LO (2013). The transition from primary siRNAs to amplified secondary siRNAs that regulate chalcone synthase during development of *Glycine max* seed coats. PLoS One.

[6] Cho YB, Jones SI, Vodkin LO (2017). Mutations in *Argonaute5* illuminate Epistatic interactions of the *K1* and *I* loci leading to saddle seed color patterns in *Glycine max*. Plant Cell.

[7] Cho YB, Jones SI, Vodkin LO (2019). Nonallelic homologous recombination events responsible for copy number variation within an RNA silencing locus. Plant Direct.

[8] Toda K, Yang D, Yamanaka N, Watanabe S, Harada K, Takahashi R (2002). A single-base deletion in soybean flavonoid 3′-hydroxylase gene is associated with gray pubescence color. Plant Mol Biol.

[9] Zabala G, Vodkin L (2003). Cloning of the pleitropic *T* locus in soybean and two recessive alleles that differentially affect structure and expression of the encoded flavonoid 3’ hydroxylase. Genetics..

[10] Gillman JD, Tetlow A, Lee J-D, Shannon JG, Bilyeu K (2011). Loss-of-functions affecting a specific Glycine max R2R3 MYB transcription factor result in Brown hilum and brown seed coats. BMC Plant Biol.

[11] Zabala G, Vodkin LO (2014). Methylation affects transposition and splicing of a large CACTA transposon from a MYB transcription factor regulating anthocyanin synthase genes in soybean seed coats. PLoS One.

[12] Nicholas CD, Lindstrom JT, Vodkin LO (1993). Variation of proline-rich cell wall proteins in soybean lines with anthocyanin mutations. Plant Mol Biol.

[13] Lindstrom JT, Vodkin LO (1991). A soybean Cell Wall protein 1s affected by seed color genotype. Plant Cell.

[14] Percy JD, Philip R, Vodkin LO (1999). A defective seed coat pattern (net) is correlated with the post-transcriptional abundance of soluble proline-rich cell wall proteins. Plant Mol Biol.

[15] Kour A, Boone AM, Vodkin LO (2014). RNA-Seq profiling of a defective seed coat mutation in glycine max reveals differential expression of proline-rich and other cell wall protein transcripts. PLoS One.

[16] Houben M, Van de Poel B (2019). 1-Aminocyclopropane-1-carboxylic acid oxidase (ACO): the enzyme that makes the plant hormone ethylene. Front Plant Sci..

[17] Schmutz J, Cannon SB, Schlueter J, Mitros T (2010). Genome sequence of the paleopolyploid soybean. Nature..

[18] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory efficient alignment of short DNA sequences to the human genome. Genome Biol.

[19] Mortazavi A, Williams BA, McCue K, Schaeffer L, Wold B (2008). Mapping and quantifying mammalian transcriptomes by RNA-Seq. Nat Methods.

[20] Vogel JP, Woeste KE, Theologis A, Kieber JJ (1998). Recessive and dominant mutations in the ethylene biosynthetic gene ACS5 of Arabidopsis confer cytokinin insensitivity and ethylene overproduction, respectively. PNAS..

[21] Chae HS, Faure F, Kieber JJ (2003). The *eto1*, *eto2*, and *eto3* mutations and cytokinin treatment increase ethylene biosynthesis in Arabidopsis by increasing the stability of ACS protein. Plant Cell.

[22] Wang KL-C, Li H, Ecker JR (2002). Ethylene biosynthesis and signaling networks. Plant Cell.

[23] Overvoorde PJ, Okushima Y, Alonso JM, Chan A, Chang C, Ecker JR, Hughes B, Liu A, Onodera C, Quach H, Smith A, Yu G, Theologis A (2005). Functional genomic analysis of the AUXIN/INDOLE-3-ACETICACID gene family members in Arabidopsis thaliana. Plant Cell.

[24] Ren H, Gray WM (2015). SAUR proteins as effectors of hormonal and environmental signals in plant growth. Mol Plant.

[25] Nawaz MA, Rehman HM, Imtiaz M, Baloch FS, Lee JD, Yang SH, Lee SI, Chung G (2017). Systems identification and characterization of cell wall reassembly and degradation related genes in *Glycine max* (L.) Merill, a bioenergy legume. Sci Rep.

[26] Hong JC, Nagao RT, Key JL (1990). Characterization of a proline-rich cell wall protein gene family of soybean. A comparative analysis. J Biol Chem.

[27] Ge L, Yub J, Wanga H, Luthc D, Baib G, Wangc K, Chena R (2016). Increasing seed size and quality by manipulating *BIG SEEDS1* in legume species. PNAS..

[28] Liu L, Tong H, Xiao Y, Che R, Xu F, Hu B, Liang C, Chu J, Li J, Chu C (2015). Activation of big Grain1 significantly improves grain size by regulating auxin transport in rice. PNAS..

[29] Wang X, Li Y, Zhang H, Sun G, Zhang W, Qiu L (2015). Evolution and association analysis of *GmCYP78A10* gene with seed size/weight and pod number in soybean. Mol Biol Rep.

[30] Zhao B, Dai A, Wei H, Yang S, Wang B, Jiang N, Feng X (2016). *Arabidopsis KLU* homologue *GmCYP78A72* regulates seed size in soybean. Plant Mol Biol.

[31] Du J, Wang S, He C, Zhou B, Ruan J-W, Shou H (2017). Identification of regulatory networks and hub genes controlling soybean seed set and size using RNA sequencing analysis. J Exp Bot.

[32] Jones SI, Vodkin LO (2013). Using RNA-Seq to profile soybean seed development from fertilization to maturity. PLoS One.

[33] Shamimuzzaman M, Vodkin LO (2014). Transcription factors and glyoxylate cycle genes prominent in the transition of soybean cotyledons to the first functional leaves of the seedling. Func Intr Genomics.

[34] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with bowtie 2. Nat Methods.

[35] Solovyev VV, Shahmuradov IA, Salamov AA (2010). Identification of promoter regions and regulatory sites. Methods Mol Biol.

[36] Shahmuradov I (2015). Solovyev V: Nsite, NsiteH and NsiteM computer tools for studying transcription regulatory elements. Bioinformatics..

[37] Cominelli E, Galbiati M, Albertini A, Fornara F, Conti L, Coupland G, Tonelli C (2011). DOF-binding sites additively contribute to guard cell-specificity of *AtMYB60* promoter. BMC Plant Biol.

[38] Waddle BA (1960). The inheritance of minute hilum in soybeans.

[39] Kende H (1993). Ethylene biosynthesis. Annu Rev Plant Physiol Plant Mol Biol.

[40] Sterns JC, Glick BR (2003). Transgenic plants with altered ethylene biosynthesis or perception. Biotechnol Adv.

[41] Phillips AL: Genetic and transgenic approaches to improving crop performance. In: Davies P.J. (eds) Plant hormones. 2010;618-645, Springer, Dordrecht.

[42] De Martinis D, Mariani C (1999). Silencing gene expression of the ethylene-forming enzyme results in a reversible inhibition of ovule development in transgenic tobacco plants. Plant Cell.

[43] Schaller GE, Kieber JJ: Ethylene. In the Arabidopsis book. 2002;Amer. Soc Plant Biol.10.1199/tab.0071PMC324334022303216

[44] Raz V, Ecker JR (1999). Regulation of differential growth in the apical hook of *Arabidopsis*. Development..

[45] Iqbal N, Kahn NA, Ferranto A, Trivellini A, Francini A, Khan MIR (2017). Ethylene role in plant growth, development and senescence: interaction with other phytohormones. Front Plant Sci.

[46] Walton LJ, Kurepin LV, Yeung EC, Shah S, Emery RJN, Reid DM, Pharis RP (2012). Ethylene involvement in silique and seed development of canola, *Brassica napus* L. Plant Physiol Biochem.

[47] Li H, Wang L, Liu M, Dong Z, Li Q, Fei S, Xiang H, Liu B, Jin W (2020). Maize plant architecture is regulated by the ethylene biosynthetic gene *ZmACS7*. Plant Physiol.

[48] Hedden P, Thomas SG (2012). Gibberellin biosynthesis and its regulation. Biochem J.

[49] Nadeau CD, Ozga JA, Kurepin LV, Jin A, Pharis RP, Reinecke DM (2011). Tissue-specific regulation of gibberellin biosynthesis in developing pea seeds. Plant Phys.

[50] Lee DH, Lee IC, Kim KJ, Kim DS, Na HJ, Lee IJ, Kang SM, Jeon HW, Le PY, Ko JH (2014). Expression of gibberellin 2-oxidase 4 from *Arabidopsis* under the control of a senescence-associated promoter results in a dominant semi-dwarf plant with Normal flowering. J Plant Biol.

[51] Van Dongen JT, Ammerlaan AM, Wouterlood M, Van Aelst AC, Borstlap AC (2003). Structure of the developing pea seed coat and the post phloem transport pathway of nutrients. Ann Bot (Lond).

[52] Anders S, Huber W (2010). Differential expression analysis for sequence count data. Genome Biol.

[53] Corpet F (1988). Multiple sequence alignment with hierarchical clustering. Nucl Acids Res.

# Supplementary material for: Overexpression of an ethylene-forming ACC oxidase (ACO) gene precedes the Minute Hilum seed coat phenotype in Glycine max
**Source:** BMC Genomics. 2020 Oct 16;21:716. doi: 10.1186/s12864-020-07130-8

Additional file 3. Expression levels of ethylene forming enzyme gene (ACO) family members based on RNA-Seq reads aligning to the model transcript sequence of Williams 82.

Alignments of RNA-Seq reads from the EH10 stage of the UC413 isolate (*p R t m i G*) to the gene model transcripts did not allow for any mismatches. X-axis is position along the transcript and Y-axis is RPKM level.

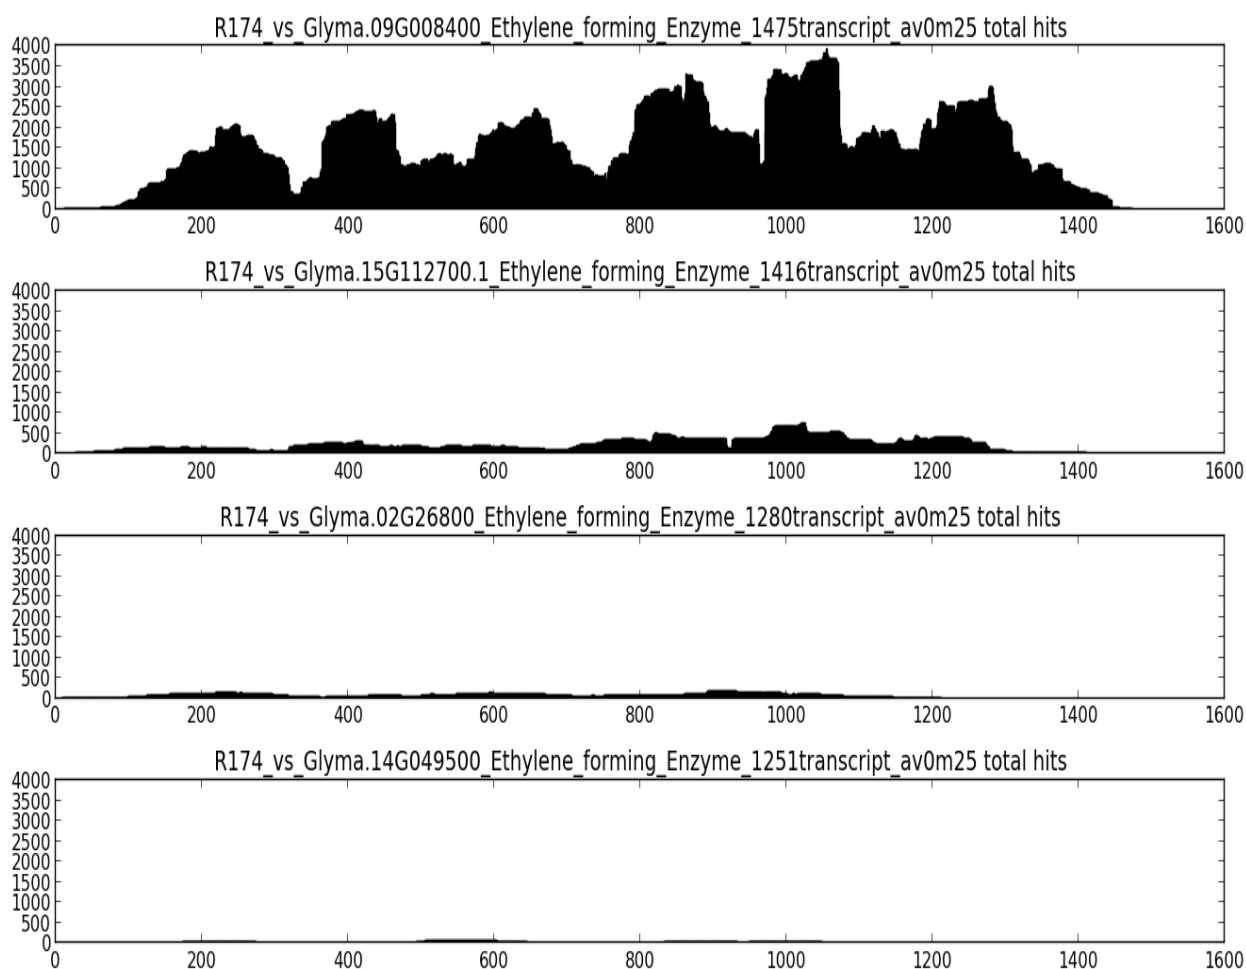

**Supplement:** Supplementary file 3 — Additional file 3 Expression levels of ethylene forming enzyme gene (ACO) family members based on RNA-Seq reads aligning to the transcript sequence of Williams 82.

# Supplementary material for: Overexpression of an ethylene-forming ACC oxidase (ACO) gene precedes the Minute Hilum seed coat phenotype in Glycine max
**Source:** BMC Genomics. 2020 Oct 16;21:716. doi: 10.1186/s12864-020-07130-8

Additional file 5. Overexpressed transcription factors in either UC7 or UC413 isolines.

Standard **UC7** (*iⁱ*,*R*,*T*)

10-25 mg seed

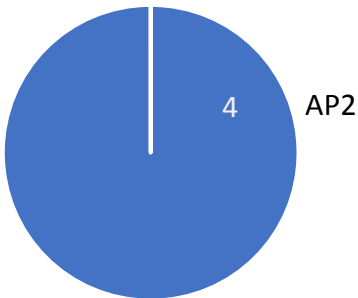

25-50 mg seed

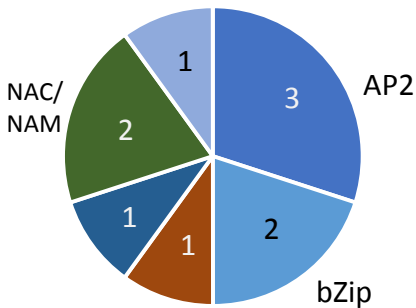

50-100 mg seed

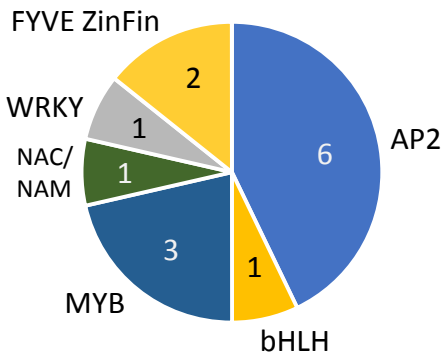

Mutant **UC413** (*iⁱ*,*R*,*t*,*mi*,*G*)

10-25 mg seed

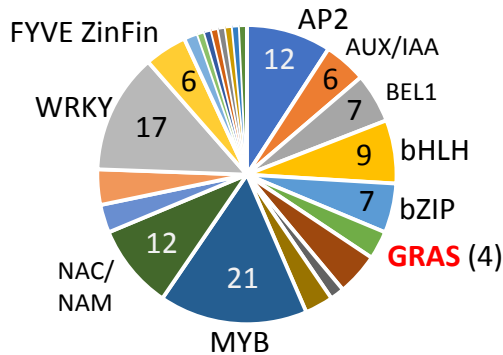

25-50 mg seed

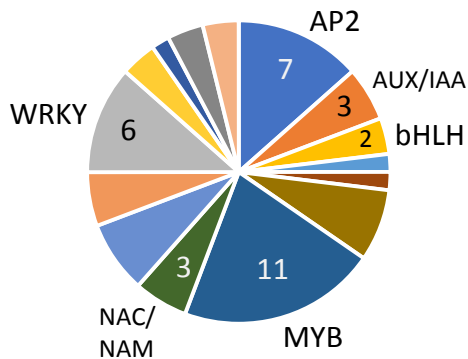

50-100 mg seed

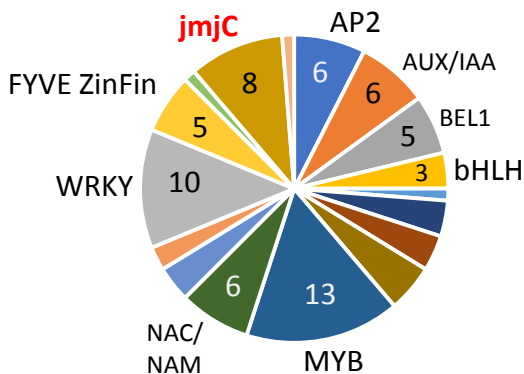

**Supplement:** Supplementary file 5 — Additional file 5. Overexpressed transcription factors in either UC7 or UC413 isolines.

# Supplementary material for: Overexpression of an ethylene-forming ACC oxidase (ACO) gene precedes the Minute Hilum seed coat phenotype in Glycine max
**Source:** BMC Genomics. 2020 Oct 16;21:716. doi: 10.1186/s12864-020-07130-8
**Supplement:** Supplementary file 6 — Additional file 6. Expression analysis of genes associated with seed size in soybean or other plant species.

Additional file 6: Expression analysis of genes associated with seed size in soybean or other plant species.

Glyma Model	Annotation	Gene	Reference & Species	Ave RPKMs		Fold Change	Seed Stage
				UC7	UC413		
Glyma.10G244400.1	TIFY domain /Divergent CCT motif	**GmBS1 (AtPPD2)**	Ge., 2016 (<i>Mt, Gm</i>)	No differential expression any stage			
Glyma.20G150000.1	TIFY domain /Divergent CCT motif	**GmBS2 (AtPPD1)**	"	No differential expression any stage			
Glyma.10G208200.1	U-Box Domain-Containing Protein 14	**GmBS**	"	No differential expression any stage			
Glyma.16G006100.1	BIG GRAIN 1-like B; Aux transport reg	**BG1-like**	Liu., 2015 (<i>Os</i>)	No differential expression any stage			
Glyma.07G036700.1 ^a	BIG GRAIN 1-like B; Aux transport reg	**BG1-like**	"	4.33	**9.88**	0.44	EH10
Glyma.16G158700.1	Chaperone-Activity Of Bc1 Complex	**ABC1-like**	Li., 2015 (<i>Os</i>)	2.97	**8.90**	0.33	EH10
Glyma.16G158700.1	Chaperone-Activity Of Bc1 Complex	**ABC1-like**	"	1.72	**4.26**	0.40	EH25
Glyma.03G176600.2	WRKY family TF	**TTG2**	Johnson., 2002 (<i>At</i>)	11.75	**3.06**	0.36	EH10
Glyma.03G176600.1	WRKY family TF	**TTG2**	"	14.1	**0.81**	0.46	EH25
Glyma.05G091200.1	Integrase-type DNA-binding	**AP2**	Jofuki., 2005 (<i>At</i>)	2.83	**7.19**	0.39	EH50
Glyma.16G142700.1	LIM domain-containing protein	**DA1**	Xia., 2013 (<i>At</i>)	1.48	**4.24**	0.35	EH10
Glyma.10G137600.1	ABC TRANSPORTER B 11	**PGP4**	Peer., 2007 (<i>At</i>)	2.97	**8.90**	0.33	EH10
Glyma.02G008000.1	ABC TRANSPORTER B 11	**PGP4**	"	4.14	**3.63**	0.30	EH10
Glyma.15G208600.1	Transporter: Auxin efflux carrier	**GmPIN2b**	Liu & Wei. 2017 (<i>Gm</i>)	1.96	**6.65**	0.29	EH10
Glyma.05G019200.1	CYT P450 78A5-RELATED	**KLU**	Wang., 2015 ; Zhao 2016	0.81	**5.11**	0.16	EH10
Glyma.05G019200.1	CYT P450 78A5-RELATED	**KLU**	Du., 2017 (<i>Gm</i>)	2.17	**6.83**	0.32	EH25
Glyma.16G021200.1	CYT P450 78A6-RELATED	**CYP78A6**	Zhao., 2016 (<i>Gm</i>)	**5.21**	1.37	3.80	EH10
Glyma.16G021200.1	CYT P450 78A6-RELATED	**CYP78A6**	"	**15.09**	3.23	4.67	EH25
Glyma.16G021200.1	CYT P450 78A6-RELATED	**CYP78A6**	"	**10.31**	2.24	4.60	EH50
Glyma.07G052300.1	CYT P450 78A6-RELATED	**CYP78A6**	"	**5.74**	1.72	3.34	EH25
Glyma.07G052300.1	CYT P450 78A6-RELATED	**CYP78A6**	"	**2.10**	0.68	3.09	EH50
Glyma.06G202300.1 ^b	Flavonoid 3'-Monooxygenase	**T (F3'H)**	Zabala., 2003 (<i>Gm</i>)	**108.5**	42.3	2.55	EH50

The average RPKMs for both repeats of each isolate is shown to conserve space. See Additional File 2 for both values. FC= fold change of UC7/UC413 RPKMs. Bold values show the higher expression level. The gene name is that given in the indicated reference. Glyma models with homology were determined by sequence similarity. *Mt*, *Medicago truncatula*; *At*, *Arabidopsis thaliana*; *Os*, *Oryza sativa*; *Gm*, *Glycine max*

^a The differential expression of this gene between the standard UC7 and the mutant UC413 lines had *pval*<0.05 but higher *padj*.

^b This Glyma model is not associated with seed size but encodes the soybean *T* locus and has a known premature stop codon in the recessive *t* allele found in the *mi* isolate that affects transcript levels.

References:

- Doughty J, Aljabri M, Scott RJ: Flavonoids and the regulation of seed size in *Arabidopsis*. Biochemical Society Transactions. 2014;42 (2):364-369. (review)
- Du J, Wang S, He C, Zhou B, Ruan J-W, Shou H: Identification of regulatory networks and hub genes controlling soybean seed set and size using RNA sequencing analysis. Journal of Experimental Botany. 2017;68 (8):1955–1972.
- Ge L, Yub J, Wanga H, Luth D, Baib G, Wangc K, Chena R: Increasing seed size and quality by manipulating *BIG SEEDS1* in legume species. PNAS. 2016;113(44):12414-12419.
- Jofuku KD, Omidyar PK, Gee Z, Okamuro K: Control of seed mass and seed yield by the floral homeotic gene *APETALA2*. PNAS. 2005;102:3117-3122.
- Johnson CS, Kolevski B, Smyth DR: *TRANSPARENT TESTA GLABRA2*, a trichome and seed coat development gene of *Arabidopsis*, encodes a WRKY transcription factor. Plant Cell. 2002;14 (6):1359-1375.
- Li T, Jiang J, Zhang S, Shu H, Wang Y, Lai J, Du J, Yang C: *OsAGSW1*, an ABC1-like kinase gene, is involved in the regulation of grain size and weight in rice. Journal of Experimental Botany. 2015; 66 (19):5691 –5701.
- Liu L, Tong H, Xiao Y, Che R, Xu F, Hu B, Liang C, Chu J, Li J, Chu C: Activation of Big Grain1 significantly improves grain size by regulating auxin transport in rice. PNAS. 2015;112(35):11102-11107.
- Liu Y, Wei H: Genome-wide identification and evolution of the *PIN-FORMED (PIN)* gene family in *Glycine max*. Genome 2017, 60:564–571.
- Peer WA, Murphy AS: Flavonoids and auxin transport: modulators or regulators? TRENDS in Plant Science. 2007;12:557-563.
- Wang X, Li Y, Zhang H, Sun G, Zhang W, Qiu L: Evolution and association analysis of *GmCYP78A10* gene with seed size/weight and pod number in soybean. Mol, Biol. Reports. 2015;42:489-496.
- Xia T, Li N, Dumenil J, Li J, Kamenski A, Bevan MW, Gao F, Li YH: The ubiquitin receptor *DA1* interacts with the E3 ubiquitin ligase *DA2* to regulate seed and organ size in *Arabidopsis*. Plant Cell. 2013;25:3347-3359
- Zhao B, Dai A, Wei H, Yang S, Wang B, Jiang N, Feng X: *Arabidopsis KLU* homologue *GmCYP78A72* regulates seed size in soybean. Plant Molecular Biology. 2016;90:33-47.
- Zabala G, Vodkin L: Cloning of the pleiotropic *T* locus in soybean and two recessive alleles that differentially affect structure and expression of the encoded flavonoid 3' hydroxylase. Genetics. 2003;163:295-309.

# Supplementary material for: Overexpression of an ethylene-forming ACC oxidase (ACO) gene precedes the Minute Hilum seed coat phenotype in Glycine max
**Source:** BMC Genomics. 2020 Oct 16;21:716. doi: 10.1186/s12864-020-07130-8
**Supplement:** Supplementary file 7 — Additional file 7 Protein alignments of four ACO oxidases from soybean against Arabidopsis and tomato proteins using the Multalin tool.

Additional file 7. Protein alignments of four ACO oxidases from soybean against *Arabidopsis* and tomato proteins using the Multalin tool.

	1	10	20	30	40	50	60	70	80	90	100	110	120	130																																															
AT1G62380.1	MEKNM	KFPY	VDLS	SKLN	GEER	DQTH	ALIN	ECEN	NGFF	EIVN	HGLP	HDLM	IKEM	KDKH	YKTC	QEQF	NDML	SKGL	DNLE	TEVE	VDME	STFY	VRHL	PQSN	LDIS	VDSE	YRTA	MKDF	GKRL	ENL	RED																														
AT1G12010.1	MEHNI	KFPY	IDLS	SKLN	GEER	DQTH	ALID	ACQN	NGFF	EIVN	HGLP	YDLM	MONI	ERTK	EHYK	KKHE	QEFK	ELRS	KGDL	TELE	VEDV	DMEST	FYFL	HLPL	QSNL	YDIP	DSNE	YRLA	MKDF	GKRL	LEL	REE																													
AT1G05010.1	MESFP	PIIN	LEKL	NGE	ERAT	HEKI	KDAC	ENAG	FFEC	VNHG	ISLE	LLDK	VEKT	KGHY	KKCH	EQRF	KEIS	IKNR	GLSL	RSEV	NDVD	MEST	FYFL	KHLP	PSNI	SDVP	LDDE	YRTL	MKDF	GKRL	LEL	SEE																													
So1yc07g049530.2.1	MENFP	PIIN	LEKL	NGE	ERAT	HEKI	KDAC	ENAG	FFEL	VNHG	IPHE	YMDT	VEKL	KGHY	KKCH	EQRF	KELV	ASKG	LEAV	QREV	TOLD	MEST	FYFL	RHL	PLTS	SNIS	QVPL	LDDE	YREV	MDF	AKRL	LEL	REE																												
So1yc07g049550.2.1	MENFP	PIIN	LEKL	NGE	ERAT	HEKI	KDAC	ENAG	FFEL	VNHG	IPHE	YMDT	VEKL	KGHY	KKCH	EQRF	KELV	ASKG	LEAV	QREV	TOLD	MEST	FYFL	RHL	PLTS	SNIS	QVPL	LDDE	YREV	MDF	AKRL	LEL	REE																												
So1yc12g005940.1.1	MENFP	PIIN	LEKL	NGE	ERAT	HEKI	KDAC	ENAG	FFEL	VNHG	IPHE	YMDT	VEKL	KGHY	KKCH	EQRF	KELV	ASKG	LEAV	QREV	TOLD	MEST	FYFL	RHL	PLTS	SNIS	QVPL	LDDE	YREV	MDF	AKRL	LEL	REE																												
Glyma.026268000.1	MNFP	PIIN	LEKL	SGE	RNDT	HEKI	KDAC	ENAG	FFEL	VNHG	IPHD	LDYV	ERL	TKEH	YKCH	EQRF	KEFV	ASKG	LDAY	QTEV	KNDM	MEST	FYFL	RHL	PLS	NISE	PDLD	DEYK	YKDF	AKRL	LEL	REE																													
Glyma.146049500.1	YTNF	PPIIN	LEKL	NGE	RNDT	HEKI	KDAC	ENAG	FFEL	VNHG	IPHD	LDYV	ERL	TKEH	YKCH	EQRF	KEFV	ASKG	LDAY	QTEV	KNDM	MEST	FYFL	RHL	PLS	NISE	PDLD	DEYK	YKDF	AKRL	LEL	REE																													
So1yc02g081190.2.1	MESW	FPIV	VDHGL	LOTE	KPEA	NKDI	KDAC	ENAG	FFEL	VNHG	ISHE	LLDY	VEML	TKGH	YKCH	EQRF	KEHY	ASKG	LEAV	QTEV	TDLD	MEST	FYFL	KHLP	PSNV	YVPL	LDDE	YRTK	MDF	AKRL	LEL	REEN																													
So1yc02g036350.2.1	METFP	VVNM	HLNTE	KRAA	RALE	EKKI	KDAC	ENAG	FFEV	VNHG	ISHE	LLDY	VEKF	TKEH	YKCH	EQRF	KEHY	ASKG	LEGV	QTEV	TDLD	MEST	FYFL	KHLP	PSNV	ISEV	PDLD	DDYK	TKMDF	AKRL	LEL	REE																													
Glyma.096008400.1	MANF	PVVD	MGLN	TEER	PAAHE	ETIK	KDAC	ENAG	FFEL	VNHG	ISTE	LDYV	VEKL	TKEH	YKCH	TEOR	KEHY	TSKG	LESV	QSEI	NDLD	MEST	FYFL	RHL	PLS	NVSD	NAOL	DDYK	TKMDF	AKRL	LEL	REE																													
Glyma.156112700.1	MANF	PVVD	MGLN	TEER	PAAHE	ETIK	KDAC	ENAG	FFEL	VNHG	ISTE	LDYV	VEKL	TKEH	YKCH	TEOR	KEHY	TSKG	LESV	QSEI	NDLD	MEST	FYFL	RHL	PLS	NVSD	NAOL	DDYK	TKMDF	AKRL	LEL	REE																													
Consensus	...n	nFP	!!#	ekl	#g	#eR	..t	hek	Tk	#AC	#NAG	FFEL	VNHG	Iph	#I	#D	!Ek	#Tke	HYkkcn	E#Fk	#vask	GL	#	vqt	E!	.D	DMEST	Ff	lR	HLP	SNIs	#	pD	Id	#YR	..Mkd	Fa	r	LEk	La	E#																				
	131	140	150	160	170	180	190	200	210	220	230	240	250	260																																															
AT1G62380.1	LLDLL	CENL	GLEK	GYLK	KV	FGT	KGP	TF	GT	KV	SN	YPP	CPK	PE	NI	KG	LR	HT	DAGG	IILL	FQ	DK	V	SG	LQL	LK	GD	HD	IV	PP	LN	HS	IV	INL	GDQ	LE	IT	NG	KY	SV	LHR	VY	TQ	EGN	-RHS	V	AS	F	YN	P	GS	D									
AT1G12010.1	LLDLL	CENL	GLEK	GYLK	KV	FGT	TGP	TF	GT	KV	SN	YPP	CPK	PE	NI	KG	LR	HT	DAGG	IILL	FQ	DK	V	SG	LQL	LK	GD	HD	IV	PP	LN	HS	IV	INL	GDQ	LE	IT	NG	KY	SV	LHR	VY	TQ	EGN	-RHS	V	AS	F	YN	P	GS	D									
AT1G05010.1	LLDLL	CENL	GLEK	GYLK	KV	FGT	KRP	TF	GT	KV	SN	YPP	CP	N	PD	L	V	KL	R	HT	DAGG	IILL	FQ	DK	V	SG	LQL	LK	GD	HD	IV	PP	V	K	HS	IV	INL	GDQ	LE	IT	NG	KY	SV	LHR	V	TS	D	GE	RHS	V	AS	F	YN	P	GS	D					
So1yc07g049530.2.1	LLDLL	CENL	GLEK	GYLK	KN	AFY	G	SKG	P	N	F	G	T	KV	SN	YPP	CP	K	P	D	L	I	K	L	R	HT	DAGG	IILL	FQ	DK	V	SG	LQL	LK	GD	HD	IV	PP	MR	HS	IV	INL	GDQ	LE	IT	NG	KY	SV	LHR	V	TS	D	GE	RHS	V	AS	F	YN	P	GS	D
So1yc07g049550.2.1	LLDLL	CENL	GLEK	GYLK	KN	AFY	G	SKG	P	N	F	G	T	KV	SN	YPP	CP	K	P	D	L	I	K	L	R	HT	DAGG	IILL	FQ	DK	V	SG	LQL	LK	GD	HD	IV	PP	MR	HS	IV	INL	GDQ	LE	IT	NG	KY	SV	LHR	V	TS	D	GE	RHS	V	AS	F	YN	P	GS	D
So1yc12g005940.1.1	LLDLL	CENL	GLEK	GYLK	KN	AFY	G	SKG	P	N	F	G	T	KV	SN	YPP	CP	K	P	D	L	I	K	L	R	HT	DAGG	IILL	FQ	DK	V	SG	LQL	LK	GD	HD	IV	PP	MR	HS	IV	INL	GDQ	LE	IT	NG	KY	SV	LHR	V	TS	D	GE	RHS	V	AS	F	YN	P	GS	D
Glyma.026268000.1	LLDLL	CENL	GLEK	GYLK	KN	AFY	G	SKG	P	N	F	G	T	KV	SN	YPP	CP	N	PD	L	V	KL	R	HT	DAGG	IILL	FQ	DK	V	SG	LQL	LK	GD	HD	IV	PP	MR	HS	IV	INL	GDQ	LE	IT	NG	KY	SV	LHR	V	TS	D	GE	RHS	V	AS	F	YN	P	GS	D		
Glyma.146049500.1	LLDLL	CENL	GLEK	GYLK	KN	AFY	G	SKG	P	N	F	G	T	KV	SN	YPP	CP	N	PD	L	V	KL	R	HT	DAGG	IILL	FQ	DK	V	SG	LQL	LK	GD	HD	IV	PP	MR	HS	IV	INL	GDQ	LE	IT	NG	KY	SV	LHR	V	TS	D	GE	RHS	V	AS	F	YN	P	GS	D		
So1yc02g081190.2.1	LLDLL	CENL	GLEK	GYLK	KN	AFY	G	SKG	P	N	F	G	T	KV	SN	YPP	CP	K	P	D	L	I	K	L	R	HT	DAGG	IILL	FQ	DK	V	SG	LQL	LK	GD	HD	IV	PP	MR	HS	IV	INL	GDQ	LE	IT	NG	KY	SV	LHR	V	TS	D	GE	RHS	V	AS	F	YN	P	GS	D
So1yc02g036350.2.1	LLDLL	CENL	GLEK	GYLK	KN	AFY	G	SKG	P	N	F	G	T	KV	SN	YPP	CP	K	P	D	L	I	K	L	R	HT	DAGG	IILL	FQ	DK	V	SG	LQL	LK	GD	HD	IV	PP	MR	HS	IV	INL	GDQ	LE	IT	NG	KY	SV	LHR	V	TS	D	GE	RHS	V	AS	F	YN	P	GS	D
Glyma.096008400.1	LLDLL	CENL	GLEK	GYLK	KN	AFY	G	SKG	P	N	F	G	T	KV	SN	YPP	CP	N	PD	L	V	KL	R	HT	DAGG	IILL	FQ	DK	V	SG	LQL	LK	GD	HD	IV	PP	MR	HS	IV	INL	GDQ	LE	IT	NG	KY	SV	LHR	V	TS	D	GE	RHS	V	AS	F	YN	P	GS	D		
Glyma.156112700.1	LLDLL	CENL	GLEK	GYLK	KN	AFY	G	SKG	P	N	F	G	T	KV	SN	YPP	CP	N	PD	L	V	KL	R	HT	DAGG	IILL	FQ	DK	V	SG	LQL	LK	GD	HD	IV	PP	MR	HS	IV	INL	GDQ	LE	IT	NG	KY	SV	LHR	V	TS	D	GE	RHS	V	AS	F	YN	P	GS	D		
Consensus	LLDLL	CENL	GLEK	GYLK	Kv	Fg	Gskg	P	Nf	G	Tks	N	YPP	CP	K	P	##	I	KL	R	HT	DAGG	IILL	FQ	DK	V	SG	LQL	LK	GD	HD	IV	PP	MR	HS	IV	INL	GDQ	LE	IT	NG	KY	SV	LHR	V	TS	D	GE	RHS	V	AS	F	YN	P	GS	D					
	261	270	280	290	300	310	320	327																																																					
AT1G62380.1	REIS	PAT	SL	VEK	DSE	-----	YPS	F	V	D	D	Y	M	K	L	Y	A	G	V	K	F	Q	P	K	E	P	R	F	A	M	K	N	A	S	V	T	E	L	N	P	T	A	R	V	E	T	F														
AT1G12010.1	REIS	PAT	SL	VEK	DSE	-----	YPS	F	V	D	D	Y	M	K	L	Y	A	G	V	K	F	Q	P	K	E	P	R	F	A	M	K	N	A	S	V	T	E	L	N	P	T	A	R	V	E	T	F														
AT1G05010.1	SVIF	P	A	P	E	L	I	G	K	E	R	E	K	E	K	E	N	Y	P	R	F	V	E	D	Y	M	K	L	Y	S	A	V	K	F	Q	A	K	E	P	R	F	A	M	K	N	E	T	T	V	A	N	N	V	G	L	P	A	T	A		
So1yc07g049530.2.1	AVI	Y	P	A	K	T	L	V	E	K	E	R	E	-	E	S	T	Q	V	Y	P	K	F	V	E	D	Y	M	K	L	Y	A	G	L	K	F	Q	A	K	E	P	R	F	A	M	K	N	E	S	-----	D	P	I	A	S	A					
So1yc07g049550.2.1	AVI	Y	P	A	P	S	L	I	E	-----	E	S	K	Q	V	Y	P	K	F	V	E	D	Y	M	K	L	Y	A	G	L	K	F	Q	A	K	E	P	R	F	A	M	K	N	E	S	-----	E	L	V	D	Q	I	A	S	A						
So1yc12g005940.1.1	AL	I	Y	P	A	P	A	L	V	D	K	E	R	E	N	K	Q	V	Y	P	K	F	V	E	D	Y	M	K	L	Y	A	G	L	K	F	Q	A	K	E	P	R	F	A	M	K	N	E	S	-----	D	P	I	A	S	A						
Glyma.026268000.1	AVI	Y	P	A	P	E	L	L	E	K	E	R	E	-	E	K	N	Q	V	Y	P	K	F	V	E	D	Y	M	K	L	Y	A	G	L	K	F	Q	A	K	E	P	R	F	A	M	K	N	E	S	-----	G	P	I	A	T	V					
Glyma.146049500.1	AVI	Y	P	A	P	E	L	L	E	K	E	R	E	-	E	K	N	Q	V	Y	P	K	F	V	E	D	Y	M	K	L	Y	A	G	L	K	F	Q	A	K	E	P	R	F	A	M	K	N	E	S	-----	G	P	I	A	T	V					
So1yc02g081190.2.1	AVI	F	P	A	P	E	L	I	E	K	E	R	E	-	E	N	K	L	Y	P	K	F	V	E	D	Y	M	K	L	Y	A	G	L	K	F	Q	A	K	E	P	R	F	A	M	K	N	E	S	-----	N	L	-	G	P	I	E	T	V			
So1yc02g036350.2.1	AVI	Y	P	A	P	E	L	L	E	K	E	R	E	-	E	N	K	L	Y	P	K	F	V	E	D	Y	M	K	L	Y	A	G	L	K	F	Q	A	K	E	P	R	F	A	M	K	N	E	S	-----	N	L	-	G	P	I	E	T	V			
Glyma.096008400.1	AVI	Y	P	A	P	A	L	V	K	E	L	D	-	-	E	T	S	Q	V	Y	P	K	F	V	E	D	Y	M	K	L	Y	A	G	L	K	F	Q	A	K	E	P	R	F	A	M	K	N	A	S	V	-	D	-	G	A	I	A	T	V		
Glyma.156112700.1	AVI	Y	P	A	P	A	L	V	K	E	L	D	-	-	E	T	S	Q	V	Y	P	K	F	V	E	D	Y	M	K	L	Y	A	G	L	K	F	Q	A	K	E	P	R	F	A	M	K	N	A	S	V	-	D	-	G	A	I	A	T	V		
Consensus	avI	.P	A	P	.L	.e	k	e	.e	.e	.q	.Y	P	K	F	V	#D	Y	M	K	L	Y	A	G	L	K	F	Q	A	K

# Supplementary material for: Overexpression of an ethylene-forming ACC oxidase (ACO) gene precedes the Minute Hilum seed coat phenotype in Glycine max
**Source:** BMC Genomics. 2020 Oct 16;21:716. doi: 10.1186/s12864-020-07130-8
**Supplement:** Supplementary file 9 — Additional file 9 VCF file data of differences in the ACO (Glyma.09G008400.1) genomic sequences of alleles from UC7 (ii R T) and UC413 (ii R t mi G) lines.

Additional file 9. VCF file data of differences in the ACO genomic sequences of alleles from UC7 (*i R T*) and UC413 (*i R t mi G*) lines.

Source_File	#CHROM	POS	ID	REF	ALT
G037_UC7_VCF_extracted_range_Ch09_0_to_full.tsv	Chr09	662092	0	T	TTAAAGCA
G038_UC413_VCF_extracted_range_Ch09_0_to_full.tsv	Chr09	662092	0	TA	TTAAAGCAA,T
G038_UC413_VCF_extracted_range_Ch09_0_to_full.tsv	Chr09	662096	0	T	A
G038_UC413_VCF_extracted_range_Ch09_0_to_full.tsv	Chr09	662098	0	T	G
G038_UC413_VCF_extracted_range_Ch09_0_to_full.tsv	Chr09	662102	0	T	C
G037_UC7_VCF_extracted_range_Ch09_0_to_full.tsv	Chr09	662928	0	A	T
G038_UC413_VCF_extracted_range_Ch09_0_to_full.tsv	Chr09	662974	0	G	T

The VCF file from Bowtie genomic alignments are shown for ACO Glyma.09G008400. Ref is the Williams 82.a2 reference genome and ALT is the alternate base call as the position indicated (POS) in either the UC7 or UC413 genomic libraries.

# Supplementary material for: Overexpression of an ethylene-forming ACC oxidase (ACO) gene precedes the Minute Hilum seed coat phenotype in Glycine max
**Source:** BMC Genomics. 2020 Oct 16;21:716. doi: 10.1186/s12864-020-07130-8
**Supplement:** Supplementary file 12 — Additional file 12 Genomic sequence alignments of the R and T loci for the UC2 (R T), UC7 (R T), UC413 (R t) and UC501 (r t) soybean lines.

A

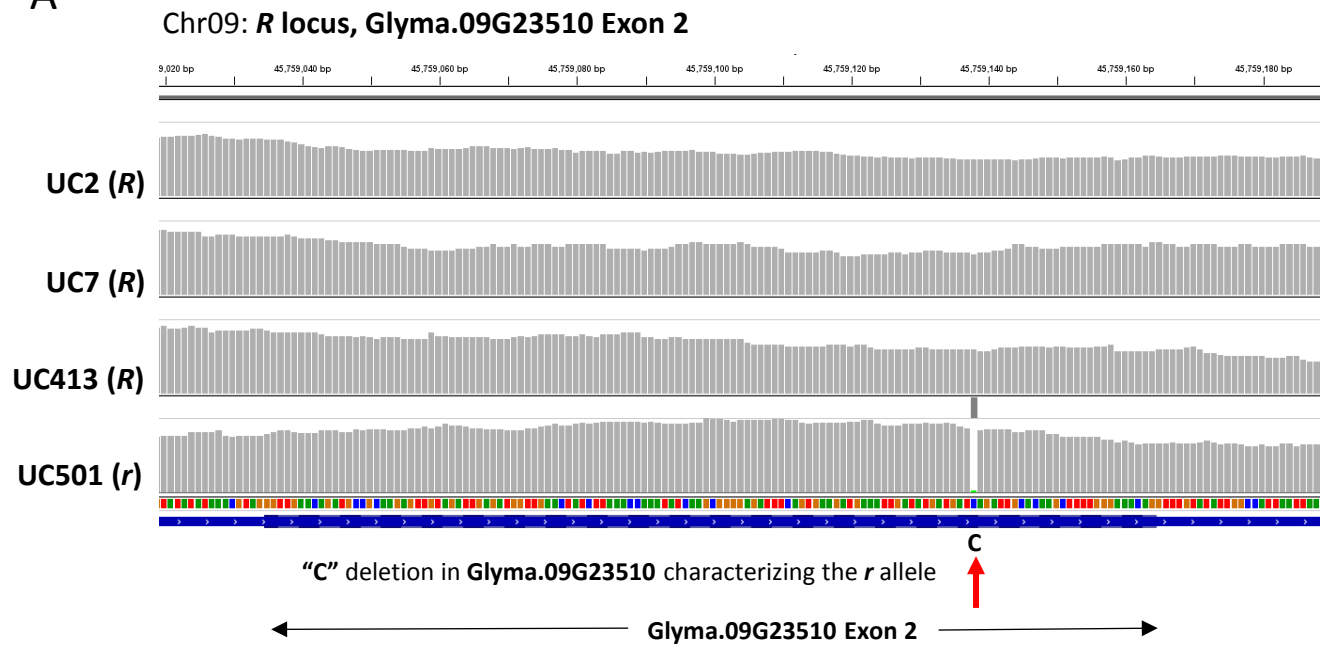

B

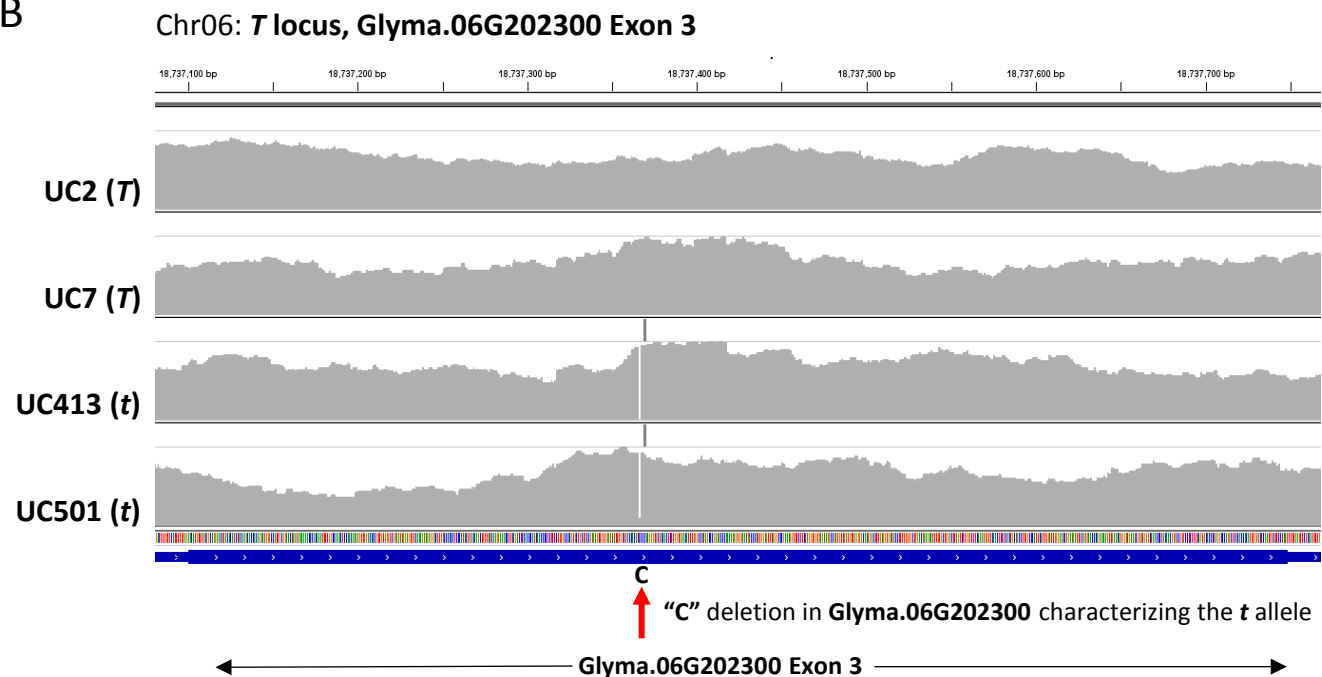

Additional file 12. Genomic sequence alignments of the *R* and *T* loci for the UC2 (*R T*), UC7 (*R T*), UC413 (*R t*) and UC501 (*r t*) soybean lines. A) The *R* locus, Glyma.09G23510 Exon 2 genomic sequence, showing the C deletion in UC501 (Harosoy) that characterizes the *r* allele. B) The *T* locus, Glyma.06G202300 Exon 3 genomic sequence, confirming the C deletion in both UC413 and UC501 characteristic of the *t* allele. Displays are presented from Bowtie 2 alignments with the Integrative Genomics Viewer.

How the deposited data were processed for this re-analysis (not part of the article)

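RNA from soybean seed coats of the standard isoline UC7 and the minute hilum isoline UC413 was measured by RNA-Seq in 20 libraries. The extended hilum region had 2 libraries for each isoline at EH10, EH25 and EH50, and 1 for each isoline at EH100. Whole seed coats had 1 library for each isoline at WS10, WS25 and WS50. The file holds 1 RPKM value for each of 88647 Glyma models and each library, with the length of the model and its annotation.

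The RPKM values were made by the authors, who aligned the reads with Bowtie to the Glyma cDNA models, allowed up to 3 mismatches and up to 25 alignments for each read, and divided by the length of the model and by the alignments of the library. The authors did not pool the replicates. This was tested on the file: in each library RPKM multiplied by model length was a whole multiple of 1 step for 100% of the models (tolerance 0.01), and the sum of these multiples gave the step back. The recovered alignments had a median of 110904000 per library. A read counts once for each model that it aligned to, so the alignments are more than the reads, and intervals and limits computed from them cover counting error only. A limit is given as 3 alignments, and counting intervals are exact Poisson intervals at 95%. Intervals of a percent of models are exact binomial intervals at 95% that treat models as independent. The replicates of a group had a Pearson correlation across models of 0.936 (UC7 EH25) to 0.982 (UC413 EH10), and models are not independent replicates.

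For the comparison of the isolines, RPKM was divided by a size factor for each library, the median of its ratios to the geometric mean over models above 0 in all 12 extended hilum libraries of EH10, EH25 and EH50. The authors took their adjusted p from DESeq, which scales libraries by such factors. After adding 0.25, the log2 values were fitted with limma 3.58.1 in R 4.3.3 (data.table 1.17.8 for the tables), with 6 groups of isoline and stage in 1 fit and a trend in the prior variance. Models with an RPKM of at least 1 in at least 2 of the 12 libraries were tested, 57568 models of 31639 genes. The p-values were adjusted by Benjamini and Hochberg over all models at each stage, and an adjusted p under 0.05 is a call. The change between stages was tested with the contrasts between the stage differences in the same fit. The paper's criteria were applied with the adjusted p from limma in place of the authors' own, together with an RPKM ratio above 2 or below 0.5 in both pairs of libraries with the same replicate number, and an RPKM above 2 in at least 1 library of the stage. The rDNA region covers 132 models, counted apart. Models that resemble genes of the plastid genome (158) or the mitochondrial genome (33) were found by their annotation.

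Genes of 41 lists, fixed by protein domain, best Arabidopsis hit or annotation words, were counted with 1 model for each gene, the tested splice form with the highest mean. Counts over a list are given after adjustment over all models and after adjustment over the list alone. Lists of at least 3 genes were also tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry. A list of endosperm markers had no gene high enough to be tested. Whether UC413 at EH10 lies further along development was tested with the models that rise or fall at least 2-fold from EH25 to EH50 in UC7. The single libraries were compared by sign, with medians set against 10000 random lists matched on mean expression in 50 bins (seed 1).

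Named genes are those that the paper names in its text, Tables 3 and 4 or Additional files 4, 6 and 8a, whose values in the paper had been seen, and at each stage the 10 highest and 10 lowest called models by log2 fold change whose pairs of libraries both change that way, 1 model per gene, outside the rDNA region. The tests, the lists, the genes taken from the paper, the rule for the other named genes and most alternatives were chosen before the data were examined. Those alternatives were RPKM as deposited, an equal sum outside the rDNA region, upper quartile scaling and quantile normalization, pseudocounts of 1 and 0.05, no low-value filter and a filter at RPKM 2, a replicate block, the library kit as a covariate, each stage fitted alone, models with the suffix 1 only, 1 model per gene, the rDNA models left out, a robust prior, no trend, and each of the 12 libraries left out in turn. For the paper's criteria they also included ratios after scaling, crossed pairs and no p, and for the lists all models. Added later were limma-voom on the recovered alignments, a replicate block within each stage, and the stranded libraries only. The same-numbered libraries of both isolines at a stage deviated together from their group means (correlations across models of 0.193 at EH10, 0.226 at EH25 and 0.468 at EH50, against -0.42 to 0.23 in 12 comparisons between stages). Only the value at EH50, where the numbers also follow the library kit, lay above those comparisons. The check therefore does not show that the libraries of EH10 and EH25 are pairs. No label or text says that a number marks a shared batch. The numbers in the labels were used as pairs in the alternative fits with a block. The fit has no block, and values with a block within each stage are given where they change a call or move a count by over 1.5 times. The fit was tested on simulated data made from these libraries, where 47 of 100 models changed 2-fold and 96 of 100 changed 4-fold were called with the right sign at EH10, and 9 of the unchanged models were called. In these simulated data camera with the preset correlation gave p = 1.91e-40 for a list of 40 shifted genes, but also p = 0.0163 for a list of 40 unshifted genes, so a camera p near 0.05 is weak evidence alone. The simulated models varied independently of each other. The simulation therefore does not show how camera behaves on lists of correlated genes, where smaller p-values may be weak as well. With an estimated correlation camera called none of the lists in the real data, the rDNA region models included. Of those models limma called 85 of 87 at EH10, so the lack of a call with that setting does not argue against a list. No sample column was left out. The annotation categories of Table 2, apart from the rDNA, photosynthesis, ribosomal protein and transcription factor models, and the DNA and protein experiments of the paper were not analysed here.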

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

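The tests of RNA without poly(A), of photosynthetic plastids, of library kits and of a broad rise of transcripts were chosen after the results were seen, and the test of the normalization was planned.

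Opposite directions between stages drew attention to 3 models of 2 genes, which were called higher in UC413 at EH10 and higher in UC7 at EH50, and 2 of them were also called higher in UC413 at EH25. The SAUR gene Glyma.17G046000.1 had a log2 fold change of 0.86 at EH10 (adjusted p = 0.0352 from limma) and -0.74 at EH50 (adjusted p = 0.0497). The LOL1 models Glyma.17G154800.1 and Glyma.17G154800.2, chosen after their values were seen, had 1.16 and 1.19 at EH10, 0.78 and 0.79 at EH25, and -0.56 and -0.57 at EH50 (adjusted p = 0.0359 and 0.0447 at EH50). The difference between EH10 and EH50 itself did not pass the test over all models (-1.60, adjusted p = 0.286 for the SAUR gene, and -1.71 and -1.76, adjusted p = 0.0711 for LOL1), nor did that between EH25 and EH50 (-1.34 and -1.36, adjusted p = 0.300). At EH50 the LOL1 calls ended without any 1 of the 4 EH50 libraries (adjusted p = 0.145 to 0.204), and that of Glyma.17G154800.2 also without UC413 EH10 replicates 1 or 2 (adjusted p = 0.0575 and 0.0574). At EH25 both ended without UC413 EH25 replicate 1 (adjusted p = 0.0899 and 0.112) or 2 (0.0686 and 0.0786), and that of Glyma.17G154800.2 without UC7 EH25 replicate 1 (0.0502). The SAUR call at EH50 ended without any 1 of the 4 EH50 libraries (adjusted p = 0.0741 to 0.264) and of the UC413 libraries of EH10 and EH25 (adjusted p = 0.0582 to 0.0667), and that at EH10 without any 1 of the 4 EH10 libraries or UC7 EH50 replicates 1 or 2 (adjusted p = 0.0565 to 0.198).

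Xyloglucan endotransglucosylases are wall-loosening enzymes that the paper does not discuss as a family. Additional file 4 lists 1 of them, Glyma.13G103100.1, as higher in UC413 at EH50, where it was not called here (log2 fold change 0.92, adjusted p = 0.508). Of 40 tested, 8 were higher in UC7 at EH10, 4 at EH25 and 15 at EH50 with limma (14, 15 and 21 when adjusted over the list alone). None was higher in UC413 with limma (0, 1 and 0 when adjusted over the list alone, 1, 1 and 0 at an unadjusted p under 0.05, and 0, 1 and 0 both with limma-voom and with a replicate block within each stage). The median log2 fold change was -0.63, -0.83 and -1.06, and with RPKM as deposited it turned to 0.16 at EH10, where 7 genes were then higher in UC413 and 3 in UC7. Camera with the preset correlation gave adjusted p = 2.01e-04, 1.91e-08 and 1.05e-06. With an estimated correlation, where camera called no list, the adjusted p was 0.66. The 8 genes became 3 without UC7 EH10 replicate 1 or 2 or UC413 EH10 replicate 1, 0 without UC413 EH10 replicate 2, and 5 without UC7 EH50 replicate 1 or 2. The 4 genes became 11 without UC7 EH25 replicate 2, and 2 and 1 without UC413 EH25 replicates 1 and 2. The 15 genes became 3 without UC7 EH50 replicate 1 or 2 and 0 without UC413 EH50 replicate 1.

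GASA peptides drew attention as a family, of which the paper discusses a few gibberellin-regulated members. Of 28 tested, 9 were higher in UC7 at EH10, 3 at EH25 and 12 at EH50 with limma, and 2 were higher in UC413 at each stage (15, 12 and 15 in UC7, and 2, 2 and 3 in UC413, when adjusted over the list alone). The median log2 fold change was -1.18, -0.61 and -1.01. Camera with the preset correlation gave adjusted p = 3.50e-05, 0.00137 and 4.62e-05. With an estimated correlation, where camera called no list, the adjusted p was 0.66. The 9 genes became 4 and 5 without UC7 EH10 replicates 1 and 2, and 1 and 3 without UC413 EH10 replicates 1 and 2. The 3 genes became 0 without UC413 EH10 replicate 1 or 2 or UC413 EH25 replicate 2, and 1 without UC413 EH25 replicate 1. The 12 genes became 7 without UC413 EH10 replicate 1 or 2, 2 and 4 without UC7 EH50 replicates 1 and 2, and 2 and 6 without UC413 EH50 replicates 1 and 2.

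Models that resemble genes of the mitochondrial genome are not discussed by the paper. Of 15 such genes tested, 13 were higher in UC7 at EH10, 11 at EH25 and 8 at EH50 with limma, and all 15 lay lower in UC413 at each stage after division by the size factors. Their median log2 fold change was -2.36 at EH25 and -1.54 at EH50. The 11 genes became 2 and 4 without UC413 EH25 replicates 1 and 2. The 8 genes became 2 without UC413 EH10 replicate 1 or 2 or UC413 EH25 replicate 1 or 2, 0 without UC7 EH50 replicate 2 or UC413 EH50 replicate 1, and 1 without UC413 EH50 replicate 2.

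The single EH100 libraries, which the paper uses for few genes, carried on the differences of EH50. Of the models called higher in UC413 at EH50, 2437 of 2538 had that sign at EH100 (96.0%, binomial interval over models 95.2% to 96.7%). Their median log2 ratio was 0.61 against -0.020 for random lists matched on expression (-0.056 to 0.016 over 10000 lists). Of those higher in UC7 at EH50, 1864 of 2032 had that sign (91.7%, 90.4% to 92.9%), with a median of -0.56 against -0.098 (-0.145 to -0.054). With 1 library for each isoline the difference at EH100 itself was not tested. The intervals treat models, some of which share reads, as independent, and hold no replicate error.

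More models met the ratio, RPKM and adjusted p criteria as overexpressed in UC413 than in UC7 at EH10, and the RPKM of a library falls for every other model as the rDNA takes more of its alignments. With RPKM recomputed over the alignments outside the rDNA region, UC413 accounted for 73.4% of these models at EH10 (929 and 336), under the 75% that was set as the limit for this explanation, where RPKM as deposited gave 92.7%. At EH25 it accounted for 73.5% (415 and 150) and at EH50 for 56.6% (696 and 533). This is consistent with the rDNA alignments in the denominator as a cause of part of the excess. A broad rise of transcripts in UC413 stays open, because the median log2 ratio of 0.15 left at EH10 after the recomputation is a level in relative units and cannot show it.

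The rDNA region and plastid genome-like models were higher in UC7 than in UC413. Among the stranded libraries of EH10, EH25 and EH50, those of UC7 had at least 11.0% of their alignments in the rDNA region and those of UC413 at most 1.03%, which argues against the library kits. Nuclear photosynthesis genes had a median log2 fold change of -0.20 at EH10, far from the -3.29 of the plastid genome-like models, which argues against more photosynthetic plastids in UC7 as the cause at EH10 (at EH25 the median was -0.42). Mitochondrial genome-like models, whose transcripts, like those of the rDNA, lack stable poly(A) tails, had a median of -3.93 at EH10, which carry-over of RNA without poly(A) into the UC7 libraries predicts and may explain. As a percent of all alignments, however, they were about equal at EH10 (0.0136% and 0.0160% in UC7, 0.0133% and 0.0134% in UC413). Most of these alignments belong to Glyma.09G040100.1, annotated as cytochrome oxidase 2, which did not move with the others (log2 fold change -0.23, adjusted p = 0.611), and Glyma.08G365200.1 did not either (-0.16, adjusted p = 0.560). Without the first the percent was 0.00661% and 0.00638% in UC7, and 0.00117% and 9.67e-04% in UC413. A difference between the isolines in organelle or ribosomal RNA itself was not tested and stays open.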

How the results depend on the processing

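Limma-voom, the replicate block within each stage and the stranded libraries alone were tests chosen after the data were seen, and the other settings were planned. No named gene called at a stage turned its direction under any setting run. The isoline with the larger number of called models turned from UC413 to UC7 at EH25 with each stage fitted alone (65 and 109) and without UC7 EH25 replicate 2 (1069 and 2400). At EH50 it turned without any 1 EH50 library (206 and 379 without UC7 EH50 replicate 1, 58 and 111 without UC413 EH50 replicate 1, 375 and 627 without UC413 EH50 replicate 2, and also without UC7 EH50 replicate 2), with the stranded libraries alone (2 and 3) and with a minimum of 2-fold (702 and 1016). Of 623 values of the main counts and list tests under other settings, 479 kept their side of the threshold or stayed within 1.5 times the count, 135 moved further and 9 lost their call. Of 188 calls of named genes at a stage (of 399 tested), 49 were kept under every setting and 71 without each library in turn. The calls of Glyma.09G008400.1 at EH10, EH25 and EH50 were among those kept, with a log2 fold change of 7.02 to 11.75 at EH10. Of 217 values of the ACC oxidase pair and SbPRP3, 212 kept their call. At EH50 the call of SbPRP3 ended without UC7 EH50 replicate 1 or UC413 EH50 replicate 1, with quantile normalization and with the stranded libraries alone, and that of Glyma.15G112700.1 ended with the stranded libraries alone. Where no cause is given here, the cause was not tested.

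Counts below are given as UC413 and UC7, and the numbers for UC7 under the paper's criteria leave out the rDNA region. With RPKM as deposited, EH10 came to 36670 and 375, EH25 to 2117 in UC413, and EH50 to 714 in UC7. By the paper's criteria EH10 then came to 4803 and EH25 to 986 in UC413, and 1, 98 and 2 models differed from EH10 to EH25, EH10 to EH50 and EH25 to EH50. Of the list tests, 12 were higher in UC413 on that scale, against 22. Of the models higher in UC413 and in UC7 at EH10, 99.7% and 89.2% then kept their sign at WS10, and of those at EH50, 98.9% and 86.7% at EH100. With 1 library for each isoline this scale moves every ratio of a stage by 1 constant, so these changes test nothing. With an equal sum outside the rDNA region, EH10 came to 11040 and 706, EH25 to 2301 in UC413 and EH50 to 6415 and 1243, the paper's criteria gave 4118 at EH10 and 894 at EH25 in UC413, and 3 models differed from EH10 to EH50. These scales leave the median of all models above 0, which moves models toward UC413. With the ratio taken after scaling, the paper's criteria gave 651 and 399 at EH10, 332 in UC413 at EH25, and 477 and 639 at EH50. With the ratio and RPKM criteria alone they gave 4855 in UC413 at EH10 and 1143 and 203 at EH25.

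A minimum of 2-fold left 966 and 701 at EH10, 505 in UC413 at EH25, and 702 and 1016 at EH50. With the suffix 1 only, there were 1167 and 772 at EH10, 525 in UC413 at EH25 and 1179 and 1062 at EH50, and by the paper's criteria 896, 336 and 527 in UC413. With 1 model per gene there were 1165 and 767, 513, and 1178 and 1060, and by the paper's criteria 910, 335 and 530. With each stage fitted alone, EH25 came to 65 and 109 (56 and 55 by the paper's criteria) and EH50 to 3980 and 3334. With the stranded libraries alone, which leaves 1 library for each isoline at EH50, there were 925 and 699 at EH10 (792 in UC413 by the paper's criteria), 377 and 269 at EH25 (335 in UC413), and 2 and 3 at EH50 (also 2 and 3). With limma-voom, 67 models were higher in UC7 at EH25 by the paper's criteria.

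With the replicate block, 1 model differed from EH10 to EH50. With the replicate block within each stage, 3327 models were higher in UC413 and 2980 in UC7 at EH10, 1242 and 878 at EH25, and 3651 and 4075 at EH50, where the larger number then lay in UC7. Values with the block within each stage stand beside the results that it changed, and it changed no other call of a named gene given there.

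Without each library in turn, the models higher in UC413 numbered 373 (without UC413 EH10 replicate 2) to 3133 (without UC7 EH25 replicate 1) at EH10, about 1.8e+02 (without UC413 EH25 replicate 2) to 1069 at EH25, and 58 (without UC413 EH50 replicate 1) to 3772 at EH50. Those higher in UC7 numbered 239 (without UC413 EH10 replicate 2) to 2192 (without UC7 EH25 replicate 1), 67 (without UC413 EH25 replicate 2) to 2400 (without UC7 EH25 replicate 2), and 111 (without UC413 EH50 replicate 1) to 3528 (without UC7 EH25 replicate 1). By the paper's criteria the ranges were 340 to 2364, 162 to 763 and 55 to 1347 in UC413, and 98 to 160, 38 to 1284 and 79 to 459 in UC7, with the lowest values without UC413 EH10 replicate 2, UC413 EH25 replicate 2 and UC413 EH50 replicate 1 in both isolines. The highest values were reached without a library of UC7 EH25, apart from the 160 in UC7 at EH10, without UC413 EH10 replicate 1.

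Models whose change differed between stages, none with the main settings, numbered 0 to 577 from EH10 to EH25, 0 to 2 from EH10 to EH50, and 0 to 498 from EH25 to EH50 without each library in turn. With limma-voom there were 0 in all 3 comparisons. From EH10 to EH50 there were also 12 with quantile normalization (and 1 from EH25 to EH50), 12 with a pseudocount of 1, 1 with no low-value filter and 5 without a trend.

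Of the lists of at least 3 tested genes, each tested at 3 stages, camera called 22 as higher in UC413 and 33 as higher in UC7 with the preset correlation. The numbers were 0 and 0 with an estimated correlation, and 5 and 14 with fry. With the estimated correlation even the rDNA region models were not called, so that setting cannot decide about the other lists. Without each library in turn the numbers were 19 to 29 and 28 to 35. For the models that rise or fall from EH25 to EH50 in UC7, the adjusted p at EH10 became 0.476 for both sets with an estimated correlation and 0.0611 for both with the kit as a covariate, and that of the rising models 0.0598 with quantile normalization. Without each library in turn it lay between 1.36e-14 and 0.0199 for the rising models and between 2.84e-08 and 0.562 for the falling models, which were not called without UC7 EH10 replicate 2 (0.100), UC413 EH10 replicate 2 (0.168), UC7 EH25 replicate 2 (0.562) or UC7 EH50 replicate 1 (0.169). Taking the sets within the stranded libraries changed none of their genes and so tests nothing.

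Depth limits the models near 0: with 3 alignments as the limit, low models can be given as values but not tested, and a fitted fold change against a group near 0 depends on the pseudocount.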

Differences from the paper's values

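The tests with a replicate block within each stage were chosen after the data were seen, and the other alternatives named here were set before the data were examined.

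By the ratio and RPKM criteria of the paper, with limma's adjusted p in place of the authors' own, 110 models outside the rDNA region were overexpressed in UC7 at EH25, where the paper gives 174. Of 31 alternatives, 7 came within 1.5 times the paper's number: ratios after scaling (153), no p (203), RPKM as deposited (125), an equal sum outside the rDNA region (121), quantile normalization (121), a replicate block (122), and the fit without UC7 EH25 replicate 1 (138). The other 24 did not: crossed pairs, upper quartile scaling, pseudocounts of 1 and 0.05, no low-value filter and a filter at RPKM 2, the library kit, each stage alone, models with the suffix 1, 1 model per gene, no rDNA models, a robust prior, no trend, and the fits without each of the other 11 libraries (38 to 1284).

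For WRKY models overexpressed in UC7, summed over the stages, the paper gives 1 and limma gave 0. The settings with no p and without UC7 EH25 replicate 1 gave 1, and the other 29 alternatives did not come near (17 without UC7 EH25 replicate 2, otherwise 0). For AP2/ERF models the paper gives 13 in UC7 and 8 were found here. Within 1.5 times were ratios after scaling (16), no p (14), crossed pairs (11), RPKM as deposited, an equal sum, quantile normalization and each stage alone (10 each), a replicate block (9), and the fits without UC7 EH10 replicate 2 (11) and UC7 EH25 replicate 1 (10). The other 21 alternatives lay outside, at 4 to 8 or, without UC7 EH25 replicate 2, at 43.

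In Additional file 6 the paper gives 2.97 RPKM in UC7 and 8.90 RPKM in UC413 at EH10 for Glyma.16G158700.1, where the means here were 0.870 and 3.15 RPKM. The paper's values equal the means here of Glyma.10G137600.1. For Glyma.03G176600.2 in UC413 at EH10 the paper gives 3.06 RPKM and the mean was 33.1 RPKM, and for Glyma.03G176600.1 in UC413 at EH25 it gives 0.81 RPKM and the mean was 30.8 RPKM. For Glyma.02G008000.1 in UC413 at EH10 the paper gives 3.63 RPKM and the mean was 13.6 RPKM. The fold changes of UC7 over UC413 that the same table gives for these 3 models, 0.36, 0.46 and 0.30, place them higher in UC413, and the ratios of the means here were 0.356, 0.458 and 0.303. Leaving out either replicate of the group brought none of these 5 values near. For Glyma.19G053800.1 in UC7 at EH50 the paper gives 0.02 RPKM in Additional file 4 and the mean was 0.0104 RPKM, which came within 1.5 times without UC7 EH50 replicate 1 (0.0146) but not without UC7 EH50 replicate 2 (0.00622).

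For the Vq protein Glyma.14G172200.1 the paper gives UC7 over UC413 as 7.5 to 11, and here that ratio of mean RPKM lay between 0.0556 and 0.117 over the 3 stages. Taken as UC413 over UC7 it lay between 8.57 and 18.0, a range that overlaps the paper's numbers. None of the 12 fits without 1 library came near. The paper places this gene lower in UC413, and here it was higher in UC413 at all 3 stages.

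Of the ethylene models of Table 3, 6 of 14 at EH10, 2 of 2 at EH25 and 3 of 4 at EH50 were called as the paper lists them, and all of them lay in its direction. At EH10 the paper marks Glyma.14G197100.1, Glyma.03G191000.1, Glyma.19G191600.1 and Glyma.09G002600.1 as under 0.05 by unadjusted p only. These models were not called here either. At EH10 more were called with RPKM as deposited (13), an equal sum outside the rDNA region (11) and each stage alone (8), and without either replicate of UC7 EH25. All 4 at EH50 were called with RPKM as deposited, an equal sum, quantile normalization, a replicate block and each stage alone, and without either replicate of UC7 EH25. Of the auxin and gibberellin models of Table 4, 7 of 18 at EH10 and 3 of 3 at EH25 were called, the 3 being gibberellin models that are also among the 7. The paper marks some of the auxin models, too, as under 0.05 by unadjusted p only. At EH10, 16 and 13 were called with RPKM as deposited and an equal sum, and 8 with a replicate block within each stage, chosen after the data were seen. Without any library of EH10 or EH50, fewer were called at EH10. Of the cell wall models of Additional file 4, 22 of 43 at EH10, 13 of 20 at EH25 and 21 of 24 at EH50 were called, all of them in its direction. The settings gave 42, 20 and 21 with RPKM as deposited, 36, 15 and 21 with an equal sum, 25, 14 and 21 with a replicate block, and 27, 5 and 24 with each stage alone. At EH10 they also gave 23 with models of the suffix 1 and without either replicate of UC413 EH25, and without either replicate of UC7 EH25 they gave 26 at EH10 and 24 at EH50. A replicate block within each stage, chosen after the data were seen, called 31, 16 and 21. Leaving out any library of a stage lowered the number of these models called at that stage.

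Of the seed size models of Additional file 6, 5 of 8 listed with a fold change toward UC413 and 1 of 1 listed toward UC7 were called that way at EH10, 2 of 3 and 1 of 2 at EH25, and 1 of 1 and 2 of 3 at EH50. All of them lay in the listed direction.

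The paper lists several genes as overexpressed that were not called with limma. For the CTR1-like models and ETR1 its own table marks an unadjusted p under 0.05 but a higher adjusted p. For these the lack of a call is no difference from the paper. The ACC oxidases Glyma.02G268000.1 and Glyma.14G049500.1 were called at EH10 with each stage alone and without either replicate of UC7 EH25, and the first also with RPKM as deposited. RPKM as deposited and an equal sum called the ETO1-like Glyma.02G229400.1, the IAA14 genes Glyma.03G158700.1 and Glyma.19G161100.1, the CTR1-like Glyma.03G191000.1 and Glyma.19G191600.1, and ETR1 Glyma.09G002600.1 at EH10, and RPKM as deposited alone called Glyma.15G152000.1. PIN2b Glyma.15G208600.1 was called with RPKM as deposited and an equal sum, and with a replicate block within each stage, chosen after the data were seen. The DA1-like Glyma.16G142700.1 was called at EH10 with RPKM as deposited, an equal sum, upper quartile scaling, quantile normalization, each stage alone, models with the suffix 1 and 1 model per gene, and without either replicate of UC7 EH25. PTAC9 Glyma.05G076800.1 was called at EH25 with RPKM as deposited, an equal sum, upper quartile scaling and quantile normalization, without UC7 EH10 replicate 1 or 2 or UC7 EH25 replicate 1, and with a replicate block within each stage, chosen after the data were seen. CYP78A6 Glyma.07G052300.1 was called at EH10 with each stage alone, and at all 3 stages with a replicate block within each stage, chosen after the data were seen. No setting called the GH3 gene Glyma.05G101300.1.

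The paper finds Glyma.09G008400.1 lower in UC413 whole seed coats than the 39.6% and 40.4% of the extended hilum region found here at WS25 and WS50, while the 26.3% at WS10 lies within what it states. The WS25 value was 79.7% of UC413 EH25 replicate 1 but 26.3% of replicate 2, and only the latter lies within what it states. For EH100 against the earlier stages it states less than the 20.6% to 24.9% found for this gene and the 11.9% to 14.5% of Glyma.15G112700.1 lies within what it states. Against UC413 EH25 replicates 1 and 2 taken singly the percents were 50.2% and 16.6%, and for Glyma.15G112700.1 29.6% and 8.15%, of which only the 16.6% lies within what it states. The paper finds the differences between the isolines strongest at EH10. Its criteria also gave the most models there, but by the test alone limma called more at EH50 (2538 in UC413 and 2032 in UC7) than at EH10 (2277 and 1302). The test of a difference between stages called no model, also with limma-voom. From EH10 to EH50, 2162 models had an unadjusted p under 0.05, where 2878.4 would by chance. A number below that of chance is no measure of how few models differed. With 2 libraries in each group this does not show that the changes were equal.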

Other observations

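The tests of shared ACC oxidase reads and of single chromosomes were chosen after the results were seen, and the test of neighbouring genes was planned.

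Glyma.15G112700.1 was high in the UC413 libraries together with Glyma.09G008400.1, and reads of the second that also align to the first could give this with no transcript of its own. Such reads would keep the ratio of the alignments of the pair about constant, and in the 7 stranded UC413 libraries it lay between 0.255 and 0.456, the highest 1.79 times the lowest. In the 3 non-stranded UC413 libraries it was 0.356 (EH50 replicate 1), 0.267 (WS50) and 0.224 (EH100), the highest 1.59 times the lowest. This spread argues against a constant share of reads, but the ratios under 0.3 all lie in single libraries without a replicate (WS10, WS50 and EH100). In the 6 libraries of the stages with replicates the ratio lay between 0.324 and 0.456, the highest 1.41 times the lowest. Shared reads and a transcript of Glyma.15G112700.1 cannot be told apart from these values, because the spread beyond that of replicates rests on single samples. The alignments along each model were not analysed here. The paper also aligned reads of UC413 EH10 without mismatches to each ACC oxidase transcript that it lists as overexpressed. That alignment bears on this question and was not examined here.

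Of the genes called in 1 direction at EH10, EH25 and EH50, 43 of 487 had another of them within the next 5 tested genes without a shared protein domain, against a median of 23 in 10000 random sets (6 to 46, SD 4.6, 1 set with as many). For the genes higher in UC413 the number was 22 of 310 (median 9, range 1 to 23), and for those higher in UC7 it was 9 (median 3, range 0 to 11). Chromosome blocks from the donor parent that still differ between the isolines may add such neighbours. The 43 lies inside the range of the random sets, but below the highest of them by less than their SD. The limit set in advance, the highest random set, therefore did not decide. Only 1 of the 10000 sets had as many, so neighbours were more frequent than random placement gives. Whether donor blocks are their cause stays open. On chromosome 16, 37 of 1196 tested genes were among them (3.09%, 30 higher in UC413 and 7 in UC7, Fisher's exact test adjusted p = 0.00206), and no other chromosome had an adjusted p under 0.05 (0.0921 for the next, chromosomes 13 and 15).

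Genes that rise from EH25 to EH50 in UC7 lay higher in UC413 at EH10 (113 genes, 86 of them above 0, median log2 fold change 0.28, camera adjusted p = 9.26e-08), and genes that fall lay lower (236 genes, 51 above 0, median -0.42, adjusted p = 3.33e-05). With an estimated correlation, where camera also called no gene list, the adjusted p was 0.476 for both. Limma called 13 and 3 of the rising genes higher in UC413 and UC7, and 12 and 30 of the falling genes. The test of the falling genes ended without UC7 EH10 replicate 2, UC413 EH10 replicate 2, UC7 EH25 replicate 2 or UC7 EH50 replicate 1 (adjusted p = 0.100, 0.168, 0.562 and 0.169). With the library kit as a covariate neither test was called (adjusted p = 0.0611 for both), nor was that of the rising genes with quantile normalization (0.0598), and replicate 1 of EH50 was made with another kit than the EH25 libraries.

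In the single whole seed coat libraries, the models called higher in UC413 and in UC7 at EH10 had that sign at WS10 in 98.4% and 98.0%, and those at EH25 had it at WS25 in 95.0% and 91.4%. Those at EH50 had it at WS50 in 62.6% (60.7% to 64.5%) and 80.4% (78.6% to 82.1%). Both WS50 libraries were made with the non-stranded kit. So were both EH100 libraries, where the same models had that sign in 96.0% and 91.7%. With 1 library for each isoline these signs have no test, and the binomial intervals over models hold no replicate error.

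Core histone genes lay lower in UC413, with median log2 fold changes of -0.61, -0.29 and -0.51 at EH10, EH25 and EH50, but with RPKM as deposited the median turned to 0.19 and 0.06 at EH10 and EH25. Of 77 tested, limma called 2, 0 and 2 higher in UC7 (33, 0 and 0 when adjusted over the list alone) and 45, 13 and 37 lay there at an unadjusted p under 0.05, with 2, 0 and 2 called by limma-voom. Camera gave adjusted p = 2.67e-12, 3.50e-05 and 8.71e-09. With an estimated correlation, where camera called no list, the adjusted p was 0.66, 0.69 and 0.66. The 2 genes at EH10 became 19 without UC7 EH25 replicate 1 or 2, 6 without UC413 EH25 replicate 1 or 2, 5 without UC413 EH50 replicate 1 or 2, 1 without UC7 EH50 replicate 1 or 2, and 0 without any 1 EH10 library. At EH50 the 2 became 11 without UC7 EH25 replicate 1 or 2, 1 without UC413 EH25 replicate 1 or 2, and 0 without UC7 EH50 replicate 1 or 2, UC413 EH50 replicate 1 or UC413 EH10 replicate 1 or 2. With a replicate block within each stage the numbers in UC7 were 12, 2 and 13.

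Embryo or cotyledon marker genes lay lower in UC413 at EH25, where the median log2 fold change of 19 genes was -1.33 (-0.99 with RPKM as deposited). Camera gave these genes adjusted p = 1.32e-07 (0.66 with an estimated correlation, where camera called no list). Limma called 1 of them higher in UC7 there (13 when adjusted over the list alone), which became 13 without UC7 EH25 replicate 2 and 0 without any 1 of the other 11 libraries, and 5 with a replicate block within each stage. Of 16 phenylpropanoid entry genes, 4 were higher in UC413 and 1 in UC7 at EH10, 1 and 0 at EH25 and 2 and 2 at EH50 (5 and 2, 4 and 1, and 6 and 2 when adjusted over the list alone). The 4 at EH10 became 2 without UC7 EH10 replicate 1 and 0 without UC7 EH10 replicate 2 or UC413 EH10 replicate 1 or 2. Of 22 vascular and secondary wall markers, 4 were higher in UC413 at EH10 (4 when adjusted over the list alone), which became 0 without UC7 EH10 replicate 1 or UC413 EH10 replicate 1 or 2 and 2 without any 1 EH50 library. With the block there were 2 of these markers in each isoline at EH10, 0 phenylpropanoid genes in UC7 at EH10 and 7 in UC413 at EH50.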
